# Concerted Metabolic Shifts Give New Insights Into the Syntrophic Mechanism Between Propionate-Fermenting *Pelotomaculum thermopropionicum* and Hydrogenotrophic *Methanocella conradii*

**DOI:** 10.3389/fmicb.2018.01551

**Published:** 2018-07-09

**Authors:** Pengfei Liu, Yahai Lu

**Keywords:** *P. thermopropionicum*, *M. conradii*, syntrophy, propionate, formate, interspecies electron transfer, RNA-Seq

## Abstract

Microbial syntrophy is a thermodynamically-based cooperation between microbial partners that share the small amounts of free energy for anaerobic growth. To gain insights into the mechanism by which syntrophic microorganisms coordinate their metabolism, we constructed cocultures of propionate-oxidizing *Pelotomaculum thermopropionicum* and hydrogenotrophic *Methanocella conradii* and compared them to monocultures. Transcriptome analysis was performed on these cultures using strand-specific mRNA sequencing (RNA-Seq). The results showed that in coculture both *P. thermopropionicum* and *M. conradii* significantly upregulated the expression of genes involved in catabolism but downregulated those for anabolic biosynthesis. Specifically, genes coding for the methylmalonyl-CoA pathway in *P. thermopropionicum* and key genes for methanogenesis in *M. conradii* were substantially upregulated in coculture compared to monoculture. The putative flavin-based electron bifurcation/confurcation systems in both organisms were also upregulated in coculture. Formate dehydrogenase encoding genes in both organisms were markedly upregulated, indicating that formate was produced and utilized by *P. thermopropionicum* and *M. conradii*, respectively. The inhibition of syntrophic activity by formate and 2-bromoethanesulphonate (2-BES) but not H_2_/CO_2_ also suggested that formate production was used by *P. thermopropionicum* for the recycling of intracellular redox mediators. Finally, flagellum-induced signal transduction and amino acids exchange was upregulated for syntrophic interactions. Together, our study suggests that syntrophic organisms employ multiple strategies including global metabolic shift, utilization of electron bifurcation/confurcation and employing formate as an alternate electron carrier to optimize their metabolisms for syntrophic growth.

## Introduction

In anoxic habitats, microbial consortia, of which each member has a specific metabolic function, perform the degradation of complex organic matter to carbon dioxide (CO_2_) and methane (CH_4_) (Schink, 1997; Conrad, 1999). Syntrophic oxidation of key intermediates (e.g., propionate and butyrate) requires tightly coupled, mutualistic interactions between fermentative bacteria and methanogenic archaea (Schink and Stams, 2006; McInerney et al., 2008, 2009). How syntrophic consortia conserve energy from reactions that operate close to the thermodynamic equilibrium and which molecular mechanisms are involved in the establishment and maintenance of syntrophic interactions still are open questions (Sieber et al., 2012).

Propionate is next to acetate as an important intermediate during methanogenic degradation of organic matter in anoxic habitats (Rothfuss and Conrad, 1993; Glissmann and Conrad, 2000; McInerney et al., 2009). Two types of syntrophic bacteria are found to oxidize propionate in association with methanogens. The first type utilizes the methylmalonyl-CoA (MMC) pathway in which three pairs of electrons from propionate oxidation are released in the form of hydrogen (H_2_) and/or formate. Organisms of this type include *Syntrophobacter* spp. and *Pelotomaculum* spp. (McInerney et al., 2008; Müller et al., 2010). The second type oxidizes propionate through a dismutating pathway in which two propionate molecules are first jointed to form a C_6_ compound which is then dismutated to acetate and butyrate before being degraded via beta oxidation. The main organisms of this type include *Smithella* spp. (de Bok et al., 2001).

*Pelotomaculum* spp. are widespread in bioreactors (Imachi et al., 2002; Nobu et al., 2015) and in natural environments like rice field soils (Lueders et al., 2004; Gan et al., 2012) where they cooperate with methanogens to oxidize propionate and other organic compounds. *Pelotomaculum thermopropionicum* has been used as a model organism for studies of the physiology and ecology of propionate-oxidizing syntrophs (Ishii et al., 2005, 2006; Kato et al., 2009). The genome of *P. thermopropionicum* reveals that several peripheral pathways are associated with the central MMC pathway, indicating that these organisms can have a broad substrate specificity (Imachi et al., 2002; Kosaka et al., 2006, 2008). Genes coding for most of the MMC pathway form a large gene cluster (the *mmc* cluster), which may facilitate its coordinate expression and hence save transcription costs (Kosaka et al., 2006, 2008). The genome encodes four hydrogenases and two formate dehydrogenases, some of which are considered to be capable of mediating electron confurcation (Kosaka et al., 2008; Kato et al., 2009; Sieber et al., 2010). In addition, the genome encodes a large number of signal-transduction mechanisms (Kosaka et al., 2008). Transcriptomic analysis revealed that *P. thermopropionicum* has complex regulatory mechanisms for gene expression and for metabolism in response to substrate addition and coculture conditions (Kato et al., 2009). There is also evidence that *P. thermopropionicum* may be capable of flagellum-mediated communication with the methanogen partners (Shimoyama et al., 2009).

Different methanogens have been used for studies on syntrophic metabolism (Kato et al., 2009; Enoki et al., 2011; Worm et al., 2011b; Walker et al., 2012; Sieber et al., 2015). *Methanocella* spp. (order *Methanocellales*), of which so far three strains were isolated, were all obtained from paddy field soil (Sakai et al., 2008, 2010; Lü and Lu, 2012). However, environmental surveys indicate that *Methanocellales* are widespread in nature including not only paddy field soil but also peat bogs, river and lake sediment, and even upland and desert soils (Conrad et al., 2006; Angel et al., 2011, 2012; Aschenbach et al., 2013). *Methanocella* spp. are hydrogenotrophic and well-adapted to low H_2_ concentrations (Lu et al., 2005; Sakai et al., 2009). Consequently, they are often detected in association with secondary fermenters for syntrophic oxidation of fatty acids (e.g., propionate) occurring as intermediates of the anaerobic degradation of organic matter in paddy field soil (Lueders et al., 2004; Liu and Conrad, 2010; Liu P. et al., 2011; Rui et al., 2011; Gan et al., 2012). The genome analysis of *Methanocella* spp. has reconstructed their core metabolism and predicted certain novel features, including a set of genes potentially involved in utilizing low concentrations of H_2_ (Lyu and Lu, 2015). A novel hydrogenase, tentatively named as disulfide-reducing hydrogenase (Drh), was discovered that is phylogenetically more closely related to Coo hydrogenase (carbon monoxide-induced hydrogenase) of bacterial sulfate reducers than to any canonical hydrogenase of archaeal methanogens (Lyu and Lu, 2015). We have previously constructed syntrophic cocultures using *Methanocella conradii* in combination with either *Syntrophomonas wolfei* or *P. thermopropionicum* (Liu et al., 2014), which revealed that *M.conradii* in coculture tended to upregulate the expression of genes coding for methanogenesis pathway but downregulate the genes coding for anabolic biosynthesis. However, only a few functional genes were examined and moreover the response of the bacterial partners was not evaluated. Therefore, a holistic understanding on how syntrophic organisms coordinate their metabolism under energy-limiting conditions is still lacking.

Both hydrogen and formate transfer are important interspecies electron transfer mechanisms (de Bok et al., 2004; Sieber et al., 2012; Schink et al., 2017; Sedano-Núñez et al., 2018). It has been reported that formate is temporarily produced by *P. thermopropionicum* when it grows on ethanol under syntrophic association with a hydrogenotrophic methanogen (Kosaka et al., 2008). However, it is still unclear whether *P. thermopropionicum* also produces formate when growing on propionate. Although this possibility has been suggested to be unlikely (Imachi et al., 2002), a significant upregulation of formate dehydrogenases was observed in *P. thermopropionicum* when grown in propionate degrading coculture (Kato et al., 2009). *M. conradii* cannot use formate as sole substrate for growth and methane production (Lü and Lu, 2012). However, we previously showed that *M. conradii* can use formate for methane production if H_2_ is supplied in addition. Furthermore, formate dehydrogenase was upregulated in syntrophic cocultures with propionate- or butyrate- degrading syntrophs, indicating that *M. conradii* is able to perform formate-dependent methanogenesis (Liu et al., 2014). However, since such upregulation may be merely a response to H_2_ limitation (Nölling and Reeve, 1997; Wood et al., 2003; Hendrickson et al., 2007), the importance of formate as electron shuttle between *P. thermopropionicum* and *M. conradii* is still not clear.

In the present study, high throughput sequencing of transcriptomes (RNA-Seq) was used to study the global gene expression in a coculture of *P. thermopropionicum* and *M. conradii*. RNA-Seq is believed to offer a greater dynamic range with less background noise and reveal sequence identity directly (Giannoukos et al., 2012; McGettigan, 2013; Hrdlickova et al., 2017). The strand-specific RNA-Seq in particular resolves the correct expression levels of coding or non-coding over-lapping transcripts and provides accurate quantification of gene expression (Levin et al., 2010). We hypothesized that interactions during syntrophic growth will trigger global transcriptional responses in both *P. thermopropionicum* and *M. conradii*. A further aspect was the role of formate in interspecies electron transfer.

## Materials and methods

### Cultivation and cell collection

*P. thermopropionicum* strain SI^T^ (DSM 13744) monoculture (abbreviated as PM) was grown in basal medium with 20 mM pyruvate as substrate under N_2_/CO_2_ (80/20, v/v) at 170 kPa (Imachi et al., 2002; Liu et al., 2014). *M. conradii* strain HZ254^T^ (DSM 24964) was grown in monoculture (abbreviated as MM) under H_2_/CO_2_ (80/20, v/v) at 170 kPa or in coculture (abbreviated as PMC) with *P. thermopropionicum* by using 20 mM propionate as substrate under N_2_/CO_2_ (80/20, v/v) at 170 kPa, as previously described (Lü and Lu, 2012; Liu et al., 2014). All the components of the basal medium were the same for all cultures except for the substrates. To obtain adequate amounts of RNA for sequencing, the culture volume was 100 ml in 550-ml bottle for PM, 500 ml in 2.3-L bottle for MM, and 500 ml in 1.1-L bottle for PMC. Cultivation was carried out at 55°C in the dark without agitation. The growth of PM was monitored by measuring optical density at 578 nm (OD578) and those of MM and PMC were monitored by analysis of CH_4_ production in the headspace as previously described (Liu et al., 2014). All cultures were harvested for transcriptomic analysis at the mid- to late exponential growth phases (Figure S1). Cell suspensions were centrifuged at 23,000 g at 4°C for 20 min (Avanti J-26XP, Beckman Coulter, USA), supernatants were discarded and 1.8 ml RNAlater (Ambion, USA) was added to the pellets immediately, which were then incubated at 4°C overnight. Cells were recollected by centrifuging at 20,000 g at 4°C for 60 min. Supernatants were discarded carefully and the pellets were stored immediately at −80°C until RNA extraction.

In order to test the effects of 2-BES, H_2_/CO_2_ and formate on PMC, 100 ml cultures in 250-ml bottle were used. 2-BES served as a specific methanogenic inhibitor (Liu H. et al., 2011). Other culture conditions were the same as described above. Consumption of propionate, H_2_, and formate, and the production of CH_4_ and acetate were monitored by GC or HPLC as previously described (Liu et al., 2014). Five mM 2-BES, 20 mM formate and/or H_2_/CO_2_ (80/20, v/v, 170 kPa) were added after the initiation of propionate degradation. The headspace of the bottles treated with 20 mM formate were re-flushed with N_2_/CO_2_ (80/20, v/v) at 170 kPa.

### Total RNA extraction and mRNA enrichment

Total RNA was extracted using AllPrep DNA/RNA Mini Kit (Qiagen, Germany) according to the manufacturer's instruction. Lysis buffer RLT plus was supplemented with 2% (v/v) 2 M Dithiothreitol (DTT) (Sangon Biotech, China). Lysis buffer RLT plus (600 μl) was added to each cell pellet. Cell pellets of PM and PMC were homogenized for 120 s (5.0 m/s, 3 × 40 s with 2 min intervals on ice) in a FastPrep-24 (MP Biomedicals, USA) with 0.5 g RNase free beating beads (0.1 mm, Sigma, USA). Cell pellets of MM were homogenized at 5.0 m/s for 20 s without beating beads. Residue DNA digestion, verification of absence of DNA, and RNA purification were carried out as previously described (Liu et al., 2014). RNA was finally dissolved in 75 μl RNase free H_2_O. RNA integrity values (RIN) were determined by an Agilent 2100 Bioanalyzer (Agilent Technologies, USA) according to the manufacturer's instruction (Figure S2). Aliquots of total RNA were kept for quantitative real-time PCR (qRT-PCR), and the remainder (≥10 μg) was sent to Beijing Genomics Institute (BGI) (http://www.genomics.cn, China) on dry ice for mRNA enrichment by using the Ribo-Zero™ Magnetic Kit for Bacteria (Epicenter, USA).

### Strand-specific library construction, illumina sequencing, and data analysis

RNA fragmentation, strand-specific cDNA synthesis (Parkhomchuk et al., 2009), library preparation, sequencing (2 × 90 paired-end reads on an Illumina HiSeq 2000 sequencer) and base calling were performed by BGI according to their in-house procedures (Liu L. et al., 2011). Four biological replicates were sequenced for PM, MM and PMC, respectively, yielding ≥ 25 million clean paired-end reads per replicate (Table S1). Reads were mapped to reference genomes using the function BWA-MEM of bwa program version 0.7.5a-r405 (Li and Durbin, 2009) with parameters: -t 4. Uniquely mapped reads were filtered by using samtools-0.1.19 (Li et al., 2009), with parameters: -f 0 × 2, -q 30, -F 0 × 100, NM ≤ 5. On average, 0.10, 6.74, and 4.98% of the total reads were mapped to rRNAs for PM, MM and PMC, respectively. These rRNA reads were excluded for further analysis (Table S1). To exclude reads that may map ambiguously (that is, to either genome), we did a cross reference mapping by using the parameter described above (Figure S3). Mapping of reads from PM and MM to the opposite genome showed only 0.62–1.42% and ~0.1% of the total reads from PM and MM, respectively (Table S1). These reads were filtered out (masked from downstream analysis). Unmapped reads from PM and MM were mapped to the genome of *P. thermopropionicum* (dataset PMp) and *M. conradii* (dataset MMm), respectively. For PMC, reads were mapped to the genome of either *M. conradii* or *P. thermopropionicum*. Reads unmapped to *M. conradii* were mapped to the genome *P. thermopropionicum* (dataset PMCp) and reads unmapped to the genome of *P. thermopropionicum* were mapped to the genome of *M. conradii* (dataset PMCm), respectively. Library strand specificity was checked by using RSeQC (Wang et al., 2012) (Table S2). Unique mapped reads were analyzed and assigned to individual CDS (coding DNA sequence) by HTSeq (Anders et al., 2015) according to the genome annotation provided by GenBank (*P. thermopropionicum*: NC_009454 and *M. conradii*: NC_017034). Following parameters set for HTSeq were: -m union, –nonunique = none, -t gene, -i locus_tag, -s reverse (strand specificity libraries, according to the results of RSeQC).

DESeq2 package (version 1.6.2) in R (R Core Team, 2016) was then used to assess differential expression across the transcriptome (Love et al., 2014). The function DESeq was called with design formula “~condition,” in which monoculture conditions of either *M. conradii* or *P. thermopropionicum* were used as control groups and the coculture were used as treatment groups. DESeq2 performs a hypothesis test on each gene to see whether evidence is sufficient to decide against the *null hypothesis* that there is no effects of the coculture on the gene expression and that the observed difference between coculture and monoculture was merely caused by experimental variability. Only absolute log_2_-fold change values (L2fc) ≥ 1.0 with false discovery rate (FDR) < 0.05 in transcription were considered significant. Principal components analysis (PCA) was performed using the function “prcomp” in R using the variance stabilizing transformed data from DESeq2. “Fragments Per Kilobase of CDS (or exon) per Million reads” (FPKM) was calculated according to the below formula (Trapnell et al., 2010):

FPKM = Raw counts × 10^9^/(length of that CDS × total number of mapped reads).

The pearson correlation coefficients based on log_2_ FPKM value of each CDS were calculated, which showed that biological replicates within each group were reproducible (Table S3). Furthermore, we calculated the log_2_ value of mean FPKM (L2mFPKM) for each dataset, with the median of 6.9, 6.8, 6.7, and 6.3 for PMp, PMCp, MMm, and PMCm, respectively. 

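Between the monoculture libraries of *P. thermopropionicum*, Pearson correlations of log2(CPM + 1) across coding genes were 0.992 to 0.999, and between its coculture libraries, which hold fewer of its counts, 0.971 to 0.984. For *M. conradii* they were 0.993 to 0.997 in monoculture and 0.988 to 0.996 in coculture, with 4 libraries per group in both organisms. These correlations run across genes of a library, and genes are not independent replicates, so no p is given.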

The median was used as an indication of expression activity (Shrestha et al., 2013).

### qRT-PCR verification of transcriptomic data

To verify the differential expression level detected by sequencing, qRT-PCR was performed for 6 differential expressed genes of *P. thermopropionicum* and *M. conradii*, respectively. Primers targeting the selected genes were designed by using Primer Premier 6 (Premier, Canada) and synthesized by Life Technologies (Shanghai, China) (Table S4). cDNA synthesis was carried out as previously described (Liu et al., 2014). qRT-PCR and data analysis was performed with the 7500 real-time PCR system (Applied Biosystems, USA) (Liu et al., 2014). The expression levels of 16S rRNA gene and DNA-directed RNA polymerase beta subunit encoding gene (*rpoC*) of *P. thermopropionicum* and 16S rRNA gene and DNA-directed RNA polymerase A subunit encoding gene (*rpoA1*) of *M. conradii* were chosen as the references, respectively.

### Retrieval of microbial signal transduction system (STS) related genes

Genes related to signal transduction in *P. thermopropionicum* and *M. conradii* were retrieved from the microbial signal transduction database (MiST 2.2, http://mistdb.com/) (Ulrich and Zhulin, 2010).

### Nucleotide sequence accession number

The sequence reads determined in this study have been submitted to the GEO databases under accession number GSE103596.

## Results

### Overview of RNA-seq transcriptomes

In monoculture, *P. thermopropionicum* on pyruvate and *M. conradii* on H_2_/CO_2_ grew with generation times of 6–7 and 7–8 h, respectively. In syntrophic coculture on propionate, generation times were in a range of 36–40 h (Figure S1). These generation times were consistent with those obtained in previous studies (Imachi et al., 2002; Lü and Lu, 2012; Liu et al., 2014).

Of all the sequenced RNA-Seq reads, 75.6 and 78.0% were mapped to coding DNA sequences (CDSs) of the corresponding genomes of all reads from PM and MM, respectively. 

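RNA of *P. thermopropionicum* grown alone on pyruvate, of *M. conradii* grown alone on H_2_/CO_2_ and of the syntrophic coculture of both on propionate was sequenced, with 4 biological replicates each. The authors removed rRNA, sequenced strand-specific paired-end libraries, mapped the reads with BWA-MEM, left out reads of the opposite genome and counted the rest per gene and strand with HTSeq. The deposited values are these counts, in a table for each organism, so that each coculture library appears in both tables. Coding genes of *P. thermopropionicum* held 9780662 to 10566342 counts per monoculture library (median 9940968) and 963634 to 1713226 counts per coculture library (median 1142310). Coding genes of *M. conradii* held 9793643 to 10528755 counts per monoculture library (median 10266913) and 8007403 to 9546374 counts per coculture library (median 9148851). The *P. thermopropionicum* transcriptome was therefore read at a lower depth in coculture. Table S1 of the paper also shows this in the reads uniquely mapped to its coding sequences, while the clean reads given there were counted before mapping. The smallest deposited value was 1 in each library, and the mean FPKM of the supplementary datasets fitted the counts less 1, so 1 had been added to every count. Levels are given as CPM, counts scaled to library size with TMM factors, as mean ± SD over 4 libraries per group, and changes are coculture over monoculture from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The tests took the counts as deposited, each organism in its own table, and "higher" and "lower" mean an adjusted p under 0.05 and a log2 fold change of at least 1 either way.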

Of the reads from PMC, 9.3 and 68.4% were mapped to *P. thermopropionicum* and *M. conradii* CDSs, respectively (Table S1). The remaining reads were mapped to genome regions without annotation or with reverse complemented directions (antisense) to CDSs (data not shown).

Of all the 2920 CDSs of *P. thermopropionicum* and 2455 CDSs of *M. conradii*, 676 (23%) and 363 (15%) were significantly upregulated and 374 (13%) and 361 (15%) were significantly downregulated in the coculture compared to the respective monocultures (Figures 1A,B and Supplementary Datasets Pt1, Mc1). 

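In *P. thermopropionicum*, 599 genes were higher in coculture and 332 were lower, of 2657 tested (22.5 and 12.5%). In *M. conradii*, 369 genes were higher and 379 were lower, of 2384 tested (15.5 and 15.9%). PTH_2790 took most counts of *P. thermopropionicum* in both cultures, with 7.68 ± 0.160% in monoculture and 8.47 ± 0.657% in coculture (SD, n = 4). Of the other abundant genes, *eutG* (PTH_0488), an alcohol dehydrogenase, fell from 1.53 ± 0.143% of the counts in monoculture to 0.0127 ± 0.0168% in coculture, where its level was highest in replicate 2. *mmcM* (PTH_1369) of the propionate pathway rose from 0.395 ± 0.0480% to 2.30 ± 0.193% (SD, n = 4). In *M. conradii*, *mcrA* (Mtc_0908), the alpha subunit of methyl-CoM reductase, took 3.92 ± 0.472% of the counts in monoculture and 7.50 ± 0.172% in coculture (SD, n = 4). The 4 coculture libraries did not overlap with the 4 monoculture libraries in CPM in 1735 of the 2657 *P. thermopropionicum* genes tested (65.3%) and in 1640 of the 2384 *M. conradii* genes tested (68.8%), where chance gives 2.86% of genes. The 1 added to every count weighs more in CPM in the shallower coculture libraries of *P. thermopropionicum*. Its genes of low count can therefore separate without a change. Scaling of the *M. conradii* libraries by total counts alone moved the median log2 fold change of all its genes by -0.45 and gave 195 higher and 707 lower genes, and upper-quartile scaling moved that of *P. thermopropionicum* by 0.23 and gave 716 higher and 208 lower genes.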

Principal component analysis (PCA) analysis showed that the gene expression profiles were distinct between monoculture and coculture conditions (Figures 1C,D). 

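The 4 monoculture libraries and the 4 coculture libraries lay apart on the first principal component of the variance-stabilized counts, which held 88.7% of the variance in *P. thermopropionicum* and 87.1% in *M. conradii*. The second component held 3.88 and 4.51%, respectively. From this ordination the paper states that the expression profiles of the cultures were distinct, and it concludes in its discussion that global metabolic responses occurred in both organisms.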

Differential expression of selected genes determined by qRT-PCR correlated well with that by RNA-Seq (Pearson *r* > 0.99) and had a slope that approached one (Figure S4).

**Figure 1:**
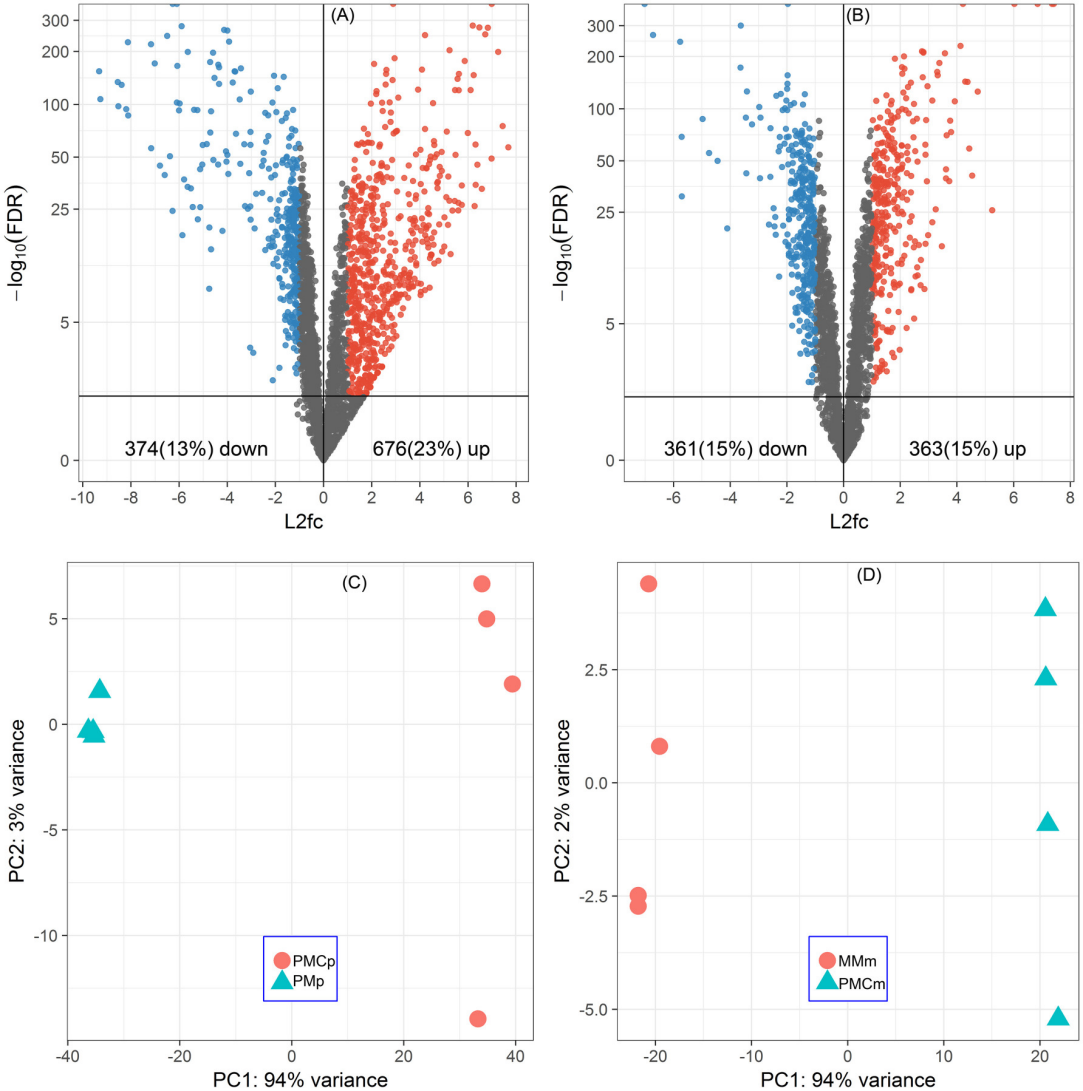
Global responses of *P. thermopropionicum* and *M. conradii* to syntrophic coculture conditions. Volcano plots of differential transcription levels of *P. thermopropionicum* **(A)** and *M. conradii* **(B)** in coculture. Genes with absolute log_2_-fold change value (L2fc) ≥ 1 and false discovery rate (FDR) < 0.05 are considered as significantly regulated (red for up and blue for down). Results of principal component analysis (PCA) based on all DESeq2 variance transformed transcripts abundance data of *P. thermopropionicum* **(C)** and *M. conradii* **(D)**. PMp, dataset of *P. thermopropionicum* monoculture; PMCp, dataset of syntrophic coculture mapped to *P. thermopropionicum* genome; MMm, dataset of *M. conradii* monoculture; and PMCm, dataset of syntrophic coculture mapped to *M. conradii* genome.

In order to evaluate global transcriptional responses of *P. thermopropionicum* and *M. conradii* to syntrophic growth, the numbers of differentially expressed genes were summarized as functional categories according to the clusters of orthologous groups of proteins (COGs) database (Tatusov et al., 2003) (Table 1). 

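Glycosyltransferases, which build cell walls and envelope sugars, can be counted from gene products in the readable part of the supplementary datasets of all genes, which holds 1997 of 2920 *P. thermopropionicum* genes and 1997 of 2455 *M. conradii* genes. Of 19 glycosyltransferase genes of *P. thermopropionicum*, 11 were higher in coculture, 1 was lower and 7 did not pass both thresholds (11 higher and 1 lower when adjusted over the list alone), with log2 fold changes from -1.95 (PTH_0617) to 3.40 (PTH_1104). In *M. conradii*, 5 of 37 were higher, 4 were lower and 28 did not pass (the same numbers, 5 and 4, when adjusted over the list alone), from -1.43 (Mtc_1453) to 2.44 (Mtc_1461). With total-count scaling, 4 of the *M. conradii* genes were higher and 11 lower.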

For both *P. thermopropionicum* and *M. conradii*, the upregulated genes in coculture were mainly distributed in “Energy production and conversion (C),” “Cell wall/membrane/envelope biogenesis (M),” “Carbohydrate transport and metabolism (G),” and “Signal transduction mechanisms (T).” The genes downregulated in coculture were mainly categorized into “Amino acid transport and metabolism (E)” and “Translation, ribosomal structure, and biogenesis (J)” (Table 1). In addition, a relatively large number of *P. thermopropionicum* genes belonging to “Replication, recombination, and repair (L),” “Lipid transport and metabolism (I),” and “Cell motility (N)” were upregulated in coculture.

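Ribosomal protein genes were lower in coculture in both organisms, and more of them passed the test in *M. conradii*. They took 5.13 ± 0.832% of the *M. conradii* counts in monoculture and 1.38 ± 0.0651% in coculture, and 2.90 ± 0.441% and 1.48 ± 0.252% of the *P. thermopropionicum* counts (SD, n = 4; exact two-sided permutation test, p = 0.029 in each organism, the smallest that 4 libraries against 4 allow). Of 50 ribosomal protein genes of *M. conradii* in the readable part of the dataset of all genes, 43 were lower, none was higher and 7 did not pass (43 lower when adjusted over the list alone), with a median log2 fold change of -1.39. Of 48 in *P. thermopropionicum*, 13 were lower, 1 was higher and 34 did not pass (13 lower and 1 higher when adjusted over the list alone), with a median of -0.82. Aminoacyl-tRNA synthetases, which load tRNAs with amino acids, were lower in 7 of 21 cases in *P. thermopropionicum* with none higher, and in 6 of 17 in *M. conradii* with 1 higher (7, 0, 6 and 1 when adjusted over the list alone). That single gene, *thrS-3* (Mtc_1596), rose from 19.7 ± 1.51 CPM in monoculture to 3350.1 ± 209.6 CPM in coculture (n = 4), a log2 fold change of 7.41 (standard error 0.11, adjusted p = 6.40e-11). Fewer ribosomal protein genes of *P. thermopropionicum* were lower with upper-quartile scaling (6), and their share of the counts did not overlap between the cultures (at least 2.25% in each monoculture library and at most 1.76% in each coculture library). Of the synthetase genes, 2 were lower in *P. thermopropionicum* with upper-quartile scaling, and 12 in *M. conradii* with total-count scaling.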

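Chemotaxis genes and genes of acyl-CoA metabolism were among the *P. thermopropionicum* genes that rose. The chemoreceptor gene *tar* (PTH_2588) rose from 10.9 ± 0.964 CPM in monoculture to 85.5 ± 23.4 CPM in coculture (n = 4), and it was 1 of 3 higher genes among 5 named for chemotaxis, with none lower. Of 26 genes whose products are named for acyl-CoA, 25 were tested, of which 12 were higher, 2 were lower and 11 did not pass, from -7.20 (PTH_0490, an acyl-CoA synthetase) to 4.77 on the log2 scale. Of 16 transposase and integrase genes, which belong to replication and recombination, 9 had enough counts to be tested and 3 were higher, among them PTH_2391 with a log2 fold change of 2.28 (standard error 0.10, adjusted p = 1.54e-08). The numbers higher and lower were equal when adjusted over the list alone (3 and 0 for chemotaxis, 12 and 2 for acyl-CoA, 3 and 0 for transposases). COG assignments are not among the deposited values, so these lists follow words in the gene products and cover the readable part of the dataset.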

**Table 1:** Distribution of differential expressed genes in clusters of orthologous groups (COGs) categories.

**COG categories**	***P. thermopropionicum***			***M. conradii***		
	**Total**	**Up^a^**	**Down^b^**	**Total**	**Up^a^**	**Down^b^**
**Energy production and conversion (C)^c^**	181	53^c^	33	173	29	15
**Translation, ribosomal structure and biogenesis (J)**	138	3	37^c^	163	5	86
**Amino acid transport and metabolism (E)**	183	30	47	147	14	29
Coenzyme transport and metabolism (H)	122	15	19	133	19	20
Inorganic ion transport and metabolism (P)	86	21	24	113	11	10
Transcription (K)	139	29	20	100	19	25
**Replication, recombination and repair (L)**	181	38	17	97	9	7
**Cell wall/membrane/envelope biogenesis (M)**	145	44	16	90	17	2
**Carbohydrate transport and metabolism (G)**	82	18	9	83	17	9
Posttranslational modification, protein turnover, chaperones (O)	78	17	11	83	8	12
**Signal transduction mechanisms (T)**	135	32	9	66	22	7
Nucleotide transport and metabolism (F)	66	6	10	54	9	7
Intracellular trafficking, secretion, and vesicular transport (U)	63	11	6	42	9	9
Cell cycle control, cell division, chromosome partitioning (D)	35	2	2	31	6	1
Defense mechanisms (V)	38	3	9	31	5	2
**Lipid transport and metabolism (I)**	71	22	5	22	3	9
**Cell motility (N)**	65	13	2	18	5	8
Cytoskeleton (Z)	n.a.	n.a.	n.a.	18	4	0
Secondary metabolites biosynthesis, transport and catabolism (Q)	26	6	3	5	0	2
Chromatin structure and dynamics (B)	3	1	0	3	0	2
RNA processing and modification (A)	n.a.	n.a.	n.a.	2	2	0
General function prediction only (R)	250	46	29	308	47	30
Function unknown (S)	191	38	29	249	35	34

*n.a., not applicable*.

a *log_2_-fold change value (L2fc) ≥ 1 and false discovery rate (FDR) < 0.05*.

b *L2fc ≤ −1 and FDR < 0.05*.

c *COG categories mentioned in the main text are shown in bold and red and blue colors depict that corresponding categories are featured by certain number of up or down regulated genes*.

### Metabolic shifts in *P. thermopropionicum*

The large *mmc* gene cluster (PTH_1356-1369) in *P. thermopropionicum* consists of coding genes for propionyl-CoA: oxaloacetate transcarboxylase (Pot), methylmalonyl-CoA epimerase (Mce), methylmalonyl-CoA mutase (Mcm), succinyl-CoA synthase (Scs), fumarase (Fht), malate dehydrogenase (Mdh), and pyruvate: ferredoxin oxidoreductase (Por). The *mmc* cluster was upregulated more than 4-fold in coculture (Figure 2 and Supplementary Dataset Pt2). 

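All 14 genes of the *mmc* cluster, which encodes most enzymes from propionyl-CoA to pyruvate, rose in coculture. The summed level of the cluster was 14651 CPM in monoculture and 86868 CPM in coculture. *mmcM* (PTH_1369) rose from 3811 ± 636 CPM in monoculture to 23971 ± 2266 CPM in coculture (SD, n = 4), a log2 fold change of 2.65 (standard error 0.19, adjusted p = 7.60e-07). *mmcE* (PTH_1361), the N-terminal domain of methylmalonyl-CoA mutase, rose from 2579.5 ± 525 CPM in monoculture to 17286 ± 3058 CPM in coculture, a log2 fold change of 2.74 (standard error 0.21). The changes ranged from 2.23 (standard error 0.22, adjusted p = 7.02e-06) in *mmcC* (PTH_1357), a fumarase domain, to 2.75 (standard error 0.19, adjusted p = 6.68e-07) in *mmcF* (PTH_1362), the C-terminal domain of the mutase, with a median of 2.53 and 14 of 14 higher when adjusted over the list alone. Against all other genes, the set test camera gave an adjusted p = 0.356 with an estimated correlation and 6.56e-09 with a preset correlation of 0.01.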

The other three key enzymes of the MMC pathway include acyl CoA: acetate/3-ketoacid CoA transferase (Pct), succinate dehydrogenase (Sdh), and acetyl-CoA synthetase (Acs) (Supplementary Dataset Pt2). 

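Succinate dehydrogenase (Sdh) oxidizes succinate to fumarate, and the genome holds Sdh I (PTH_1016 to PTH_1018) and Sdh II (PTH_1490 to PTH_1492). All 3 genes of Sdh I rose in coculture: *sdhA* (PTH_1017) rose from 3133 ± 798 CPM in monoculture to 14161 ± 1672 CPM in coculture (SD, n = 4), a log2 fold change of 2.18 (standard error 0.21, adjusted p = 5.90e-06). Its *sdhC* (PTH_1016) rose from 509 ± 110.1 CPM in monoculture to 2213 ± 442 CPM in coculture and its *sdhB* (PTH_1018) from 1092 ± 281 CPM in monoculture to 4906 ± 386 CPM in coculture. None of the 3 genes of Sdh II passed both thresholds: its *sdhA* (PTH_1491) had 269 ± 17.5 CPM in monoculture and 333 ± 32.4 CPM in coculture, a log2 fold change of 0.31 (standard error 0.10, adjusted p = 0.0149). Summed over genes, Sdh I went from 4734 to 21281 CPM, and Sdh II had 441 CPM in monoculture and 549 CPM in coculture (3 and 0 genes higher when adjusted over the list alone).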

The genes coding for one Sdh (Sdh I) were upregulated similarly as the *mmc* cluster, while the expression of the second Sdh (Sdh II) was one order of magnitude lower and did not show much response. 

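The CoA transferase genes PTH_2042 to PTH_2045 (*atoA* and *atoD*), which activate propionate to propionyl-CoA, and the acetyl-CoA synthetase gene *acs* (PTH_2131) rose steeply in coculture. PTH_2044 rose from 296 ± 47.3 CPM in monoculture to 5887 ± 366 CPM in coculture (SD, n = 4), a log2 fold change of 4.31 (standard error 0.16, adjusted p = 4.83e-09), and PTH_2045 rose from 275 ± 56.2 CPM in monoculture to 5039 ± 404 CPM in coculture. Their neighbours PTH_2042 and PTH_2043 stayed at lower levels, with 293 ± 119 and 223 ± 67.3 CPM in coculture, and log2 fold changes of 4.77 (standard error 0.27) and 4.36. *acs* rose from 31.8 ± 2.93 CPM in monoculture to 5644 ± 1814 CPM in coculture (n = 4), a log2 fold change of 7.47 (standard error 0.30, adjusted p = 8.65e-09). Of 11 transferase genes in the supplementary sheet, drawn up by the study, 10 were tested and 7 were higher, with none lower (7 when adjusted over the list alone), and the set test camera gave an adjusted p = 0.115 with an estimated correlation. The weakest of the 7, PTH_0268 with a log2 fold change of 1.06, did not pass without coculture replicate 1 (0.84) or 2 (0.89) or with total-count scaling (0.95), and with 1 subtracted from every count 5 of the transferase genes were higher.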

The coding genes for the two Pct (PTH_2042-2043 and PTH_2044-2045) were upregulated more than 16-fold (L2fc > 4) and the Acs coding gene (PTH_2131) was upregulated to a greater extent (L2fc > 7). For the conversion of pyruvate to acetyl-CoA, the gene coding for pyruvate formate lyase (Pfl) was also upregulated, but the total transcript abundance was much lower than Por coding genes within the *mmc* cluster. 

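The gene of pyruvate formate lyase (PTH_2436), which splits pyruvate into acetyl-CoA and formate, rose from 10.8 ± 0.813 CPM in monoculture to 32.1 ± 10.8 CPM in coculture (SD, n = 4). This is a log2 fold change of 1.55 (standard error 0.22, adjusted p = 9.24e-05). Its level in coculture lay far below that of the *mmc* cluster.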

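Oxaloacetate decarboxylase and malic enzyme offer other ways from oxaloacetate or malate to pyruvate. The decarboxylase gene PTH_1190 had 22.0 ± 3.32 CPM in monoculture and 28.2 ± 6.60 CPM in coculture (SD, n = 4), a log2 fold change of 0.37 (standard error 0.20, adjusted p = 0.114). The other decarboxylase gene, *pycA* (PTH_1189), had too few counts to be tested, with 48 reads in the 4 monoculture libraries and 4 in the 4 coculture libraries after the added 1 was taken off. The malic enzyme gene *sfcA* (PTH_2899) fell from 247 ± 16.0 CPM in monoculture to 35.2 ± 15.3 CPM in coculture (n = 4), a log2 fold change of -2.77 (standard error 0.24, adjusted p = 2.96e-06).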

Other enzymes related to propionate oxidation, like oxaloacetate decarboxylase (Odc) showed low abundances and the gene coding for malic enzyme (Sfc) was downregulated (Figure 2 and Supplementary Dataset Pt2).

**Figure 2:**
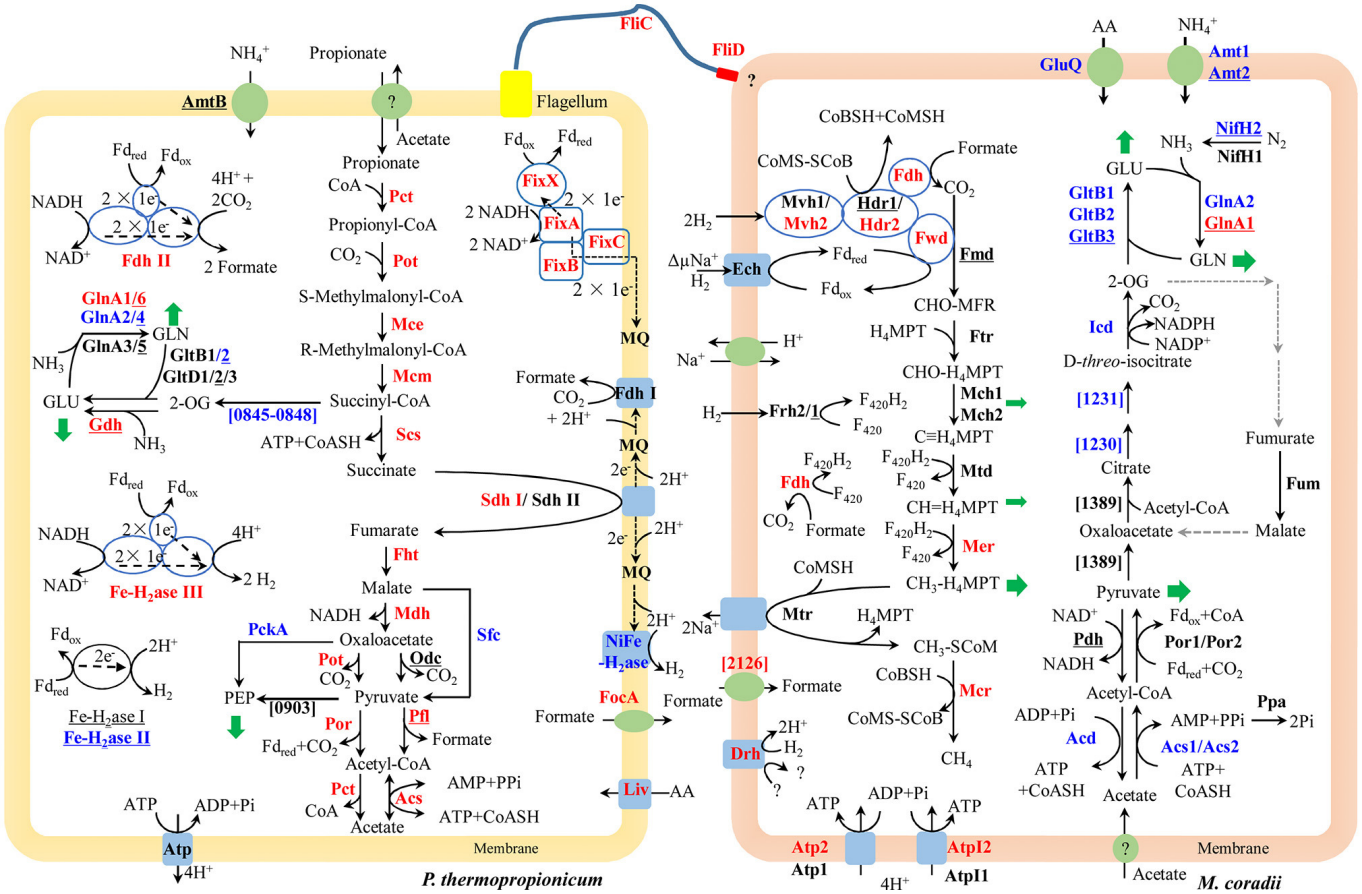
Conceptual metabolism scheme of *P. thermopropionicum* and *M. conradii* syntrophic coculture, highlighting the central energy conservation and early steps of biosynthesis pathways for both organisms. Enzymes catalyzing each step are shown in bold. Prefix omitted locus tags are shown for steps without a specific enzyme abbreviation. Significant changes (See Supplementary Dataset for details) in transcripts abundance during syntrophic growth are shown by red (up) and blue (down) coloration. Black coloration indicates statistically insignificant change. Monoculture of *P. thermopropionicum* and *M. conradii* served as control growth conditions. Enzymes encoded by genes with transcripts abundance lower than the median (as specified in the Materials and Methods section) of both monoculture and coculture conditions are underscored. Mvh2 and Hdr2 of *M. conradii* are also shown in red since coding genes for them and Fwd are in the same gene cluster (See Figure S9). Green arrows indicate intermediates for biosynthesis. Black and gray dash arrows indicate electron transfer and missing steps in the genome, respectively. Putative bifurcation and confurcation mediating complexes are shown in blue cycles. Abbreviation of enzyme names of *P. thermopropionicum* shown in the scheme: Pot, propionyl-CoA: oxaloacetate transcarboxylase; Mce, methylmalonyl-CoA epimerase; Mcm, methylmalonyl-CoA mutase; Scs, succinyl-CoA synthase; Fht, fumarase; Mdh, malate dehydrogenase; Por, pyruvate: ferredoxin oxidoreductase. Coding genes for above enzymes are assembled in the *mmc* gene cluster (PTH_1356-1369). Pct, acyl CoA: acetate/3-ketoacid CoA transferase; Sdh, succinate dehydrogenase (I & II); Acs, acetyl-CoA synthetases/AMP-(fatty) acid ligases; Odc, oxaloacetate decarboxylase; Pfl, pyruvate formate lyase; Fe-H_2_ase, Fe-hydrogenase (I, II & III,); NiFe-H_2_ase, NiFe-hydrogenase; Fdh, formate dehydrogenase (I & II); Fix complex, containing two subunits of the electron transfer flavoprotein (FixA and FixB), one ferredoxin-like protein (FixX), and one membrane-bound ETF-menaquinone oxidoreductase (FixC); AmtB, ammonia permease; GlnA, glutamine synthetase; Liv, ABC-type branched-chain amino acid transport systems. FliC, flagellin; FliD, flagellar capping protein; FocA, formate/nitrite family of transporters; Atp, F_0_F_1_-type ATP synthase; PckA, phosphoenolpyruvate carboxykinase; PTH_0903, phosphoenolpyruvate synthase/pyruvate phosphate dikinase; PTH_0845-0848, pyruvate: ferredoxin oxidoreductase and related 2-oxoacid: ferredoxin oxidoreductases (PTH_0056-0059, PTH_1204-1207, PTH_2845 are also genes related to this function, which are not shown for their low abundances and for simplicity, see Supplementary Dataset Pt1 for more details). Enzymes catalyzing each step in *M. conradii* include the following: Ech, energy-converting hydrogenase; Frh, F_420_-reducing hydrogenase; Mvh, F_420_-non-reducing hydrogenase (1 & 2); Fdh, F_420_-reducing formate dehydrogenase; Fwd, CHO-MFR dehydrogenase (Tungsten containing); Fmd, CHO-MFR dehydrogenase (Molybdate containing); Ftr, CHO-MFR: H_4_MPT formyltransferase; Mch, methenyl-H_4_MPT cyclohydrolase (1 & 2); Mtd, methylene-H_4_MPT dehydrogenase; Mer, methylene-H_4_MPT reductase; Mtr, methyl-H_4_MPT: CoM methyltransferase; Mcr, methyl-CoM reductase; Hdr, CoM-S-S-CoB heterodisulfide reductase (1 & 2); ΔμNa^+^, electrochemical sodium ion potential; Drh, putative disulfide reducing hydrogenase complex; Atp, A-type ATP synthase (1 & 2); AtpI, V-type ATP synthase (1 & 2); Acs, acetyl-CoA synthetases/AMP-(fatty) acid ligase (1 & 2); Acd, acetyl-CoA synthetase; Ppa, membrane-bound H^+^-translocating inorganic pyrophosphatase; Por, pyruvate: ferredoxin oxidoreductase (1 & 2); Pdh, pyruvate dehydrogenase; Mtc_1230 and Mtc_1231, putative aconitase subunit (2 & 1); Icd, Isocitrate dehydrogenase; Fum, Fumarate hydratase; Mtc_1389, Citrate synthase; Gln, Glutamine synthetase (1 & 2); GltB, NADPH dependent glutamate synthase (1, 2 & 3); GluQ, ABC-type polar amino acid transport system; Nif, Nitrogenase (1 & 2); Amt, ammonium transporter (1 & 2) (see Supplementary Dataset Mc1 for more details). Abbreviation of chemical compounds: F_420_, coenzyme F_420_ (F_420_H_2_, reduced F_420_); H_4_MPT, tetrahydromethanopterin; MFR, methanofuran; Fd_red_/Fd_ox_, reduced or oxidized ferredoxin; 2-OG, 2-Oxoglutrate; GLU, glutamate; GLN, glutamine; AA, amino acid; MQ, Menaquinone; here was used to simplify the Menaquinone cycle.

*P*. *thermopropionicum* contains four hydrogenases, i.e., one membrane bound NiFe hydrogenase (NiFe-H_2_ase), one membrane-bound Fe-hydrogenase (Fe-H_2_ase I) and two cytoplasmic Fe-only hydrogenases (Fe-H_2_ases II and III); and two formate dehydrogenases, i.e., a membrane bound formate dehydrogenases (Fdh I) and a cytoplasmic one (Fdh II) (Kosaka et al., 2008). The genes coding for Fe-H_2_ase III (PTH_2010-2012) and Fdh II (PTH_2645-2649) were significantly upregulated (L2fc > 1.2 for Fe-H_2_ase III and L2fc > 4.2 for Fdh II, respectively) (Figure 2, Table 2, and Supplementary Dataset Pt2). 

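The 3 genes of Fe-H_2_ase III and the 5 genes of Fdh II rose in coculture, and those of Fdh II rose by more. The paper proposes that these enzymes could make H_2_ and formate, respectively. PTH_2010 of Fe-H_2_ase III rose from 7026 ± 908 CPM in monoculture to 20994 ± 2561 CPM in coculture (SD, n = 4), a log2 fold change of 1.58 (standard error 0.18, adjusted p = 2.16e-05), PTH_2011 changed by 1.28 (standard error 0.18) and PTH_2012 by 1.77 (standard error 0.17). PTH_2645 of Fdh II rose from 223 ± 6.53 CPM in monoculture to 4959.6 ± 2768 CPM in coculture (n = 4), a log2 fold change of 4.47 (standard error 0.34, adjusted p = 1.13e-06), and PTH_2649 rose from 25.3 ± 0.875 CPM in monoculture to 774 ± 431 CPM in coculture, a log2 fold change of 4.93 (standard error 0.33, adjusted p = 5.20e-07), with the other 3 genes in between. The neighbouring formate transporter genes rose as well, PTH_2650 from 164 ± 62.1 CPM in monoculture to 12986 ± 6326 CPM in coculture with a log2 fold change of 6.31 (standard error 0.42, adjusted p = 4.71e-07) and *focA* (PTH_2651) with one of 5.15. All 3 and all 5 were higher when adjusted over the list alone, in sheets drawn up by the study with these data in hand. The spread of Fdh II in coculture came mostly from replicate 1, with 32341 CPM summed over its genes against 12094, 13887 and 13627 CPM in the others, and the set test camera gave an adjusted p = 0.356 with an estimated correlation. 

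**Figure D1:**
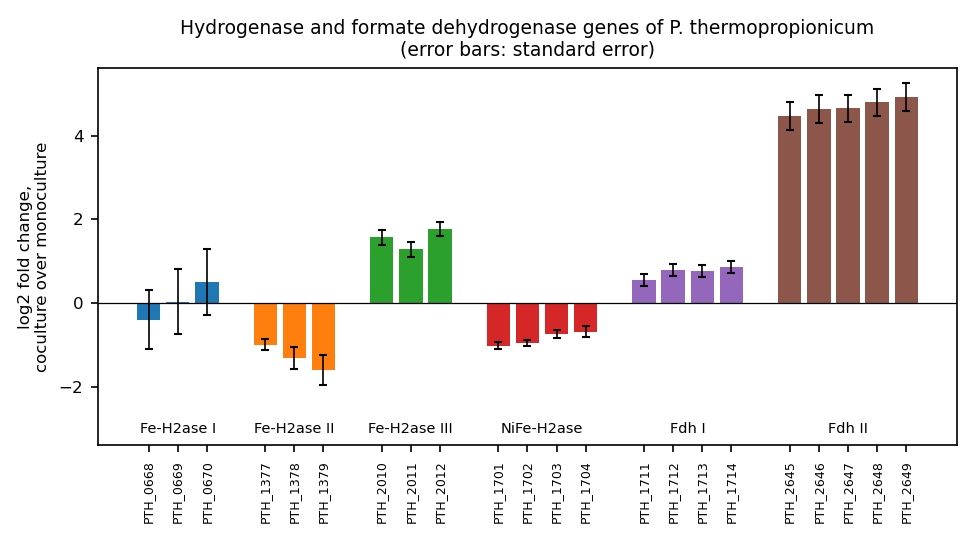
Log2 fold change of coculture over monoculture for each gene of the hydrogenases and formate dehydrogenases of *P. thermopropionicum*, with the standard error as error bar, from 4 libraries per group. The bars of Fdh II lie above 4 and those of Fe-H_2_ase III between 1.28 and 1.77.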

The membrane bound Fdh I did not show significant upregulation, while the other three hydrogenases showed low transcript abundances and were moderately downregulated (Figure 2 and Supplementary Dataset Pt2). 

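No gene of Fdh I passed both thresholds: PTH_1714 had 1139 ± 144 CPM in monoculture and 2079.8 ± 369.6 CPM in coculture (SD, n = 4), a log2 fold change of 0.87 (standard error 0.15, adjusted p = 3.40e-04), and the smallest change of the 4 genes was 0.55 (PTH_1711). Among the other hydrogenases, *nuoF* (PTH_1378) and *nuoE* (PTH_1379) of Fe-H_2_ase II fell, with log2 fold changes of -1.31 (standard error 0.26, adjusted p = 9.60e-04) and -1.60 (standard error 0.36), while PTH_1377 had 178 ± 24.4 CPM in monoculture and 89.6 ± 8.45 CPM in coculture, a log2 fold change of -1.00 that lies just under the threshold. Of the 4 genes of NiFe-H_2_ase, *hyaA* (PTH_1701) fell from 285 ± 7.77 CPM in monoculture to 141 ± 6.66 CPM in coculture, a log2 fold change of -1.02 (standard error 0.08, adjusted p = 2.20e-06), and *hyaB* (PTH_1702) had a log2 fold change of -0.95 (2 and 1 lower genes, respectively, when adjusted over the list alone). The 3 genes of Fe-H_2_ase I did not pass, and PTH_0668 had 31.0 ± 36.2 CPM in monoculture and 23.8 ± 8.43 CPM in coculture (n = 4), with most of its monoculture counts in 1 library. The call of *hyaA* was lost when any 1 monoculture library was left out (-0.98 to -0.95) and with upper-quartile scaling (-0.79), with which 2 of the genes of Fdh I passed (up to 1.10), and the median of Fe-H_2_ase I turned from 0.04 to -0.04 with total-count scaling.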

Multiple sets of putative gene clusters are present in *P*. *thermopropionicum* coding for electron transfer flavoproteins (ETF) that are homologous to the Fix complex in nitrogen-fixing microorganisms. This complex comprises two subunits of the electron transfer flavoprotein (FixA and FixB), one ferredoxin-like protein (FixX), and one membrane-bound ETF-menaquinone oxidoreductase (FixC). 

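In Fix complex I, *fixC* (PTH_0018), the dehydrogenase that passes electrons to menaquinone, rose from 30.6 ± 5.04 CPM in monoculture to 790.0 ± 189 CPM in coculture (SD, n = 4), a log2 fold change of 4.69 (standard error 0.21, adjusted p = 1.97e-08). The electron transfer flavoprotein genes of this complex rose less, *fixA* (PTH_0016) from 2.35 ± 0.516 CPM in monoculture to 7.69 ± 2.52 CPM in coculture and *fixB* (PTH_0017) from 14.6 ± 2.26 CPM in monoculture to 53.4 ± 7.22 CPM in coculture. All 4 genes of complex I, all 4 of complex II and all 3 tested genes of complex III were higher (4, 4 and 3 when adjusted over the list alone), at summed levels of their tested genes in coculture of 878, 109 and 33.7 CPM. In complex II, PTH_0597 rose from 2.05 ± 0.577 CPM in monoculture to 24.0 ± 26.1 CPM in coculture (n = 4), a log2 fold change of 3.44 (standard error 0.61, adjusted p = 4.90e-04), and coculture replicate 1 held 251 CPM over the complex against 27.9, 76.9 and 78.1 CPM in the other libraries. Of 9 *fix* genes outside these complexes, 2 were higher, *fixC* (PTH_0378) with a log2 fold change of 1.21 and *fixA* (PTH_1552) with 1.31, none was lower and 7 did not pass, down to -0.63 in *fixA* (PTH_2001), with 2 higher when adjusted over the list alone and 4 higher with upper-quartile scaling. The sheet was drawn up by the study with these data in hand, and *fixX* (PTH_0599) and *fixA* (PTH_1768) lie under 2 CPM in monoculture.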

Most of the genes of the Fix system were significantly upregulated in coculture (Figure 2, Table 2, and Supplementary Dataset Pt2).

**Table 2:** Transcripts abundance and differential expression of genes coding for putative flavin-based confurcation and bifurcation complexes in *P. thermopropionicum* and *M. conradii*.

**Enzyme**	**Gene ID**	**Gene**	**L2fc^a^**	**L2mFPKM**		**Function**
				**Monoculture**	**Coculture**	
***P. thermopropionicum***						
Fe-hydrogenase (Fe-H_2_ase III)	PTH_2010		1.49	12.05	13.51	Hypothetical hydrogenase subunit
	PTH_2011	*nuoF*	1.19	11.62	12.79	NADH: ubiquinone oxidoreductase, NADH-binding 51 kD subunit
	PTH_2012	*nuoE*	1.68	11.23	12.88	NADH: ubiquinone oxidoreductase, 24 kD subunit
Formate dehydrogenase (Fdh II)	PTH_2645		4.26	7.20	11.53	Hypothetical formate dehydrogenase
	PTH_2646		4.42	7.06	11.57	Hypothetical formate dehydrogenase
	PTH_2647		4.45	7.00	11.53	Hypothetical membrane protein
	PTH_2648	*nuoF*	4.59	6.90	11.56	NADH: ubiquinone oxidoreductase, NADH-binding 51 kD subunit
	PTH_2649	*nuoE*	4.70	5.75	10.54	NADH: ubiquinone oxidoreductase 24 kD subunit
Putative Fix complex I^b^	PTH_0016	*fixA*	1.57	1.61	3.10	Electron transfer flavoprotein, beta subunit
	PTH_0017	*fixB*	1.76	3.97	5.71	Electron transfer flavoprotein, alpha subunit
	PTH_0018	*fixC*	4.55	4.61	9.21	Dehydrogenases
	PTH_0019	*fixX*	2.06	4.40	6.45	Ferredoxin-like protein
Putative Fix complex II^b^	PTH_0597	*fixB*	3.04	1.03	4.42	Electron transfer flavoprotein, alpha subunit
	PTH_0598	*fixC*	2.33	1.68	4.15	Dehydrogenases
	PTH_0599	*fixX*	2.47	2.15	4.79	Ferredoxin-like protein
	PTH_0600	*fixA*	2.44	3.09	5.71	Electron transfer flavoprotein beta subunit
Putative Fix complex III^b^	PTH_1765^c^	*fixX*	n.a.	*n*.*a*.	*n*.*a*.	Ferredoxin-like protein
	PTH_1766	*fixC*	2.26	1.26	3.52	Dehydrogenases
	PTH_1767	*fixB*	1.70	1.39	3.10	Electron transfer flavoprotein, alpha subunit
	PTH_1768	*fixA*	2.35	0.69	3.09	Electron transfer flavoprotein, beta subunit
***M. conradii***						
Fwd-Mvh-Hdr complex^d^	Mtc_2468	*fwdC*	0.81	11.70	12.08	Tungsten-containing formylmethanofuran dehydrogenase, subunit C
	Mtc_2469	*fwdA*	1.31	11.91	12.79	Tungsten-containing formylmethanofuran dehydrogenase, subunit A
	Mtc_2470	*fwdB*	1.02	11.25	11.84	Tungsten-containing formylmethanofuran dehydrogenase subunit B
	Mtc_2471	*fwdD*	0.89	11.29	11.74	Tungsten-containing formylmethanofuran dehydrogenase subunit D
	Mtc_2476	*fwdF*	0.59	10.17	10.32	Tungsten-containing formylmethanofuran dehydrogenase, subunit F
	Mtc_2477	*fwdG*	0.08	9.36	8.99	Tungsten-containing formylmethanofuran dehydrogenase subunit G
	Mtc_2472	*mvhD-2*	0.95	11.58	12.09	F_420_-non-reducing hydrogenase subunit D
	Mtc_2473	*hdrA-2*	0.85	11.16	11.56	CoB-S-S-CoM heterodisulfide reductase subunit A
	Mtc_2474	*hdrB-2*	0.55	10.87	10.98	CoB-S-S-CoM heterodisulfide reductase, subunit B
	Mtc_2475	*hdrC-2*	0.75	11.05	11.35	CoB-S-S-CoM heterodisulfide reductase, subunit C
Formate dehydrogenase (Fdh)^e^	Mtc_2124	*fdhB*	2.81	10.23	12.60	F_420_-reducing formate dehydrogenase, beta subunit
	Mtc_2125	*fdhA*	2.76	10.24	12.55	F_420_-reducing formate dehydrogenase, alpha subunit

*L2fc, log_2_-fold change value; L2mFPKM, log_2_ value of mean FPKM (with 4 replicates); n.a., not applicable*.

a *Differential expression tested by DESeq2 based on raw read counts. Only genes with absolute L2fc ≥ 1.0 and false discovery rate (FDR) < 0.05 were considered to be significantly regulated. Since genes listed here all with FDR < 0.05 except PTH_1765 (See below), FDR are not shown (See Supplementary Datasets Pt2, Mc2 for details)*.

b *For the Fix complex encoding genes, only putative gene clusters with all four fix genes (fixA, fixB, fixC, and fixX) are shown (See Supplementary Dataset Pt2 for more details)*.

c *The transcripts of PTH_1765 is not detected under current sequencing depth*.

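Less the added 1, *fixX* (PTH_1765), the ferredoxin-like protein of Fix complex III, had 8 reads over the 4 monoculture libraries and none over the 4 coculture libraries. At the depth of the coculture libraries a difference was not detectable, and the gene was not tested. The other genes of the complex were low but counted: *fixC* (PTH_1766) rose from 3.09 ± 0.394 CPM in monoculture to 16.5 ± 4.79 CPM in coculture (SD, n = 4) and *fixA* (PTH_1768) from 1.30 ± 0.341 CPM in monoculture to 7.80 ± 2.85 CPM in coculture, a log2 fold change of 2.54 (standard error 0.34, adjusted p = 7.43e-05).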

d *Shown is the large transcript unit which codes for Fwd, Hdr2, and the subunit D of Mvh2. Proteins may eventually form Fwd-Hdr-Mvh complex for electron bifurcation (See also Figure 2, Figure S7, and Supplementary Dataset Mc2)*.

e *Genes coding for Fdh in M. conradii do not form transcript cluster with Hdr coding genes. But Fdh-Hdr complex is likely to form for electron bifurcation in methanogens according to Costa et al. (2010)*.

*P. thermopropionicum* uses intermediates of the MMC pathway, like 2-oxaloacetate, succinyl-CoA and pyruvate as building bricks for biosynthesis. The transcription of the related genes was generally downregulated in coculture (Figure 2). The transcription of genes for enzymes catalyzing early steps of the glycolysis pathway were also downregulated (Figure S5). *P. thermopropionicum* relies on the assimilation of ammonium and amino acids as nitrogen sources. 

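The ammonium permease gene *amtB* (PTH_0664) had 7.57 ± 1.58 CPM in monoculture and 4.39 ± 2.62 CPM in coculture (SD, n = 4). Its log2 fold change of -0.73 (standard error 0.35, adjusted p = 0.0865) did not pass the test. The neighbouring regulator gene *glnK* (PTH_0665), which encodes a PII protein, had 5.03 ± 0.715 CPM in monoculture and 7.69 ± 3.97 CPM in coculture, a log2 fold change of 0.59.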

Notably, the ammonium permease encoding gene (*amtB*) showed very low transcription (L2mFPKM~ = 2). 

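Of 26 amino acid transporter genes in the supplementary sheet, 10 rose in coculture, none fell and 16 did not pass both thresholds (10 higher when adjusted over the list alone, in a sheet drawn up by the study). All 5 genes of the branched-chain amino acid transporter PTH_0458 to PTH_0462 rose, from a summed 793 to 4142 CPM, and its binding protein gene *livK* (PTH_0458) rose from 343 ± 95.9 CPM in monoculture to 2100.1 ± 666 CPM in coculture (SD, n = 4), a log2 fold change of 2.61 (standard error 0.25, adjusted p = 7.12e-06). The transporter PTH_0073 to PTH_0077 was more abundant in both cultures, with summed levels of 4136 and 6579 CPM. Its *livK* (PTH_0077) had 2789 ± 162 CPM in monoculture and 4265 ± 221 CPM in coculture (n = 4), a log2 fold change of 0.61 (standard error 0.11, adjusted p = 5.89e-04), and none of its 5 genes, from 0.58 to 0.86, reached the fold threshold. Another *livK* (PTH_2382) rose with a log2 fold change of 2.05. With upper-quartile scaling 3 of the genes PTH_0073 to PTH_0077 passed, and *glnQ* (PTH_2330) and *hisJ* (PTH_2331) were not called without coculture replicate 4 (0.87 and 0.82).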

While several ABC-type branched-chain amino acid transport systems were actively transcribed and upregulated (e.g., PTH_0073-0077 and PTH_0458-0462) in coculture (Figure 2 and Supplementary Dataset Pt3). 

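Glutamate can be made by glutamate synthase from glutamine or by glutamate dehydrogenase from ammonium. Of 5 glutamate synthase genes, *gltB2* (PTH_0734) fell from 38.7 ± 5.44 CPM in monoculture to 13.1 ± 2.17 CPM in coculture (SD, n = 4), a log2 fold change of -1.54 (standard error 0.18, adjusted p = 2.86e-05), and the other 4 did not pass both thresholds (1 lower when adjusted over the list alone). The most abundant, *gltB1* (PTH_0729), had 2427 ± 331 CPM in monoculture and 1415 ± 142 CPM in coculture, a log2 fold change of -0.78 (standard error 0.13, adjusted p = 2.90e-04), and *gltD1* (PTH_0444) one of 0.10. The glutamate dehydrogenase gene *gdhA* (PTH_0050) rose from 6.42 ± 0.775 CPM in monoculture to 96.5 ± 45.4 CPM in coculture (n = 4), a log2 fold change of 3.89 (standard error 0.29, adjusted p = 9.65e-07).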

Glutamate synthase coding genes were downregulated, though the expression of the glutamate dehydrogenase gene (*gdhA*) with low abundance apparently increased in coculture (Figure 2 and Supplementary Dataset Pt3). Four of glutamine synthetase encoding genes (*glnA*) were downregulated. 

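The 6 glutamine synthetase genes went in different directions. *glnA2* (PTH_0728), the most abundant in monoculture, fell from 1321 ± 134 CPM in monoculture to 282 ± 41.2 CPM in coculture (SD, n = 4), a log2 fold change of -2.23 (standard error 0.13, adjusted p = 1.46e-07), and *glnA4* (PTH_0731) fell with one of -1.59. *glnA1* (PTH_0049), beside *gdhA*, rose from 7.56 ± 0.656 CPM in monoculture to 166 ± 105 CPM in coculture, a log2 fold change of 4.43 (standard error 0.37, adjusted p = 2.33e-06), and *glnA6* (PTH_2298) rose with one of 1.59. *glnA3* (PTH_0733) and *glnA5* (PTH_0909) had log2 fold changes of -0.58 and -0.09 and did not pass both thresholds (2 higher and 2 lower when adjusted over the list alone).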

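Of 64 *P. thermopropionicum* genes whose symbols name an amino acid pathway, in the readable part of the dataset of all genes, 19 fell in coculture, 8 rose and 37 did not pass both thresholds (19 lower and 8 higher when adjusted over the list alone). The median log2 fold change was -0.40. The steepest fall was in *leuA* (PTH_0483), annotated as an isopropylmalate, homocitrate or citramalate synthase, from 3341 ± 162 CPM in monoculture to 21.2 ± 21.5 CPM in coculture (SD, n = 4), where its level was highest in replicate 2. The steepest rise was in *lysR* (PTH_1546), a transcriptional regulator and not an enzyme, with a log2 fold change of 2.89 (standard error 0.14, adjusted p = 3.52e-08). With upper-quartile scaling 12 genes were lower and 12 higher.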

The transcription of other amino acids synthetic pathways were downregulated in most cases (Figure S6).

### Metabolic shifts in *M. conradii*

The methanogenesis pathway dominated the transcriptomes of *M*. *conradii* (Supplementary Dataset Mc2). 

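Genes of the methanogenesis pathway, from formylmethanofuran dehydrogenase to methyl-CoM reductase, took 19.3 ± 1.41% of the *M. conradii* counts in monoculture and 30.9 ± 0.797% in coculture (34 genes; SD, n = 4). The share was higher in each coculture library than in every monoculture library, by 11.6 percentage points in the mean (exact two-sided permutation test, p = 0.029, the smallest possible). The most abundant transcript in both cultures was Mtc_1005, a hypothetical protein outside the pathway, with 14.0 ± 0.932% and 19.2 ± 1.13% of the counts. 

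**Figure D2:**
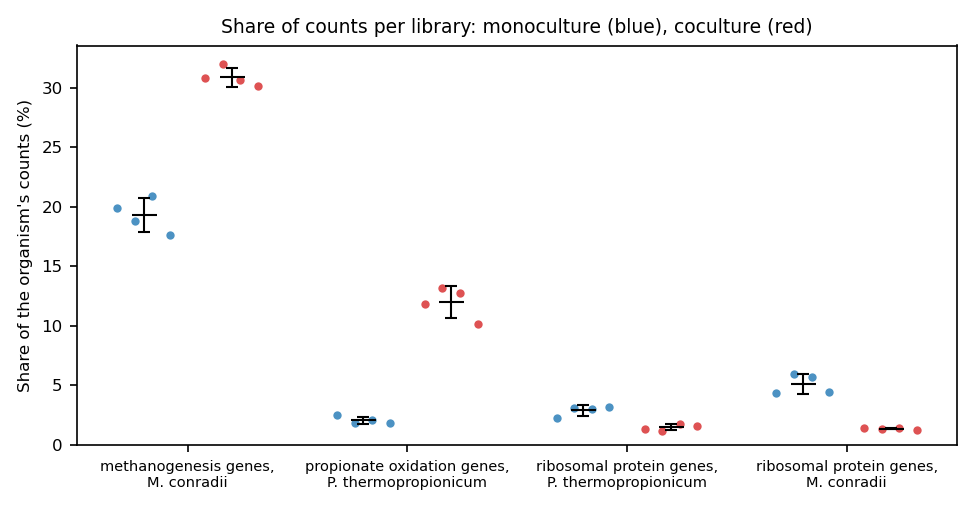
Percent of each organism's counts in 4 gene groups (y axis), for each monoculture library (blue) and each coculture library (red), with mean and SD. The groups are the methanogenesis genes of *M. conradii*, the propionate oxidation genes of *P. thermopropionicum* and the ribosomal protein genes of each organism. No coculture point overlaps with a monoculture point of its group.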

The methyl-CoM reductase (Mcr) coding genes showed the highest transcription followed by methylene-tetrahydromethanopterin (H_4_MPT) dehydrogenase (Mtd), methylene-H_4_MPT reductase (Mer) and methyl-H_4_MPT-CoM methyltranferase (Mtr). 

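Summed over their genes, the 7 *mcr* genes, among them *atw-1* and *atw-2*, held 91909 CPM in monoculture and 217089 CPM in coculture, more than any other step of methanogenesis. Such sums grow with the number and length of the genes of a step, while the paper's FPKM correct for length. The 10 *mtr* genes, which encode the membrane-bound methyltransferase, held 34366 and 61562 CPM, the single *mer* gene 15315 and 38611 CPM, and the single *mtd* gene 7693 and 13617 CPM. *mtd* (Mtc_1592), which reduces methenyl-H_4_MPT with F_420_H_2_, had 7693 ± 235 CPM in monoculture and 13617 ± 667 CPM in coculture (SD, n = 4), a log2 fold change of 0.82 (standard error 0.07, adjusted p = 3.79e-06). *mtrH* (Mtc_0943) had 8918 ± 670.4 CPM in monoculture and 17645 ± 1704 CPM in coculture, a log2 fold change of 0.98 (standard error 0.09). None of the *mtr* genes was higher, and *mtrA-2* (Mtc_0962) and *mtxX* (Mtc_0232) were lower, with log2 fold changes of -1.98 and -1.11 (0 higher and 2 lower when adjusted over the list alone, with *mtxX* at -0.98 without monoculture replicate 4).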

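Methyl-CoM reductase releases methane in the last step of the pathway, and 6 of its 7 genes rose in coculture (6 when adjusted over the list alone, in a sheet drawn up by the study). *mcrA* (Mtc_0908) rose from 33653 ± 5554 CPM in monoculture to 87758 ± 3675 CPM in coculture (SD, n = 4), a log2 fold change of 1.38 (standard error 0.13, adjusted p = 5.13e-06), and *mcrB* (Mtc_0904) rose with a log2 fold change of 1.07 (standard error 0.12, adjusted p = 1.81e-05). The largest change was in *atw-1* (Mtc_0912), a gene of an activating component of the reductase system, from 374 ± 23.6 CPM in monoculture to 1578 ± 89.2 CPM in coculture, a log2 fold change of 2.08 (standard error 0.08, adjusted p = 2.30e-08), and *atw-2* (Mtc_1855), with 0.84, did not reach the fold threshold. *mer* (Mtc_0135), which reduces methylene-H_4_MPT, had an SD of 1685 CPM in monoculture and 4139 CPM in coculture (n = 4) and rose with a log2 fold change of 1.33 (standard error 0.11, adjusted p = 3.14e-06). With total-count scaling *mer* (0.88), *mcrA* (0.94) and 4 further *mcr* genes did not reach the fold threshold and *atw-1* did, and *mcrB* was at 0.99 without monoculture replicate 4.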

The Mcr and Mer coding genes were significantly upregulated. The genes coding for formylmethanofuran dehydrogenase (Fwd), heterodisulde reductase (Hdr) and F_420_-non-reducing hydrogenase (Mvh) form a large gene cluster (Mtc_2468-2479) (Liu et al., 2014; Lyu and Lu, 2015). This cluster was moderately to significantly upregulated (Figure 2, Table 2, and Supplementary Dataset Mc2). 

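Of the 12 genes of the cluster Mtc_2468 to Mtc_2479, *fwdA* (Mtc_2469) and *fwdB* (Mtc_2470), which encode subunits of formylmethanofuran dehydrogenase, rose in coculture and the other 10 did not pass both thresholds (2 when adjusted over the list alone). *fwdA* rose from 5809 ± 715 CPM in monoculture to 14568 ± 712 CPM in coculture (SD, n = 4), a log2 fold change of 1.33 (standard error 0.10, adjusted p = 1.34e-06), and *fwdB* had a log2 fold change of 1.04 (standard error 0.11, adjusted p = 1.17e-05). The subunit gene *mvhD-2* (Mtc_2472) had 1382 ± 84.1 CPM in monoculture and 2679 ± 277 CPM in coculture, a log2 fold change of 0.95 (standard error 0.09, adjusted p = 7.56e-06), the hydrogenase gene *mvhA-2* (Mtc_2479) had 8791 ± 468 CPM in monoculture and 13002 ± 782 CPM in coculture, a log2 fold change of 0.56, and the heterodisulfide reductase gene *hdrA-2* (Mtc_2473) one of 0.85. The smallest change was 0.08 in *fwdG* (Mtc_2477), and the summed level of the cluster was 34402 CPM in monoculture and 60880 CPM in coculture. The call of *fwdB* was lost in 4 of the fits that left out a library (0.98 to 1.00), and with total-count scaling neither gene reached the fold threshold (0.88 and 0.59).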

The genes coding for formyl-methanofuran-H_4_MPT formyltransferase (Ftr) and methenyl-H_4_MPT cyclohydrolase (Mch) were not affected.

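The formyltransferase gene *ftr* (Mtc_1916) had 1456 ± 105 CPM in monoculture and 1516 ± 114 CPM in coculture (SD, n = 4), a log2 fold change of 0.06 (standard error 0.08, adjusted p = 0.547). Of the cyclohydrolase genes, *mch-1* (Mtc_1063) had a log2 fold change of -0.20 (standard error 0.14, adjusted p = 0.218), and *mch-2* (Mtc_1978) had 160.0 ± 12.3 CPM in monoculture and 274 ± 17.5 CPM in coculture, a log2 fold change of 0.78 (standard error 0.08, adjusted p = 1.27e-05) that lies under the fold threshold. With total-count scaling, which lowers the median fold change of *M. conradii*, *ftr* had a log2 fold change of -0.39, and the median of both *mch* genes turned from 0.29 to -0.17.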

The *M. conradii* genome encodes four types of canonical hydrogenases (Frh, Ech, Mvh1, Mvh2), plus one novel hydrogenase (Drh) that is not found in other methanogens and one F_420_-reducing formate dehydrogenase (Fdh). 

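Genes of the membrane-associated hydrogenase Drh rose in coculture, while those of the energy-converting hydrogenase Ech and most of the F_420_-reducing hydrogenase Frh did not pass both thresholds. *drhE* (Mtc_0483) rose from 689.9 ± 85.3 CPM in monoculture to 2678 ± 336 CPM in coculture (SD, n = 4), a log2 fold change of 1.96 (standard error 0.12, adjusted p = 3.53e-07), and 7 of the 8 genes of its group were higher, from 1.06 in *hdrB* (Mtc_0481), with *drhB* (Mtc_0479) at 0.88. *frhA-2* (Mtc_2127), of the most abundant Frh, had 5624 ± 362 CPM in monoculture and 8089 ± 829 CPM in coculture (n = 4), a log2 fold change of 0.52 (standard error 0.09, adjusted p = 4.98e-04). Of 8 *frh* genes, only *frhB-3* (Mtc_1195) passed, as lower, from 294 ± 48.8 CPM in monoculture to 26.6 ± 1.46 CPM in coculture, a log2 fold change of -3.47, and none of the 6 *ech* genes did, from -0.37 to 0.16 (7 higher, 1 lower and 0 when adjusted over the list alone, in sheets drawn up by the study). With total-count scaling 2 Drh genes were higher, and the medians of Frh and Ech turned from 0.23 to -0.23 and from 0.00 to -0.45. *hdrB* was not called without monoculture replicate 1 (0.99) or coculture replicate 4 (0.94), and the set test camera gave an adjusted p = 0.510 for Drh with an estimated correlation.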

Apart from Mvh mentioned above the putative membrane-associated novel hydrogenase (Drh) was upregulated while the transcription of F_420_-reducing hydrogenase (Frh) and energy-converting hydrogenase (Ech) did not show an explicit response. Conversely, the transcription of Fdh and formate transporter coding genes were upregulated over 6-fold (L2fc > 2.7) in coculture (Figure 2, Table 2, and Supplementary Dataset Mc2). 

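The catalytic subunits of formate dehydrogenase, which passes electrons from formate to F_420_, and the adjacent formate transporter rose together. *fdhA* (Mtc_2125) rose from 2150.3 ± 171 CPM in monoculture to 14731 ± 939 CPM in coculture (SD, n = 4), a log2 fold change of 2.78 (standard error 0.09, adjusted p = 1.06e-08), and *fdhB* (Mtc_2124) rose from 1127 ± 120.1 CPM in monoculture to 8012 ± 254 CPM in coculture, a log2 fold change of 2.83 (standard error 0.09). The transporter gene *fdhC* (Mtc_2126) rose from 1428 ± 137 CPM in monoculture to 11351 ± 1666 CPM in coculture, a log2 fold change of 2.99 (standard error 0.12, adjusted p = 3.68e-08). The maturation genes *fdhD-1* (Mtc_0165) and *fdhD-2* (Mtc_0273) did not pass the fold threshold, with -0.11 and 0.24 (2 of the 4 *fdh* genes higher when adjusted over the list alone).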

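All 6 genes of ATP synthase 2 (Mtc_2332 to Mtc_2337) rose from low levels, 110 CPM summed in monoculture to 1627 CPM in coculture, and none of the 6 genes of ATP synthase 1 (Mtc_1394 to Mtc_1399) passed both thresholds, with 9992 and 11566 CPM. *atpE-2* (Mtc_2337) rose from 5.73 ± 1.88 CPM in monoculture to 169 ± 17.7 CPM in coculture (SD, n = 4), a log2 fold change of 4.87 (standard error 0.20, adjusted p = 3.47e-08), and the smallest change of ATP synthase 2 was 3.25 in *atpD-2*. The gene *atpI-2* (Mtc_1283) rose from 54.4 ± 9.11 CPM in monoculture to 490.1 ± 46.0 CPM in coculture, a log2 fold change of 3.17 (standard error 0.13, adjusted p = 3.47e-08), and *atpI-1* (Mtc_1401) had 3327 ± 167 CPM in monoculture and 2940.1 ± 73.1 CPM in coculture, a log2 fold change of -0.18. All 6 of ATP synthase 2 and none of ATP synthase 1 were called when adjusted over the list alone, and for both together the set test camera gave an adjusted p = 0.169 with an estimated correlation. The median of ATP synthase 1 turned from 0.01 to -0.44 with total-count scaling.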

For ATP synthesis, two of four ATP synthases (Atp1 and AtpI1) showed high transcript abundances but no response to coculture conditions, while the other two (Atp2 and AtpI2) with low abundances were significantly upregulated (Figure 2 and Supplementary Dataset Mc2).

*M. conradii* employs the AMP-forming acetyl-CoA synthetase (Acs) and pyruvate: ferredoxin oxidoreductase (Por) for acetate assimilation and pyruvate conversion. 

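The acetyl-CoA synthetase genes of *M. conradii*, which activate acetate for assimilation, fell in coculture. *acs-1* (Mtc_1904) fell from 398 ± 55.3 CPM in monoculture to 118 ± 14.1 CPM in coculture (SD, n = 4), a log2 fold change of -1.75 (standard error 0.13, adjusted p = 9.52e-07). *acs-2* (Mtc_2228) fell from 809 ± 457 CPM in monoculture to 26.4 ± 1.66 CPM in coculture, a log2 fold change of -4.94 (standard error 0.50, adjusted p = 1.17e-05), with all coculture libraries below all monoculture libraries (2 of 2 lower when adjusted over the list alone).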

Acs1 and Acs2 were downregulated 3- to 16-fold in coculture (Figure 2 and Supplementary Dataset Mc3). 

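The membrane-bound pyrophosphatase gene *ppa* (Mtc_1504) had 4089 ± 413 CPM in monoculture and 2919 ± 345 CPM in coculture (SD, n = 4), a log2 fold change of -0.49 (standard error 0.11, adjusted p = 0.00220) that lies under the fold threshold. None of the 8 genes of pyruvate: ferredoxin oxidoreductase passed both thresholds, with log2 fold changes from -0.90 (*porD-1*, Mtc_0841) to 0.10 (*porB-2*, Mtc_1766) and a summed level of 2399.7 CPM in monoculture and 2035 CPM in coculture (0 when adjusted over the list alone). With total-count scaling 4 of them were lower.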

The transcription of inorganic pyrophosphatase (Ppa) coding gene (*ppa*) and Por coding genes also declined but not significantly. One ADP-forming acetyl-CoA synthetase (Acd) coding gene was significantly downregulated. 

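Of the 3 *acd* genes, which encode the ADP-forming enzyme, *acdAB* (Mtc_0315) fell from 1334 ± 443 CPM in monoculture to 287 ± 24.3 CPM in coculture (SD, n = 4), a log2 fold change of -2.22 (standard error 0.22, adjusted p = 9.88e-06). *acdA* and *acdB* had log2 fold changes of 0.92 and 0.62 and did not pass the fold threshold (1 of 3 lower when adjusted over the list alone). These were far less abundant than *acdAB* in monoculture, at 46.9 ± 4.15 and 10.8 ± 0.925 CPM.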

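The 5 genes of pyruvate dehydrogenase held 27.8 CPM summed in monoculture and 34.8 CPM in coculture. Among them *lipA* (Mtc_1889), a lipoate synthase, had 0.888 ± 0.398 CPM in monoculture and 2.58 ± 1.93 CPM in coculture (SD, n = 4) and a log2 fold change of 1.54 (standard error 0.51, adjusted p = 0.0200), and the other 4 did not pass both thresholds (1 higher when adjusted over the list alone). The call of *lipA* was lost without coculture replicate 2 (0.89) and with total-count scaling.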

The transcript abundances of pyruvate dehydrogenase (Pdh) coding genes were far lower compared with other carbon assimilation genes. Manual curation revealed that *Methanocella* strains contained citrate synthase and aconitase, indicating the presence of a partial oxidative TCA cycle (Lyu and Lu, 2015). 

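Aconitase converts citrate to isocitrate, which isocitrate dehydrogenase oxidizes to 2-oxoglutarate. The aconitase gene Mtc_1231 fell from 461 ± 20.3 CPM in monoculture to 214 ± 16.7 CPM in coculture (SD, n = 4), a log2 fold change of -1.11 (standard error 0.08, adjusted p = 7.53e-07), and Mtc_1230 had a log2 fold change of -0.82, under the fold threshold (1 of 2 lower when adjusted over the list alone). The isocitrate dehydrogenase gene *icd* (Mtc_1353) had 216 ± 13.5 CPM in monoculture and 123 ± 18.3 CPM in coculture, a log2 fold change of -0.81 (standard error 0.11, adjusted p = 8.87e-05), also under it. With total-count scaling all 3 genes were lower.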

Some of aconitase (Mtc_1230-1231) and isocitrate dehydrogenase (Icd) coding genes were downregulated (Figure 2 and Supplementary Dataset Mc3). 

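The citrate synthase gene Mtc_1389 had 1326 ± 75.0 CPM in monoculture and 1345 ± 122 CPM in coculture (SD, n = 4). Its log2 fold change was 0.02 (standard error 0.08, adjusted p = 0.834), and -0.44 with total-count scaling.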

A novel citrate synthase encoding gene (Mtc_1389) was actively transcribed but remained unaffected (Figure 2 and Supplementary Dataset Mc3).

Most of the genes involved in nitrogen assimilation system in *M. conradii* were repressed in coculture (Figure 2 and Supplementary Dataset Mc4). 

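The ammonium transporter genes fell in coculture: *amt-1* (Mtc_2393) fell from 99.7 ± 15.5 CPM in monoculture to 8.64 ± 1.60 CPM in coculture (SD, n = 4), a log2 fold change of -3.53 (standard error 0.16, adjusted p = 6.72e-08), and *amt-2* (Mtc_2395) from 65.5 ± 13.0 CPM in monoculture to 22.5 ± 1.87 CPM in coculture, a log2 fold change of -1.54 (standard error 0.15). Their PII regulator genes *glnK-1* and *glnK-2* fell with log2 fold changes of -4.78 and -1.41. Of the 3 genes of the polar amino acid transporter, *gluQ* (Mtc_0069) fell from 66.1 ± 5.22 CPM in monoculture to 8.16 ± 1.01 CPM in coculture, a log2 fold change of -3.02 (standard error 0.11, adjusted p = 2.30e-08), Mtc_0070 fell with one of -1.25, and Mtc_0071, the most abundant, had 1882 ± 207 CPM in monoculture and 2113 ± 341 CPM in coculture, a log2 fold change of 0.17. All of the 2 *amt*, 2 *glnK* and 2 of the 3 transporter genes were lower when adjusted over the list alone, in a sheet drawn up by the study.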

The transcription of genes coding for ammonium transporter (Amt) and ABC type amino acid transporter (GluQ) was downregulated 3-fold in coculture. *M. conradii* relies on glutamate and glutamine system for ammonium assimilation. Genes coding for glutamate synthase (Glt) and glutamine synthetase (Gln) were downregulated up to 100-fold in coculture (Figure 2 and Supplementary Dataset Mc4). 

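The 3 *gltB* genes, which encode glutamate synthase, and *glnA-2*, which encodes a glutamine synthetase, had the steepest falls of the nitrogen genes. *gltB1* (Mtc_1482) fell from 691 ± 83.8 CPM in monoculture to 4.73 ± 1.08 CPM in coculture (SD, n = 4), a log2 fold change of -7.19 (standard error 0.17, adjusted p = 2.03e-09), and the other two fell with log2 fold changes of -5.90 and -5.12. *glnA-2* (Mtc_1403) fell from 857 ± 183 CPM in monoculture to 7.04 ± 0.745 CPM in coculture, a log2 fold change of -6.92 (standard error 0.20, adjusted p = 5.93e-09), while *glnA-1* (Mtc_0371) had 391 ± 36.3 CPM in monoculture and 615 ± 109.6 CPM in coculture, a log2 fold change of 0.65 (3 of 3 and 1 of 2 lower when adjusted over the list alone).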

Although ammonium was present in the culture medium, the transcripts of nitrogenase coding genes were detected. Their transcription however was either unaffected (*nifH1*) or downregulated (*nifH2DKENO*) in coculture (Figure 2 and Supplementary Dataset Mc4).

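Of 7 nitrogenase genes, 3 fell in coculture and 4 did not pass both thresholds (3 lower when adjusted over the list alone). *nifH-2* (Mtc_0142), for a nitrogenase iron protein, fell from 65.3 ± 8.46 CPM in monoculture to 6.60 ± 1.30 CPM in coculture (SD, n = 4), a log2 fold change of -3.30 (standard error 0.16, adjusted p = 7.96e-08), and *nifD* (Mtc_0145) and *nifK* (Mtc_0146), for the subunits of the molybdenum-iron protein, fell with log2 fold changes of -1.90 and -1.16. *nifH-1* (Mtc_0064), the most abundant, had 215 ± 8.19 CPM in monoculture and 172 ± 23.8 CPM in coculture (n = 4), a log2 fold change of -0.32 (standard error 0.10, adjusted p = 0.0137). *nifE* (Mtc_0147), *nifN* (Mtc_0148) and *anfO* (Mtc_0149) had log2 fold changes of -0.86, -0.24 and -0.96. With total-count scaling 5 of the 7 were lower, and the set test camera gave an adjusted p = 0.510 with an estimated correlation and 0.0120 with the preset one.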

### Genes for signal transduction system and flagellum

*P. thermopropionicum* and *M. conradii* contain 218 and 101 genes, respectively, coding for proteins related to signal transduction systems (MiST 2.2, http://mistdb.com/). In *P. thermopropionicum*, the transcription of 50 one-component system genes (29 up and 21 down) and 28 two-component system genes (23 up and 5 down) showed explicit shifts in coculture (Supplementary Dataset Pt4). Some of these genes were among those which were most differentially expressed. For example, a gene coding for the response regulator OmpR (PTH_1670) was upregulated 88-fold (L2fc = 6.47) in coculture compared to monoculture (Supplementary Dataset Pt4). In addition, the transcription of two genes (*fliC* and *fliD*) coding for flagella were upregulated significantly in coculture (Figure 2 and Supplementary Dataset Pt5). 

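Of the 50 one-component genes in the supplementary sheet, 42 had enough counts to be tested, of which 21 were higher in coculture, 17 were lower and 4 did not pass both thresholds. Of its 28 two-component genes, 26 were tested, of which 21 were higher and 5 were lower. PTH_1126 had a log2 fold change of 5.90 and PTH_1778, a membrane signaling protein, one of 5.72, while PTH_2597 fell from 161 ± 27.6 CPM in monoculture to 4.43 ± 4.21 CPM in coculture (SD, n = 4), a log2 fold change of -5.32 (standard error 0.37, adjusted p = 6.48e-07). The sheet holds genes that the study chose for their change in these samples, so that the counts, which are the same when adjusted over the list alone (21 and 17, 21 and 5), are not independent evidence of their direction. The median of the one-component genes turned from 0.07 to -0.04 with total-count scaling.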

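The response regulator gene *ompR* (PTH_1670) rose from 28.5 ± 3.05 CPM in monoculture to 2797 ± 575 CPM in coculture (SD, n = 4). This is a log2 fold change of 6.62 (standard error 0.20, adjusted p = 1.22e-09) from edgeR's quasi-likelihood test.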

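Flagellin is the protein of the flagellar filament, and FliD caps its tip. *fliC* (PTH_2102) rose from 4291 ± 576 CPM in monoculture to 11312 ± 868 CPM in coculture (SD, n = 4), a log2 fold change of 1.40 (standard error 0.15, adjusted p = 1.67e-05). *fliD* (PTH_2096) rose from 365 ± 52.2 CPM in monoculture to 1075 ± 54.8 CPM in coculture, a log2 fold change of 1.56 (standard error 0.11, adjusted p = 8.08e-07).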

In *M. conradii*, the expression of 24 one-component system genes (13 up and 11 down) and 16 two-component system genes (11 up and 5 down) changed significantly in coculture (Supplementary Dataset Mc5).

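The sheet of *M. conradii* lists 23 one-component genes, of which 13 were higher in coculture and 10 were lower, and 15 two-component genes, of which 14 were tested, 9 higher and 5 lower. The PadR-like regulator gene Mtc_2422 rose from 4.29 ± 0.557 CPM in monoculture to 532 ± 501 CPM in coculture (SD, n = 4), a log2 fold change of 6.95 (standard error 0.70, adjusted p = 1.08e-05), and the histidine kinase gene Mtc_2045 rose from 23.8 ± 3.18 CPM in monoculture to 253 ± 15.6 CPM in coculture, a log2 fold change of 3.41 (standard error 0.11, adjusted p = 9.09e-09). Mtc_2434, with a V4R domain, fell from 407 ± 75.4 CPM in monoculture to 66.4 ± 2.99 CPM in coculture, a log2 fold change of -2.62, and Mtc_0429 fell with one of -2.53 (standard error 0.29). The study chose these genes for their change in these samples, so that their counts, the same when adjusted over the list alone (13 and 10, 9 and 5), are not independent evidence, and 10 and 8 were higher with total-count scaling.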

### The effects of sodium 2-bromoethanesulphonate (2-BES), H_2_, and formate on coculture

The contribution of H_2_ vs. formate for interspecies electron transfer remains elusive (de Bok et al., 2004; Schink et al., 2017). Examination of the inhibitory effects of H_2_ and formate has been shown to be an effective way in discerning their contribution (Ahring and Westermann, 1988; Dong et al., 1994). Therefore, 2-BES (5 mM), H_2_/CO_2_ (80/20, v/v, 170 kPa) and formate (20 mM) were added separately or in combination after the initiation of propionate oxidation and CH_4_ production (Figure 3). Methane production and propionate oxidation were completely inhibited after the addition of 2-BES. Hydrogen accumulated to about 55 Pa in the end (Figure 3A), but formate was below the detection limit (~50 μM). The addition of formate halted propionate oxidation and CH_4_ production immediately (Figure 3B). But the added formate was consumed (to CH_4_) within 4 days and the oxidation of propionate resumed 10 days after formate consumption. Hydrogen accumulated to 45 Pa at day 25 and then leveled off. Notably, the addition of H_2_/CO_2_ (80/20, v/v) did not significantly affect propionate oxidation (Figure 3C). Methane production, propionate oxidation, acetate accumulation and H_2_ utilization occurred concomitantly. Addition of both formate and H_2_/CO_2_ (80/20, v/v) inhibited the oxidation of propionate for about 4 days (Figure 3D). In this experiment, formate was converted to CH_4_ within 1 day after addition of formate and the resumption of propionate oxidation was faster than in the treatment with formate addition alone.

**Figure 3:**
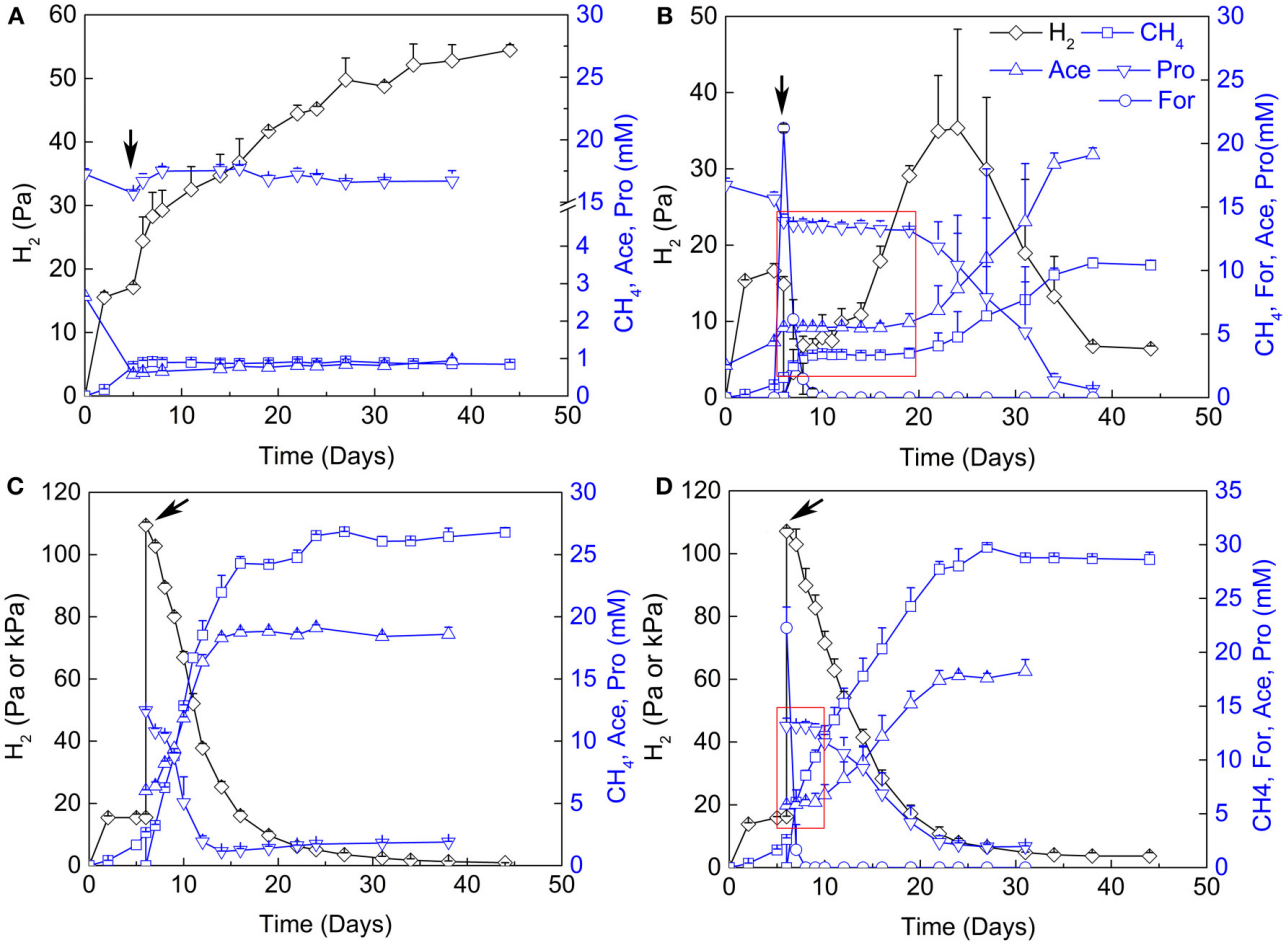
Effects of sodium 2-bromoethanesulphonate (2-BES), H_2_ and formate on syntrophic cocultures. **(A)** addition of 5 mM 2-BES, **(B)** addition of 20 mM formate and reflushed and filled the headspace with 170 kPa N_2_/CO_2_ (80/20, v/v), **(C)** reflushed and filled the headspace with 170 kPa H_2_/CO_2_ (80/20, v/v) and **(D)** addition of 20 mM formate and reflushed and filled the headspace with 170 kPa H_2_/CO_2_ (80/20, v/v). Arrows indicate time points for treatments setup, for **(A)** the 5th day of cultivation, and for **(B–D)**, the 6th day of cultivation. Pa and kPa were used as the unit for H_2_ partial pressures before and after treatments setup, respectively, in **(C,D)**. Time windows with the inhibition effects of formate are emphasized by red rectangle in **(B,D)**. Ace, acetate; Pro, propionate; For, formate.

## Discussion

### Catabolism vs. anabolism shifts in *P. thermopropionicum* and *M. conradii*

A large proportion of genes in *P. thermopropionicum* and *M. conradii* were differentially transcribed in coculture compared to monoculture. Distinct transcriptome profiles revealed by PCA ordination showed that global metabolism responses occurred in both *P. thermopropionicum* and *M. conradii* under syntrophic coculture condition (Figure 1). It is worth noting that conditions in monoculture are not identical to those in coculture, which can hardly be avoided, since the different microbial communities affect the conditions. The factors (e.g., H_2_ partial pressure, inter-species interactions, the type and concentration of substrate) that may be important for gene expression are to some extent the result of the different organismic compositions, and should be carefully evaluated. However, comparison of gene expression between monoculture and coculture is certainly warranted.

Genes coding for the entire MMC pathway were significantly upregulated in coculture. Although bypaths are present for the conversion of malate to pyruvate (Figure 2), the transcript abundances indicated that *P. thermopropionicum* used malate dehydrogenase and propionyl-CoA: oxaloacetate transcarboxylase instead of malic enzyme and oxaloacetate decarboxylase, consistent with a previous report (Kato et al., 2009). Succinate dehydrogenase (Sdh) catalizes the thermodynamically most endergonic step in propionate oxidation (Schink, 1997). Due to the low redox potential of the electron acceptor, the oxidation of succinate to fumarate must involve reverse electron transport that is probably driven by proton motive force (PMF) (Müller et al., 2010; Schink et al., 2017). PMF is likely formed by ATPase. 

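None of the 8 genes of the F_0_F_1_-type ATP synthase of *P. thermopropionicum* passed both thresholds (0 when adjusted over the list alone), and all 8 log2 fold changes lay above 0, from 0.28 (*atpB*) to 0.71 (*atpE*, PTH_2817). *atpD* (PTH_2812), for the beta subunit, had 5499 ± 715 CPM in monoculture and 8492 ± 231 CPM in coculture (SD, n = 4), a log2 fold change of 0.63 (standard error 0.14, adjusted p = 0.00234). The summed level was 20669 CPM in monoculture and 29875 CPM in coculture. From the lack of a response the paper proposes a strategy that avoids wasting the proton motive force or slowing growth.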

Unlike the MMC pathway, transcription of the ATPase encoding gene in *P. thermopropionicum* did not significantly respond to coculture conditions. Our results are consistent with previous proteomic analyses, in which subunits of ATPase were major spots in the gel but showed less response to syntrophic propionate coculture conditions than the protein spots of the MMC pathway catalyzing enzymes (Kosaka et al., 2006). We assume that the insignificant response of ATPase implies a strategy for avoiding the waste of PMF or the slowdown of growth under coculture condition. The enzyme Pct is proposed to catabolize the formation of propionyl-CoA from propionate by coupling the conversion of acetyl-CoA to acetate, i.e., the first and the last step of the MMC pathway, respectively (Kosaka et al., 2006, 2008) (Figure 2). The enzyme Acs has been proposed to also catabolize the hydrolysis of acetyl-CoA, coupled to ATP formation (the last step of MMC pathway) (Kosaka et al., 2006) (Figure 2). Notably, the expression of Pct and Acs genes was upregulated to greater extents than that of the *mmc* cluster, especially the Acs gene showing the largest upregulation. 

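Within each library, *acs* (PTH_2131) was compared with the mean of the 14 *mmc* genes as a difference of log2 counts, which does not depend on how libraries are scaled. The difference went from -4.47 ± 0.333 in monoculture to 0.44 ± 0.759 in coculture (SD, n = 4), so that *acs* rose by 4.91 more than the cluster on the log2 scale. For the CoA transferase genes PTH_2042 to PTH_2045 the difference went from -3.68 ± 0.103 to -1.78 ± 0.351, a gain of 1.90 over the cluster. In both comparisons every coculture library lay above every monoculture library (exact two-sided permutation test, p = 0.029, also when adjusted over the 6 comparisons of this kind). Together with *mmc* and Sdh I, these genes took 2.07 ± 0.298% of the counts in monoculture and 12.0 ± 1.34% in coculture (22 genes; SD, n = 4). From these rises the paper proposes that the first and last steps of the pathway help secure its activity and the conservation of energy.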

High pyrophosphate levels and a high AMP-to-ATP ratio in syntrophic bacterium *Syntrophus aciditrophicus* cells support the operation of Acs in the direction of acetate and ATP forming (James et al., 2016). If similar high AMP-to-ATP ratio was maintained by *P. thermopropionicum*, then the activity of Acs together with succinyl-CoA synthase (Scs) probably supported CoA recycling and ATP generation via substrate-level phosphorylation. Otherwise, Acs would operate in the direction of acetate-CoA formation, securing the pool of acetyl-CoA. The upregulation of the first and last steps could help securing the activity of the MMC pathway and the conservation of energy under coculture condition. In contrast, most of the genes involved in biosynthetic processes were downregulated (Figure 2 and Figures S5, S6). This downregulation coincided with a reduced growth rate of *P. thermopropionicum* in coculture (Figure S1).

Similar to *P. thermopropionicum, M. conradii* tended to upregulate catabolism in coculture compared to monoculture. Genes coding for Mer and Mcr were not only upregulated but exhibited the highest transcript abundances (Figure 2 and Supplementary Dataset Mc2). Notably, F_420_-reducing formate dehydrogenase (Fdh) but not F_420_-reducing hydrogenase (Frh) was significantly upregulated (Figure 2, Table 2, and Supplementary Dataset Mc2). This result possibly indicates that formate plays an important role (see more discussion below). The concomitant upregulation of Fdh and Mer activity indicates that larger proportions of electron flow were channeled into methanogenesis pathway in coculture compared to monoculture. Another route for electron flow is the putative Fwd-Mvh-Hdr complex, which was proposed to connect the first and last steps of the methanogenesis pathway and mediates electron bifurcation (Liu et al., 2014). The genes coding for this route were significantly upregulated (Figure 2, Table 2, and Supplementary Dataset Mc2). In addition, genes coding for two ATPases (AtpI2 and Atp2) were upregulated. 

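ATP synthase 2 gained 3.82 over ATP synthase 1 on the log2 scale within libraries. The difference of their mean log2 counts went from -6.89 ± 0.714 in monoculture to -3.07 ± 0.167 in coculture (SD, n = 4; exact two-sided permutation test, p = 0.029, adjusted p = 0.029 over 6 comparisons), so that ATP synthase 1 stayed the more abundant in both cultures. From the rise of catabolic genes with these synthases the paper states that *M. conradii* tended to upregulate catabolism in coculture.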

ATPases are proposed to produce ATP using the Na^+^/H^+^ motive force generated from Mtr activity (Lyu and Lu, 2015). Thus, under coculture condition *M. conradii* enhanced several key steps for methanogenic energy formation, i.e., the methyl CoM reductase (Mcr), two routes of electron flow and ATPase. By contrast, most of the genes associated with carbon assimilation and nitrogen metabolisms were significantly downregulated in coculture (Figure 2, Figures S7, S8).

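Among the carbon and nitrogen genes of *M. conradii* listed in the supplementary sheets, *acdAB*, *acs-1*, *acs-2*, both *amt*, both *glnK* and the 3 *gltB* genes were lower. So were *glnA-2*, *gluQ*, *nifH-2*, *nifD*, *nifK* and the aconitase gene Mtc_1231. The 8 *por* genes, *icd*, *ppa*, the citrate synthase gene, *glnA-1* and *nifH-1* were among those that did not pass both thresholds. The regulator genes *nifI* of the nitrogenase system fell with log2 fold changes of -2.66 and -2.79. Acetolactate synthase, which starts the branched-chain amino acids, was lower in *ilvN* at -1.07 and had -0.88 in *ilvB*. Of 57 *M. conradii* genes whose symbols name an amino acid pathway, 10 were lower, 7 were higher and 40 did not pass (10 and 7 when adjusted over the list alone). These shares lie near those over all *M. conradii* genes tested, of which 15.9% were lower and 15.5% higher. With total-count scaling 18 of the 57 were lower and 1 was higher, and their median turned from 0.10 to -0.35. The paper describes a fall in most carbon assimilation and nitrogen genes of *M. conradii* and in most biosynthetic genes of *P. thermopropionicum*. From these falls and the rise of catabolic genes, it concludes that both organisms enhanced catabolism and decreased anabolism under syntrophic conditions.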

Taken together, both *P. thermopropionicum* and *M. conradii* enhanced catabolism but decreased anabolism under syntrophic conditions. It is believed that growth rate affects gene expression in both bacteria and archaea. Therefore, the responses observed may include the effect of growth rate in addition to syntrophy. Because the growth rate of both organisms was lower under coculture than monoculture conditions, this kind of metabolic shift probably reflects an universal strategy for microbes to survive environmental stress or harsh conditions (Goodchild et al., 2005; Kato et al., 2008, 2009; Enoki et al., 2011).

### Flavin-based electron bifurcation/confurcation

Under conditions of thermodynamic limitation the ability to maximize energy conservation should be an advantage for the growth of syntrophic partners (Sieber et al., 2012). Flavin-based electron bifurcation/confurcation that couples exergonic with endergonic redox reactions has been proposed as the third form of energy conservation in microbial life (Herrmann et al., 2008; Buckel and Thauer, 2018). This process seems to be widespread in anaerobic microorganisms and offers a solution for their energetic dilemma (Buckel and Thauer, 2013; Peters et al., 2016). Three putative electron bifurcation/confurcation systems are found in *P. thermopropionicum*. First, the cytoplasmic Fe-H_2_ase III contains NADH dehydrogenase and shows sequence homology with the electron confurcating Hyd complex of *Thermotoga maritima*. Therefore, it could be a putative site for electron confurcation (Sieber et al., 2010, 2012). Second, the genes coding for catalytic subunits of Fdh II are associated with genes coding for NADH-quinone oxidoreductase, thus suggesting that this enzyme could catalyze electron confurcation. Thus, H_2_ and formate could be produced by coupling the reoxidation of NADH with the reduction of ferredoxin (Fd_red_) by Fe-H_2_ase III and Fdh II, respectively. Notably, both Fe-H_2_ase III and Fdh II were actively transcribed and significantly upregulated (Figure 2 and Table 2). Third, the Fix complex has been shown to perform electron bifurcation in the N_2_-fixing *Azotobacter vinelandii* for the production of Fd_red_ from NADH (Ledbetter et al., 2017). Most of Fix encoding genes were markedly upregulated in coculture (Figure 2 and Table 2). The Fix system was also found in the genome of butyrate-oxidizing *S. wolfei* and was proposed to produce Fd_red_, which is needed for the biosynthesis of hydrogen and/or formate from NADH (Sieber et al., 2010). However, the necessity of electron bifurcation/confurcation in *S. wolfei* has been questioned recently, since the beta oxidation pathway in butyrate degradation does not involve Fd_red_ production, and since the H_2_ partial pressure under syntrophic conditions was sufficiently low for direct reoxidation of NADH (Losey et al., 2017). However, for propionate oxidation in *P. thermopropionicum* where pyruvate: ferredoxin oxidoreductase coding genes were actively transcribed and upregulated under coculture condition (Figure 2), production of Fd_red_ from pyruvate oxidation and coupling of NADH oxidation with Fd_red_ reduction is quite liekely. The activity of the Fix enzyme may play an anaplerotic role in maintaining NADH and Fd_red_ equilibrium during propionate oxidation and/or supporting the needs of biosynthesis. Further investigations are necessary to elucidate why genes for all putative electron bifurcation/confurcation systems (Fe-H_2_ase III, Fdh II, and Fix) are upregulated in *P. thermopropionicum* during syntrophic growth.

In hydrogenotrophic methanogens, Mvh and Hdr proteins form a complex that performs flavin-based electron bifurcation to simultaneously reduce CoM-S-S-CoB heterodisulfide and ferredoxin, which is required for the reduction of CO_2_ to formylmethanofuran (Kaster et al., 2011; Wagner et al., 2017). This coupling mechanism together with the anaplerotic reaction catalyzed by energy converting hydrogenase (Lie et al., 2012) completes the reduction of CO_2_ to methane in a full cycle (i.e., the Wolfe cycle), with ferredoxin coupling the first and last steps (Kaster et al., 2011; Thauer, 2012). The presence of a multienzyme supercomplex in *Methanococcus maripaludis*, comprising not only Hdr and Vhu (equivalent to Mvh in *M. conradii*) but also Fwd and Fdh, indicates that ferredoxin pools are probably compartmentalized and formate dehydrogenase is directly involved in this process (Costa et al., 2010; Thauer, 2012). 

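Within each library, the log2 counts of *fdhA* and *fdhB* (Mtc_2125 and Mtc_2124) were compared with those of the 5 *mvh* genes, which encode the F_420_-non-reducing hydrogenase. The difference went from -0.23 ± 0.211 in monoculture to 1.92 ± 0.0448 in coculture (SD, n = 4), so that *fdh* gained 2.15 over *mvh* on the log2 scale (exact two-sided permutation test, p = 0.029, adjusted p = 0.029 over 6 comparisons). None of the 5 *mvh* genes was itself higher, with 0.78 in *mvhA-1* (Mtc_0109), whose level was 647 ± 56.0 CPM in monoculture and 1111 ± 2.72 CPM in coculture (0 when adjusted over the list alone). In monoculture replicate 1 the difference was 0.09, against -0.36 to -0.32 in the other 3.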

We found that the transcription of Fdh coding genes was upregulated under coculture condition to a significantly greater extent than that of Mvh genes. Therefore, it is probable that formate donates electrons to the electron bifurcation Mvh-Hdr complex via Fdh in *M. conradii*, similarly as in *M. maripaludis*. The *M. conradii* genome predicts the presence of a large transcript unit comprising genes coding for Hdr, Fwd and a subunit of Mvh (Lyu and Lu, 2015). The transcriptome analysis disclosed that this cluster was transcribed indeed as a single unit in *M. conradii* (Figure S9 and Table S5) and was significantly upregulated in coculture (Figure 2 and Table 2). Comparative genomics indicates that the large transcript unit comprising Hdr and Fwd is only present in *Methanocella* strains among all methanogens known to date (Lyu and Lu, 2015). This feature may make *Methanocella* unique for constituting the Wolfe cycle and assembling its bifurcating multienzyme complex, and thus optimize energy conservation. Optimized energy conservation in *Methanocella* may be the reason for the extraordinary adaption to H_2_-limiting conditions (Lu et al., 2005) and the ability to outcompete other methanogens for forming a syntrophic relationship with fatty acid oxidizing bacteria (Sakai et al., 2007; Liu P. et al., 2011; Rui et al., 2011; Gan et al., 2012).

### Formate as a mediator for interspecies electron transfer

It has been assumed that *P. thermopropionicum* is not likely to use formate as electron mediator for syntrophic growth with methanogens (Imachi et al., 2002). Indeed, *M. conradii* in pure culture cannot grow on formate alone (Lü and Lu, 2012). In the present experiment, however, we found that the cytoplasmic Fdh II in *P. thermopropionicum* was upregulated to a significantly greater extent than any of its cytoplasmic Fe-H_2_ases. Similarly, the membrane bound Fdh I was also upregulated (albeit not significantly) while its H_2_ase counterparts appeared to be downregulated under syntrophic condition. 

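Fdh II (5 genes) rose more than Fe-H_2_ase III (3 genes) within the libraries of *P. thermopropionicum*. The difference of their mean log2 counts went from -4.90 ± 0.160 in monoculture to -1.87 ± 0.610 in coculture (SD, n = 4), a gain of 3.04 for Fdh II. Every coculture library lay above every monoculture library (exact two-sided permutation test, p = 0.029, adjusted p = 0.029 over 6 comparisons). Even so, Fe-H_2_ase III remained the more abundant in coculture, with 37107 CPM over its genes against 17987 CPM for Fdh II. The difference from Fe-H_2_ases I and II, whose genes did not rise, was not tested in this way. The paper proposes that formate took part in interspecies electron transfer, from the larger rise of Fdh II and the response of Fdh in *M. conradii*. It also draws on the trends of Fdh I and its hydrogenase counterparts and on earlier work with *M. conradii*. In its coculture experiments, added formate halted propionate oxidation, while added H_2_/CO_2_ had very little effect. 

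**Figure D3:**
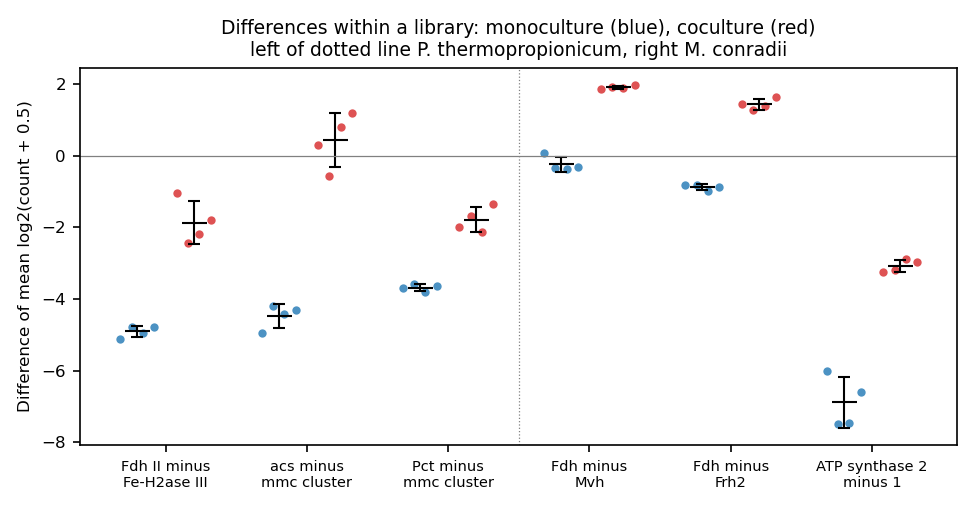
Difference of the mean log2(count + 0.5) between 2 gene groups within each library (y axis, log2), for 6 pairs of groups, in monoculture (blue) and coculture (red), with mean and SD over 4 libraries. In each pair all coculture points lie above all monoculture points.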

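The formate dehydrogenase genes of *M. conradii* gained 2.31 on the log2 scale over the 4 genes of its most abundant F_420_-reducing hydrogenase (Mtc_2127 to Mtc_2130) within libraries. The difference of mean log2 counts went from -0.87 ± 0.0828 in monoculture to 1.45 ± 0.151 in coculture (SD, n = 4; exact two-sided permutation test, p = 0.029, adjusted p = 0.029 over 6 comparisons). By this mean per gene, not corrected for gene length, the hydrogenase genes had more counts in monoculture, and *fdhA* and *fdhB* had more in coculture. Summed CPM were 12800 for the hydrogenase genes and 3278 for *fdhA* and *fdhB* in monoculture, and 18030 and 22744 in coculture.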

Coincidently, Fdh in *M. conradii* was upregulated in coculture to a greater extent than both F_420_-reducing (Frh) and F_420_-non-reducing hydrogenases (Mvh). Our experiments showed that the addition of formate to an active coculture suppressed the syntrophic activity immediately (Figure 3B). It took a substantial time lag before the coculture resumed its activity even though formate was already consumed. On the contrary, the addition of H_2_ instead of formate resulted in very little effect (Figure 3C). Notably, the addition of H_2_ together with formate caused inhibition but not as significant as formate alone. H_2_ did not result in an additional negative effect but instead accelerated the consumption of formate by *M. conradii* and pushed the recovery of syntrophic activity (Figure 3D). Taken together, our study suggests that formate played an important role in interspecies electron transfer between *P. thermopropionicum* and *M. conradii*. This conclusion is supported by our previous observation that the expression of a gene coding for the alpha subunit of Fdh in *M. conradii* is upregulated under syntrophic conditions and *M. conradii*, albeit not using formate alone, used formate in the presence of H_2_ (Liu et al., 2014). A previous study showed that H_2_ was essential for *M. maripaludis* to grow on formate where H_2_ was either produced internally (from formate) or supplied externally (Lie et al., 2012). This essentiality was considered to be associated with the need for the activity of a membrane bound energy-converting hydrogenase (Eha). Whether a similar mechanism works in *M. conradii* deserves further investigations.

Despite the importance of formate, a role of H_2_ for interspecies electron transfer cannot be ruled out. Genes coding for hydrogenases in both *P. thermopropionicum* (Fe-H_2_ase III in particular) and *M. conradii* (Mvh and Frh) were actively transcribed. Production and consumption of H_2_ occurred simultaneously during syntrophic growth (Figure 3). Syntrophic growth was not inhibited by high partial pressure of H_2_ might be due to diffusion limits under static culture conditions. We assume that optimal syntrophic growth requires both formate and H_2_ for interspecies electron transfer in coculture. The necessity of formate together with H_2_ was also demonstrated in *Syntrophobacter fumaroxidans* (Dong et al., 1994; Dong and Stams, 1995; Worm et al., 2011a,b; Sedano-Núñez et al., 2018).

### Other possible mechanisms

Additional mechanisms, such as signal transduction by flagella or amino acid transport, may be important for syntrophic interactions between *P. thermopropionicum* and *M. conradii*. Flagella are considered allowing syntrophic bacteria to effectively interact with their methanogen partners (Ishii et al., 2006; Krumholz et al., 2015). The flagellar cap protein (FliD) apparently induces signal transduction between *P. thermopropionicum* and *M. thermautotrophicus* (Shimoyama et al., 2009). 

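Of 29 flagellum genes in the supplementary sheet, *fliD*, *fliC* and *fliO* (PTH_2077) rose in coculture, none fell and 26 did not pass both thresholds (3 when adjusted over the list alone, in a sheet drawn up by the study). *fliO*, which belongs to the export apparatus, rose from 71.1 ± 5.49 CPM in monoculture to 146 ± 4.05 CPM in coculture (SD, n = 4), a log2 fold change of 1.04 (standard error 0.09, adjusted p = 4.60e-06), and the anti-sigma factor gene *flgM* (PTH_2114) was lowest at -0.70. The median of the 29 genes was 0.37, and the set test camera gave an adjusted p = 0.604 with an estimated correlation. The call of *fliO* was lost without coculture replicate 2, 3 or 4 (0.98, 0.97 and 0.97), and 6 flagellum genes were higher with upper-quartile scaling and 2 with total-count scaling. From the rise of flagellum genes, *fliD* above all, the paper proposes a part of the flagellum in syntrophic growth.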

Our transcriptome analysis showed that transcription of flagellum biosynthesis genes (especially FliD coding gene) was markedly enhanced in coculture suggesting its implication for syntrophic growth.

Transcriptome analysis also showed that the abundance of ammonium transporters was exceptionally low while amino acid transporter coding genes were upregulated, indicating that *P. thermopropionicum* may rely on amino acid uptake. This is consistent with proteomic analyses in which a subunit of the branched-chain amino acid ABC transporter was the major soluble protein under coculture conditions (Kosaka et al., 2006). 

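Further amino acid transporter genes that rose were PTH_2290, from 8.24 ± 0.888 CPM in monoculture to 22.0 ± 6.76 CPM in coculture (SD, n = 4), a log2 fold change of 1.42 (standard error 0.22, adjusted p = 2.04e-04), and PTH_2296, with one of 1.45 (standard error 0.20, adjusted p = 9.16e-05). The transporter gene with the lowest change was PTH_2280, with 28.8 ± 4.37 CPM in monoculture and 17.5 ± 4.96 CPM in coculture, a log2 fold change of -0.69 that does not reach the fold threshold. From the low level of the ammonium transporter and the rise of amino acid transporters, the paper proposes that *P. thermopropionicum* may rely on amino acid uptake.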

The importance of amino acid transport for syntrophic conditions is also in line with the previous observation that *P. thermopropionicum* can grow syntrophically with *M. thermautotrophicus* in the absence of yeast extract but requires yeast extract in monoculture (Kato et al., 2009). Transfer of amino acids has also been proposed for a syntrophic coculture of *Desulfovibrio vulgaris* and *M. maripaludis* (Walker et al., 2012). Exchange of amino acids may be an evolutionarily optimizing strategy to reduce the biosynthetic burden while promoting the cooperative interactions between different bacteria in the microbiome (Mee et al., 2014). We hypothesize that amino acid transfer from *M. conradii* to *P. thermopropionicum* compensates the low free energy gain during propionate degradation.

## Conclusions

Our coculture experiments and transcriptome analyses disclosed several aspects of coordinated metabolic shifts in both *P. thermopropionicum* and *M. conradii* to cope with syntrophic growth. Firstly, both organisms tended to decrease energy-consuming biosynthesis pathways and enhance energy-generating catabolic pathways. This strategy is in accordance with the reduced growth rate of both organisms in coculture compared to monoculture. Secondly, genes coding for flavin-based electron bifurcation/confurcation systems were substantially upregulated in *P. thermopropionicum* and *M. conradii* under coculture condition. Fdh-based multienzyme complex might be formed in addition to the Mvh-Hdr complex in *M. conradii* for electron bifurcation. This study shows the importance of electron bifurcation/confurcation for syntrophic partners to maximize their energy conservation. Thirdly, formate was found to act besides H_2_ as an important mediator for interspecies electron transfer between the two syntrophic partners and possibly renders syntrophic propionate oxidation more efficient. Previously studies only revealed the utilization of formate by *M. conradii* in monoculture in the presence of H_2_ and the capacity of *P. thermopropionicum* to produce formate for the recycling of redox mediators (e.g., NADH) during syntrophic propionate oxidation was unclear. The transcriptome analysis also indicated that additional mechanisms like the flagellum mediated signal transduction and amino acids exchange was important for syntrophic growth. Apparently, *P. thermopropionicum* and *M. conradii*, when growing syntrophically, are employing multiple mechanisms for optimizing their cooperation under energy limitation condition. Syntrophic interactions under *in situ* conditions, however, may be even more complicated. Redundant copies of functional genes like multiple cytoplasmic and membrane-bound hydrogenases are present in both *P. thermopropionicum* and *M. conradii* genomes. How these different gene products coordinate and work together under varying environmental conditions shall deserve further investigations.

## Author contributions

PL and YL designed the experiment. PL performed the experiment and analyzed data. PL and YL wrote the main manuscript. PL and YL revised and approved the final version of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AhringB. K.WestermannP. (1988). Product inhibition of butyrate metabolism by acetate and hydrogen in a thermophilic coculture. Appl. Environ. Microbiol. 54, 2393–2397. 1634775110.1128/aem.54.10.2393-2397.1988PMC204269

[B2] AndersS.PylP. T.HuberW. (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics 31, 166–169. 10.1093/bioinformatics/btu63825260700PMC4287950

[B3] AngelR.ClausP.ConradR. (2012). Methanogenic archaea are globally ubiquitous in aerated soils and become active under wet anoxic conditions. ISME J. 6, 847–862. 10.1038/ismej.2011.14122071343PMC3309352

[B4] AngelR.MatthiesD.ConradR. (2011). Activation of methanogenesis in arid biological soil crusts despite the presence of oxygen. PLoS ONE 6:e20453. 10.1371/journal.pone.002045321655270PMC3105065

[B5] AschenbachK.ConradR.RehákováK.DoleŽalJ.JanatkováK.AngelR. (2013). Methanogens at the top of the world: occurrence and potential activity of methanogens in newly deglaciated soils in high-altitude cold deserts in the Western Himalayas. Front. Microbiol. 4:359. 10.3389/fmicb.2013.0035924348469PMC3847552

[B6] BuckelW.ThauerR. K. (2013). Energy conservation via electron bifurcating ferredoxin reduction and proton/Na^+^ translocating ferredoxin oxidation. Biochim. Biophys. Acta Bioener. 1827, 94–113. 10.1016/j.bbabio.2012.07.00222800682

[B7] BuckelW.ThauerR. K. (2018). Flavin-based electron bifurcation, a new mechanism of biological energy coupling. Chem. Rev. 118, 3862–3886. 10.1021/acs.chemrev.7b0070729561602

[B8] ConradR. (1999). Contribution of hydrogen to methane production and control of hydrogen concentrations in methanogenic soils and sediments. FEMS Microbiol. Ecol. 28, 193–202. 10.1111/j.1574-6941.1999.tb00575.x

[B9] ConradR.ErkelC.LiesackW. (2006). Rice Cluster I methanogens, an important group of Archaea producing greenhouse gas in soil. Curr. Opin. Biotechnol. 17, 262–267. 10.1016/j.copbio.2006.04.00216621512

[B10] CostaK. C.WongP. M.WangT.LieT. J.DodsworthJ. A.SwansonI.. (2010). Protein complexing in a methanogen suggests electron bifurcation and electron delivery from formate to heterodisulfide reductase. Proc. Natl. Acad. Sci. U.S.A. 107, 11050–11055. 10.1073/pnas.100365310720534465PMC2890747

[B11] de BokF. A.StamsA. J.DijkemaC.BooneD. R. (2001). Pathway of propionate oxidation by a syntrophic culture of *Smithella propionica* and *Methanospirillum hungatei*. Appl. Environ. Microbiol. 67, 1800–1804. 10.1128/AEM.67.4.1800-1804.200111282636PMC92800

[B12] de BokF. A. M.PluggeC. M.StamsA. J. M. (2004). Interspecies electron transfer in methanogenic propionate degrading consortia. Water. Res. 38, 1368–1375. 10.1016/j.watres.2003.11.02815016514

[B13] DongX.PluggeC. M.StamsA. J. M. (1994). Anaerobic degradation of propionate by a mesophilic acetogenic bacterium in coculture and triculture with different methanogens. Appl. Environ. Microbiol. 60, 2834–2838. 1634935010.1128/aem.60.8.2834-2838.1994PMC201730

[B14] DongX.StamsA. J. (1995). Evidence for H_2_ and formate formation during syntrophic butyrate and propionate degradation. Anaerobe 1, 35–39. 10.1016/S1075-9964(95)80405-616887505

[B15] EnokiM.ShinzatoN.SatoH.NakamuraK.KamagataY. (2011). Comparative proteomic analysis of *Methanothermobacter themautotrophicus* ΔH in pure culture and in co-culture with a butyrate-oxidizing bacterium. PLoS ONE 6:e24309. 10.1371/journal.pone.002430921904627PMC3164167

[B16] GanY.QiuQ.LiuP.RuiJ.LuY. (2012). Syntrophic oxidation of propionate in rice field soil at 15 and 30°C under methanogenic conditions. Appl. Environ. Microbiol. 78, 4923–4932. 10.1128/AEM.00688-1222582054PMC3416378

[B17] GiannoukosG.CiullaD. M.HuangK.HaasB. J.IzardJ.LevinJ. Z.. (2012). Efficient and robust RNA-Seq process for cultured bacteria and complex community transcriptomes. Genome Biol. 13:R23. 10.1186/gb-2012-13-3-r2322455878PMC3439974

[B18] GlissmannK.ConradR. (2000). Fermentation pattern of methanogenic degradation of rice straw in anoxic paddy soil. FEMS Microbiol. Ecol. 31, 117–126. 10.1111/j.1574-6941.2000.tb00677.x10640665

[B19] GoodchildA.RafteryM.SaundersN. F.GuilhausM.CavicchioliR. (2005). Cold adaptation of the antarctic archaeon, *Methanococcoides burtonii* assessed by proteomics using ICAT. J. Proteome Res. 4, 473–480. 10.1021/pr049760p15822924

[B20] HendricksonE. L.HaydockA. K.MooreB. C.WhitmanW. B.LeighJ. A. (2007). Functionally distinct genes regulated by hydrogen limitation and growth rate in methanogenic Archaea. Proc. Natl. Acad. Sci. U.S.A. 104, 8930–8934. 10.1073/pnas.070115710417502615PMC1885605

[B21] HerrmannG.JayamaniE.MaiG.BuckelW. (2008). Energy conservation via electron-transferring flavoprotein in anaerobic bacteria. J. Bacteriol. 190, 784–791. 10.1128/JB.01422-0718039764PMC2223574

[B22] HrdlickovaR.ToloueM.TianB. (2017). RNA-Seq methods for transcriptome analysis. Wiley Interdiscip. Rev. RNA 8:e1364. 10.1002/wrna.136427198714PMC5717752

[B23] ImachiH.SekiguchiY.KamagataY.HanadaS.OhashiA.HaradaH. (2002). *Pelotomaculum thermopropionicum* gen. nov., sp nov., an anaerobic, thermophilic, syntrophic propionate-oxidizing bacterium. Int. J. Syst. Evol. Microbiol. 52, 1729–1735. 10.1099/00207713-52-5-172912361280

[B24] IshiiS.KosakaT.HoriK.HottaY.WatanabeK. (2005). Coaggregation facilitates interspecies hydrogen transfer between *Pelotomaculum thermopropionicum* and *Methanothermobacter thermautotrophicus*. Appl. Environ. Microbiol. 71, 7838–7845. 10.1128/AEM.71.12.7838-7845.200516332758PMC1317437

[B25] IshiiS.KosakaT.HottaY.WatanabeK. (2006). Simulating the contribution of coaggregation to interspecies hydrogen fluxes in syntrophic methanogenic consortia. Appl. Environ. Microbiol. 72, 5093–5096. 10.1128/AEM.00333-0616820513PMC1489340

[B26] JamesK. L.Ríos-HernándezL. A.WoffordN. Q.MouttakiH.SieberJ. R.SheikC. S.. (2016). Pyrophosphate-dependent ATP formation from Acetyl Coenzyme A in *Syntrophus aciditrophicus*, a new twist on ATP formation. mBio 7:e01208-16. 10.1128/mBio.01208-1627531911PMC4992975

[B27] KasterA. K.MollJ.PareyK.ThauerR. K. (2011). Coupling of ferredoxin and heterodisulfide reduction via electron bifurcation in hydrogenotrophic methanogenic archaea. Proc. Natl. Acad. Sci. U.S.A. 108, 2981–2986. 10.1073/pnas.101676110821262829PMC3041090

[B28] KatoS.KosakaT.WatanabeK. (2008). Comparative transcriptome analysis of responses of *Methanothermobacter thermautotrophicus* to different environmental stimuli. Environ. Microbiol. 10, 893–905. 10.1111/j.1462-2920.2007.01508.x18036179

[B29] KatoS.KosakaT.WatanabeK. (2009). Substrate-dependent transcriptomic shifts in *Pelotomaculum thermopropionicum* grown in syntrophic co-culture with *Methanothermobacter thermautotrophicus*. Microb. Biotechnol. 2, 575–584. 10.1111/j.1751-7915.2009.00102.x21255290PMC3815365

[B30] KosakaT.KatoS.ShimoyamaT.IshiiS.AbeT.WatanabeK. (2008). The genome of *Pelotomaculum thermopropionicum* reveals niche-associated evolution in anaerobic microbiota. Genome Res. 18, 442–448. 10.1101/gr.713650818218977PMC2259108

[B31] KosakaT.UchiyamaT.IshiiS.EnokiM.ImachiH.KamagataY.. (2006). Reconstruction and regulation of the central catabolic pathway in the thermophilic propionate-oxidizing syntroph *Pelotomaculum thermopropionicum*. J. Bacteriol. 188, 202–210. 10.1128/JB.188.1.202-210.200616352836PMC1317604

[B32] KrumholzL. R.BradstockP.SheikC. S.DiaoY.GaziogluO.GorbyY.. (2015). Syntrophic growth of *Desulfovibrio alaskensis* requires genes for H_2_ and formate metabolism as well as those for flagellum and biofilm formation. Appl. Environ. Microbiol. 81, 2339–2348. 10.1128/AEM.03358-1425616787PMC4357941

[B33] LüZ.LuY. (2012). Methanocella conradii sp. nov., a thermophilic, obligate hydrogenotrophic methanogen, isolated from Chinese rice field soil. PLoS ONE 7:e35279 10.1371/journal.pone.0035279PMC332844022530002

[B34] LyuZ.LuY. (2015). Comparative genomics of three *Methanocellales* strains reveal novel taxonomic and metabolic features. Environ. Microbiol. Rep. 7, 526–537. 10.1111/1758-2229.1228325727385

[B35] LedbetterR. N.Garcia CostasA. M.LubnerC. E.MulderD. W.Tokmina-LukaszewskaM.ArtzJ. H.. (2017). The electron bifurcating FixABCX protein complex from *Azotobacter vinelandii*: generation of low-potential reducing equivalents for nitrogenase catalysis. Biochemistry 56, 4177–4190. 10.1021/acs.biochem.7b0038928704608PMC7610252

[B36] LevinJ. Z.YassourM.AdiconisX.NusbaumC.ThompsonD. A.FriedmanN.. (2010). Comprehensive comparative analysis of strand-specific RNA sequencing methods. Nat. Methods 7, 709–715. 10.1038/nmeth.149120711195PMC3005310

[B37] LiH.DurbinR. (2009). Fast and accurate short read alignment with Burrows–Wheeler transform. Bioinformatics 25, 1754–1760. 10.1093/bioinformatics/btp32419451168PMC2705234

[B38] LiH.HandsakerB.WysokerA.FennellT.RuanJ.HomerN.. (2009). The sequence alignment/map format and SAMtools. Bioinformatics 25, 2078–2079. 10.1093/bioinformatics/btp35219505943PMC2723002

[B39] LieT. J.CostaK. C.LupaB.KorpoleS.WhitmanW. B.LeighJ. A. (2012). Essential anaplerotic role for the energy-converting hydrogenase Eha in hydrogenotrophic methanogenesis. Proc. Natl. Acad. Sci. U.S.A. 109, 15473–15478. 10.1073/pnas.120877910922872868PMC3458328

[B40] LiuF.ConradR. (2010). *Thermoanaerobacteriaceae* oxidize acetate in methanogenic rice field soil at 50°C. Environ. Microbiol. 12, 2341–2354. 10.1111/j.1462-2920.2010.02289.x21966924

[B41] LiuH.WangJ.WangA.ChenJ. (2011). Chemical inhibitors of methanogenesis and putative applications. Appl. Microbiol. Biotechnol. 89, 1333–1340. 10.1007/s00253-010-3066-521193988

[B42] LiuL.HuN.WangB.ChenM.WangJ.TianZ. (2011). A brief utilization report on the Illumina HiSeq 2000 sequencer. Mycology 2, 169–191. 10.1080/21501203.2011.615871

[B43] LiuP.QiuQ.LuY. (2011). *Syntrophomonadaceae*-affiliated species as active butyrate-utilizing syntrophs in paddy field soil. Appl. Environ. Microbiol. 77, 3884–3887. 10.1128/AEM.00190-1121460111PMC3127591

[B44] LiuP.YangY.LüZ.LuY. (2014). Response of a paddy soil methanogen to syntrophic growth as revealed by transcriptional analyses. Appl. Environ. Microbiol. 80, 4668–4676. 10.1128/AEM.01259-1424837392PMC4148802

[B45] LoseyN. A.MusF.PetersJ. W.LeH. M.McinerneyM. J. (2017). *Syntrophomonas wolfei* uses a NADH-dependent, ferredoxin-independent, [FeFe]-hydrogenase to reoxidize NADH. Appl. Environ. Microbiol. 83, e01335-17. 10.1128/AEM.01335-1728802265PMC5626996

[B46] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-Seq data with DESeq2. Genome Biol. 15, 550. 10.1186/s13059-014-0550-825516281PMC4302049

[B47] LuY.LuedersT.FriedrichM. W.ConradR. (2005). Detecting active methanogenic populations on rice roots using stable isotope probing. Environ. Microbiol. 7, 326–336. 10.1111/j.1462-2920.2005.00697.x15683393

[B48] LuedersT.PommerenkeB.FriedrichM. W. (2004). Stable-isotope probing of microorganisms thriving at thermodynamic limits: syntrophic propionate oxidation in flooded soil. Appl. Environ. Microbiol. 70, 5778–5786. 10.1128/AEM.70.10.5778-5786.200415466514PMC522077

[B49] McGettiganP. A. (2013). Transcriptomics in the RNA-Seq era. Curr. Opin. Chem. Biol. 17, 4–11. 10.1016/j.cbpa.2012.12.00823290152

[B50] McInerneyM. J.SieberJ. R.GunsalusR. P. (2009). Syntrophy in anaerobic global carbon cycles. Curr. Opin. Biotechnol. 20, 623–632. 10.1016/j.copbio.2009.10.00119897353PMC2790021

[B51] McInerneyM. J.StruchtemeyerC. G.SieberJ.MouttakiH.StamsA. J.SchinkB.. (2008). Physiology, ecology, phylogeny, and genomics of microorganisms capable of syntrophic metabolism. Ann. N. Y. Acad. Sci. 1125, 58–72. 10.1196/annals.1419.00518378587

[B52] MeeM. T.CollinsJ. J.ChurchG. M.WangH. H. (2014). Syntrophic exchange in synthetic microbial communities. Proc. Natl. Acad. Sci. U.S.A. 111, E2149–E2156. 10.1073/pnas.140564111124778240PMC4034247

[B53] MüllerN.WormP.SchinkB.StamsA. J.PluggeC. M. (2010). Syntrophic butyrate and propionate oxidation processes: from genomes to reaction mechanisms. Environ. Microbiol. Rep. 2, 489–499. 10.1111/j.1758-2229.2010.00147.x23766220

[B54] NobuM. K.NarihiroT.RinkeC.KamagataY.TringeS. G.WoykeT.. (2015). Microbial dark matter ecogenomics reveals complex synergistic networks in a methanogenic bioreactor. ISME J. 9, 1710–1722. 10.1038/ismej.2014.25625615435PMC4511927

[B55] NöllingJ.ReeveJ. N. (1997). Growth- and substrate-dependent transcription of the formate dehydrogenase (*fdhCAB*) operon in *Methanobacterium thermoformicicum* Z-245. J. Bacteriol. 179, 899–908. 10.1128/jb.179.3.899-908.19979006048PMC178775

[B56] ParkhomchukD.BorodinaT.AmstislavskiyV.BanaruM.HallenL.KrobitschS.. (2009). Transcriptome analysis by strand-specific sequencing of complementary DNA. Nucleic Acids Res. 37, e123. 10.1093/nar/gkp59619620212PMC2764448

[B57] PetersJ. W.MillerA. F.JonesA. K.KingP. W.AdamsM. W. (2016). Electron bifurcation. Curr. Opin. Chem. Biol. 31, 146–152. 10.1016/j.cbpa.2016.03.00727016613

[B58] R Core Team (2016). R: A Language and Environment for Statistical Computing. Vienna: R foundation for statistical computing. Available online at: http://www.r-project.org/

[B59] RothfussF.ConradR. (1993). Thermodynamics of methanogenic intermediary metabolism in littoral sediment of Lake Constance. FEMS Microbiol. Ecol. 12, 265–276. 10.1111/j.1574-6941.1993.tb00039.x

[B60] RuiJ.QiuQ.LuY. (2011). Syntrophic acetate oxidation under thermophilic methanogenic condition in Chinese paddy field soil. FEMS Microbiol. Ecol. 77, 264–273. 10.1111/j.1574-6941.2011.01104.x21470253

[B61] SakaiS.ConradR.LiesackW.ImachiH. (2010). *Methanocella arvoryzae* sp. nov., a hydrogenotrophic methanogen isolated from rice field soil. Int. J. Syst. Evol. Microbiol. 60, 2918–2923. 10.1099/ijs.0.020883-020097796

[B62] SakaiS.ImachiH.HanadaS.OhashiA.HaradaH.KamagataY. (2008). *Methanocella paludicola gen*. nov., sp. nov., a methane-producing archaeon, the first isolate of the lineage 'Rice Cluster I', and proposal of the new archaeal order *Methanocellales* ord. nov. Int. J. Syst. Evol. Microbiol. 58, 929–936. 10.1099/ijs.0.65571-018398197

[B63] SakaiS.ImachiH.SekiguchiY.OhashiA.HaradaH.KamagataY. (2007). Isolation of key methanogens for global methane emission from rice paddy fields: a novel isolate affiliated with the clone cluster rice cluster I. Appl. Environ. Microbiol. 73, 4326–4331. 10.1128/AEM.03008-0617483259PMC1932770

[B64] SakaiS.ImachiH.SekiguchiY.TsengI.-C.OhashiA.HaradaH.. (2009). Cultivation of methanogens under low-hydrogen conditions by using the coculture method. Appl. Environ. Microbiol. 75, 4892–4896. 10.1128/AEM.02835-0819465530PMC2708418

[B65] SchinkB. (1997). Energetics of syntrophic cooperation in methanogenic degradation. Microbiol. Mol. Biol. Rev. 61, 262–280. 918401310.1128/mmbr.61.2.262-280.1997PMC232610

[B66] SchinkB.StamsA. J. M. (2006). Syntrophism among prokaryotes, in Prokaryotes: A Handbook on the Biology of Bacteria, Vol 2, Ecophysiology and Biochemistry, 3rd Edn, eds DworkinM.FalkowS.RosenbergE.SchleiferK. H.StackebrandtE., 309–335.

[B67] SchinkB.MontagD.KellerA.MüllerN. (2017). Hydrogen or formate: alternative key players in methanogenic degradation. Environ. Microbiol. Rep. 9, 189–202. 10.1111/1758-2229.1252428205388

[B68] Sedano-NúñezV. T.BoerenSStamsA. J.PluggeC. M. (2018). Comparative proteome analysis of propionate degradation by *Syntrophobacter fumaroxidans* in pure culture and in coculture with methanogens. Environ. Microbiol. 10.1111/1462-2920.14119PMC594762329611893

[B69] ShimoyamaT.KatoS.IshiiS.WatanabeK. (2009). Flagellum mediates symbiosis. Science 323, 1574–1574. 10.1126/science.117008619299611

[B70] ShresthaP. M.RotaryA. E.SummersZ. M.ShresthaM.LiuF.LovleyD. R. (2013). Transcriptomic and genetic analysis of direct interspecies electron transfer. Appl. Environ. Microbiol. 79, 2397–2404. 10.1128/AEM.03837-1223377933PMC3623256

[B71] SieberJ. R.CrableB. R.SheikC. S.HurstG. B.RohlinL.GunsalusR. P.. (2015). Proteomic analysis reveals metabolic and regulatory systems involved in the syntrophic and axenic lifestyle of *Syntrophomonas wolfei*. Front. Microbiol. 6:115. 10.3389/fmicb.2015.0011525717324PMC4324140

[B72] SieberJ. R.McinerneyM. J.GunsalusR. P. (2012). Genomic insights into syntrophy: the paradigm for anaerobic metabolic cooperation. Annu. Rev. Microbiol. 66, 429–452. 10.1146/annurev-micro-090110-10284422803797

[B73] SieberJ. R.SimsD. R.HanC.KimE.LykidisA.LapidusA. L.. (2010). The genome of *Syntrophomonas wolfei*: new insights into syntrophic metabolism and biohydrogen production. Environ. Microbiol. 12, 2289–2301. 10.1111/j.1462-2920.2010.02237.x21966920

[B74] TatusovR. L.FedorovaN. D.JacksonJ. D.JacobsA. R.KiryutinB.KooninE. V.. (2003). The COG database: an updated version includes eukaryotes. BMC Bioinformatics 4:41. 10.1186/1471-2105-4-4112969510PMC222959

[B75] ThauerR. K. (2012). The Wolfe cycle comes full circle. Proc. Natl. Acad. Sci. U.S.A. 109, 15084–15085. 10.1073/pnas.121319310922955879PMC3458314

[B76] TrapnellC.WilliamsB. A.PerteaG.MortazaviA.KwanG.van BarenM. J.. (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol. 28, 511–515. 10.1038/nbt.162120436464PMC3146043

[B77] UlrichL. E.ZhulinI. B. (2010). The MiST2 database: a comprehensive genomics resource on microbial signal transduction. Nucleic Acids Res. 38, D401–D407. 10.1093/nar/gkp94019900966PMC2808908

[B78] WagnerT.KochJ.ErmlerU.ShimaS. (2017). Methanogenic heterodisulfide reductase (HdrABC-MvhAGD) uses two noncubane [4Fe-4S] clusters for reduction. Science 357, 699–703. 10.1126/science.aan042528818947

[B79] WalkerC. B.Redding-JohansonA. M.BaidooE. E.RajeevL.HeZ.HendricksonE. L.. (2012). Functional responses of methanogenic archaea to syntrophic growth. ISME J. 6, 2045–2055. 10.1038/ismej.2012.6022739494PMC3475374

[B80] WangL.WangS.LiW. (2012). RSeQC: quality control of RNA-Seq experiments. Bioinformatics 28, 2184–2185. 10.1093/bioinformatics/bts35622743226

[B81] WoodG. E.HaydockA. K.LeighJ. A. (2003). Function and regulation of the formate dehydrogenase genes of the methanogenic archaeon *Methanococcus maripaludis*. J. Bacteriol. 185, 2548–2554. 10.1128/JB.185.8.2548-2554.200312670979PMC152622

[B82] WormP.FermosoF. G.StamsA. J.LensP. N.PluggeC. M. (2011a). Transcription of *fdh* and *hyd* in *Syntrophobacter* spp. and *Methanospirillum* spp. as a diagnostic tool for monitoring anaerobic sludge deprived of molybdenum, tungsten and selenium. Environ. Microbiol. 13, 1228–1235. 10.1111/j.1462-2920.2011.02423.x21332622

[B83] WormP.StamsA. J.ChengX.PluggeC. M. (2011b). Growth-and substrate-dependent transcription of formate dehydrogenase and hydrogenase coding genes in *Syntrophobacter fumaroxidans* and *Methanospirillum hungatei*. Microbiology 157, 280–289. 10.1099/mic.0.043927-020884694

# Supplementary material for: Concerted Metabolic Shifts Give New Insights Into the Syntrophic Mechanism Between Propionate-Fermenting Pelotomaculum thermopropionicum and Hydrogenotrophic Methanocella conradii
**Source:** Front Microbiol. 2018 Jul 9;9:1551. doi: 10.3389/fmicb.2018.01551
**Supplement:** Supplementary file 1

Supplementary Methods and Tables

Concerted metabolic shifts give new insights into the syntrophic mechanism between propionate-fermenting *Pelotomaculum thermopropionicum* and hydrogenotrophic *Methanocella conradii*

Pengfei Liu and Yahai Lu

This file contains:

1, Supplementary Methods

2, Supplementary Tables

1, Supplementary Methods

Amplification of intergenic regions of gene cluster for Fwd-Hdr-Mvh complex in M. conradii

DNA/RNA co-extraction, DNA digestion, cDNA synthesis and primer design were carried out as described in the main text. For the amplification of intergenic regions, primer pairs listed in Table S5 were used. Each 50- μ l reaction mixture contained GoTaq® Flexi buffer 10 μ l, MgCl₂, 2.5 mM, dNTPs, 10mM each 1 μ l, forward primer 0.5 μ M, reverse primer 0.5 μ M. Two microliter of DNA free RNA (r), cDNA (c) or genomic DNA (g) were used as templates. Thermo-cycling conditions were 95 °C for 2 min, 25 cycles of 95 °C for 30 s, 58 °C for 30 s, 72 °C for 1 min, 72 °C for 5 min.

2, Supplementary Tables

Table S1 Overview of RNA-seq reads and genome mapping.

Sample	Total<br>reads<br>(Million)	rRNA (%)	Reads mapped to genome (%)		Reads (Million) uniquely mapped to CDS ^a	
			<i>M. conradii</i> ^b	<i>P. thermopropionicum</i> ^c	<i>M. conradii</i> ^b	<i>P. thermopropionicum</i> ^c
PM1	27.5	0.10	0.63	n.a.	n.a.	20.2 (74%)
PM2	25.9	0.10	1.42	n.a.	n.a.	19.7 (76%)
PM3	27.5	0.09	0.67	n.a.	n.a.	21.2 (77%)
PM4	26.0	0.11	1.24	n.a.	n.a.	19.6 (76%)
PMC1	27.7	6.06	n.a.	n.a.	20.0 (71%)	1.9 (6.9%)
PMC2	27.6	5.47	n.a.	n.a.	18.9 (69%)	2.1 (7.8%)
PMC3	26.1	5.65	n.a.	n.a.	16.4 (63%)	3.4 (13.1%)
PMC4	25.6	2.75	n.a.	n.a.	18.3 (71%)	2.4 (9.5%)
MM1	25.7	7.14	n.a.	0.12	20.0 (78%)	n.a.
MM2	27.0	7.77	n.a.	0.11	21.0 (78%)	n.a.
MM3	26.1	5.63	n.a.	0.11	20.5 (79%)	n.a.
MM4	27.3	6.41	n.a.	0.11	21.3 (78%)	n.a.

Abbreviation: rRNA, ribosomal RNA; n.a., not applicable; PM, *P. thermopropionicum*

monoculture; PMC, *P. thermopropionicum* and *M. conradii* coculture; MM, *M. conradii* monoculture.

^areads remaining after the most similar sequences between the two genomes were filtered out by cross mapping, ratio to total reads are shown in parentheses;

^b*M. conradii* genome as reference; c, *P. thermopropionicum* as reference.

Table S2 Library strand specificity analysis by RSeQC.

Sample	1++,1--,<br>2+-,2-+	1+-,1-+,<br>2++,2--	Sample	1++,1--,<br>2+-,2-+	1+-,1-+,<br>2++,2--
<i>P. thermopropionicum</i> genome as reference					
PMCp1	0.1531	**0.8469**	PMp1	0.1315	**0.8686**
PMCp2	0.1584	**0.8416**	PMp2	0.1126	**0.8874**
PMCp3	0.1359	**0.8641**	PMp3	0.1133	**0.8867**
PMCp4	0.1756	**0.8244**	PMp4	0.1166	**0.8834**
<i>M. conradii</i> genome as reference					
PMCm1	0.0284	**0.9716**	MMm1	0.0148	**0.9852**
PMCm2	0.0371	**0.9629**	MMm2	0.0124	**0.9876**
PMCm3	0.0323	**0.9677**	MMm3	0.0126	**0.9874**
PMCm4	0.0372	**0.9628**	MMm4	0.0118	**0.9882**

PMp, dataset of *P. thermopropionicum* monoculture; PMCp, dataset of syntrophic coculture mapped to *P. thermopropionicum* genome; MMm, dataset of *M. conradii* monoculture; and PMCm, dataset of syntrophic coculture mapped to *M. conradii* genome.

For pair-end RNA-seq, there are two different ways to strand reads (such as Illumina ScriptSeq protocol):

1. 1++, 1--, 2+-, 2-+

read1 mapped to '+' strand indicates parental gene on '+' strand
read1 mapped to '-' strand indicates parental gene on '-' strand
read2 mapped to '+' strand indicates parental gene on '-' strand
read2 mapped to '-' strand indicates parental gene on '+' strand

2. 1+-, 1-+, 2++, 2--

read1 mapped to '+' strand indicates parental gene on '-' strand
read1 mapped to '-' strand indicates parental gene on '+' strand
read2 mapped to '+' strand indicates parental gene on '+' strand
read2 mapped to '-' strand indicates parental gene on '-' strand

Here, the vast majority was explained by the second way "1+-, 1-+, 2++, 2--", suggesting a strand-specific dataset.

Table S3 Pearson correlation of mapped reads between biological replicates.

PMp	1	2	3	4	MMm	1	2	3	4
1	1.000	0.987	0.987	0.988	1	1.000	0.989	0.989	0.989
2		1.000	0.995	0.995	2		1.000	0.989	0.990
3			1.000	0.994	3			1.000	0.994
4				1.000	4				1.000
PMCp	1	2	3	4	PMCm	1	2	3	4
1	1.000	0.960	0.973	0.958	1	1.000	0.988	0.991	0.986
2		1.000	0.957	0.952	2		1.000	0.983	0.981
3			1.000	0.969	3			1.000	0.991
4				1.000	4				1.000

PMp, dataset of *P. thermopropionicum* monoculture; PMCp, dataset of syntrophic coculture mapped to *P. thermopropionicum* genome; MMm, dataset of *M. conradii* monoculture; and PMCm, dataset of syntrophic coculture mapped to *M. conradii* genome.

Table S4 qRT-PCR primers for RNA-seq data validation used in this study.

Gene	Locus_tag	Gene products	Primer Name	Primer Sequence (5'-3')
**qRT-PCR primers for <i>M. conradii</i>**				
16S rRNA	Mtc_r6	--	H16S-F	TACCGTGAGGCGTCCTGTAAAG
			H16S-R	GCCAGCAGTCTCCACAGTGTA
<i>rpoA1</i>	Mtc_2146	DNA-directed RNA polymerase, subunit A'	HRpoA1F	TGCGAGAACTGCGAGGTCTG
			HRpoA1R	TGTCCACTATCTTGCCGCTGAA
<i>echE</i>	Mtc_0802	Ech hydrogenase subunit E	echE-F	GGATAGAGCCTCTCCGCTTGAA
			echE-R	TAGCACACACCCTCTCCGAAAG
<i>fwdB</i>	Mtc_2470	Formylmethanofuran dehydrogenase subunit B	fwdB-F	GGAGGATGGCACCACTGAGTT
			fwdB-R	TCGCACGACGTTGAAGACCA
<i>mcrA</i>	Mtc_0908	Methyl-coenzyme M reductase, alpha subunit	mcrA-F	ATCTGGCTCGGCTCCTACATG
			mcrA-R	GGCTTGGTCGGCATCTTGTA
<i>fdhA</i>	Mtc_2125	Formate dehydrogenase, alpha subunit (F420)	fdhA-F	AATATGCCTGCTCGCCCAGAA
			fdhA-R	TCGGAGCCTCTCGTAGGTCAT
<i>acs1</i>	Mtc_1904	Acetyl-CoA synthetases/AMP-(fatty) acid ligase	Hacs1F	AGATGACGGTGGCGATAGGC
			Hacs1R	ACAGGGCTTACCATCGGCATT
<i>acs2</i>	Mtc_2228	Acetyl-CoA synthetase/AMP-(fatty) acid ligase	Hacs2F	TGGACAGCCTGAGGTACATCAC
			HRpoA1R	CCGTCTCCGTCATCCAGTAGTT
**qRT-PCR primers for <i>P. thermopropionicum</i>**				
16S rRNA	PTH_r004	--	P16SF	CGTGGATAACCTGCCTGTCAGA
			P16SR	TCCGTTACACCGCCAACTAGC
<i>rpoC</i>	PTH_0313	DNA-directed RNA polymerase, beta' subunit/160 kD subunit	PRpoCF	CGCAAGGTAATCGGCATCTGG
			PRpoCR	CTGACGGATCTGCTGGATGTTG
<i>nuoF</i>	PTH_2648	NADH:ubiquinone oxidoreductase, NADH-binding 51 kD subunit	PnuoFF	AGCAGGTGCGTTTCGGTAACT
			PnuoFR	CGATAATTGCCTGACGGTCCAT
<i>sdhA</i>	PTH_1017	Succinate dehydrogenase/fumarate reductase, flavoprotein subunit	PsdhA1F	GGCGTTGTTCTCTTGCCAAT
			PsdhA1R	GGGCTCGTAGTCGGGCATAA

<i>mmcE</i>	PTH_1361	Methylmalonyl-CoA mutase, N-terminal domain/subunit	PmmcEF	CACAGCCGAAGAAACCAACCA
			PmmcER	GCAACGCCAACCTTACCGATT
<i>sfcA</i>	PTH_2899	Malic enzyme	PsfcAF	GTCGCAGTTGCTGGACATACC
			PsfcAR	CCCGCTGATTACCACCCTGA
<i>RAD55</i>	PTH_0748	RecA-superfamily ATPase	PradF	GGTACGATCCTGCTCAAGTCCA
			PradR	ATGCCTGAGTCACCGATCTCG
<i>pckA</i>	PTH_1008	Phosphoenolpyruvate carboxykinase	PPckAF	TGTCGCCGAACGCCATACTT
			PPckAR	CGCCTTGTCCAGGTCGATTCT

Table S5 Primers for the amplification of intergenic regions of gene cluster for Fwd-Hdr-Mvh complex in *M. conradii*.

Region	Primer Name	Primer Sequence (5'-3')
fwdF::fwdG	inter1F	GCGGTCGTGGTCAATGAGGA
	inter1R	CGCCACAATACGAGCACTTCTT
hrC2::fwdF	inter2F	GCTTTACATCCC GCCAGTTGAG
	inter2R	AGCACGTCGAGCAGTACCATAT
hdrB3::hdrC2	inter3F	GCCGCTGTGGAAGGTGGTAA
	inter3R	TTAAGCCTCTCGTTCACGTCGT
hdrA2::hdrB3	inter4F	TCCGTTCTGTACCTCCAGTTC
	inter4R	CGAGCAAGCAGCCACCACTA
mvhD::hdrA2	inter5F	GCGTGAACGATGCCATGTGTAA
	inter5R	TGAGCCTTCTCGGGTCAATGC
fwdB::fwdD::mvhD	inter6F	TGACGTTCGTCTCGGCATCC
	inter6R	GGCAGACCACATCCGTTACCA
fwdA::fwdB	inter7F	GCATAATCGGCGTAGAGGAGGA
	inter7R	TGCGACGTGCGAGTGGATAT
fwdc::fwdA	inter8F	TCTGGACTAATGCGGTGGATGG
	inter8R	CTTGGCTCCGATGTACTTGACC

# Supplementary material for: Concerted Metabolic Shifts Give New Insights Into the Syntrophic Mechanism Between Propionate-Fermenting Pelotomaculum thermopropionicum and Hydrogenotrophic Methanocella conradii
**Source:** Front Microbiol. 2018 Jul 9;9:1551. doi: 10.3389/fmicb.2018.01551
**Supplement:** Supplementary file 3

Supplementary Figures

Concerted metabolic shifts give new insights
into the syntrophic mechanism between
propionate-fermenting *Pelotomaculum*
thermopropionicum and hydrogenotrophic
Methanocella conradii

Pengfei Liu and Yahai Lu

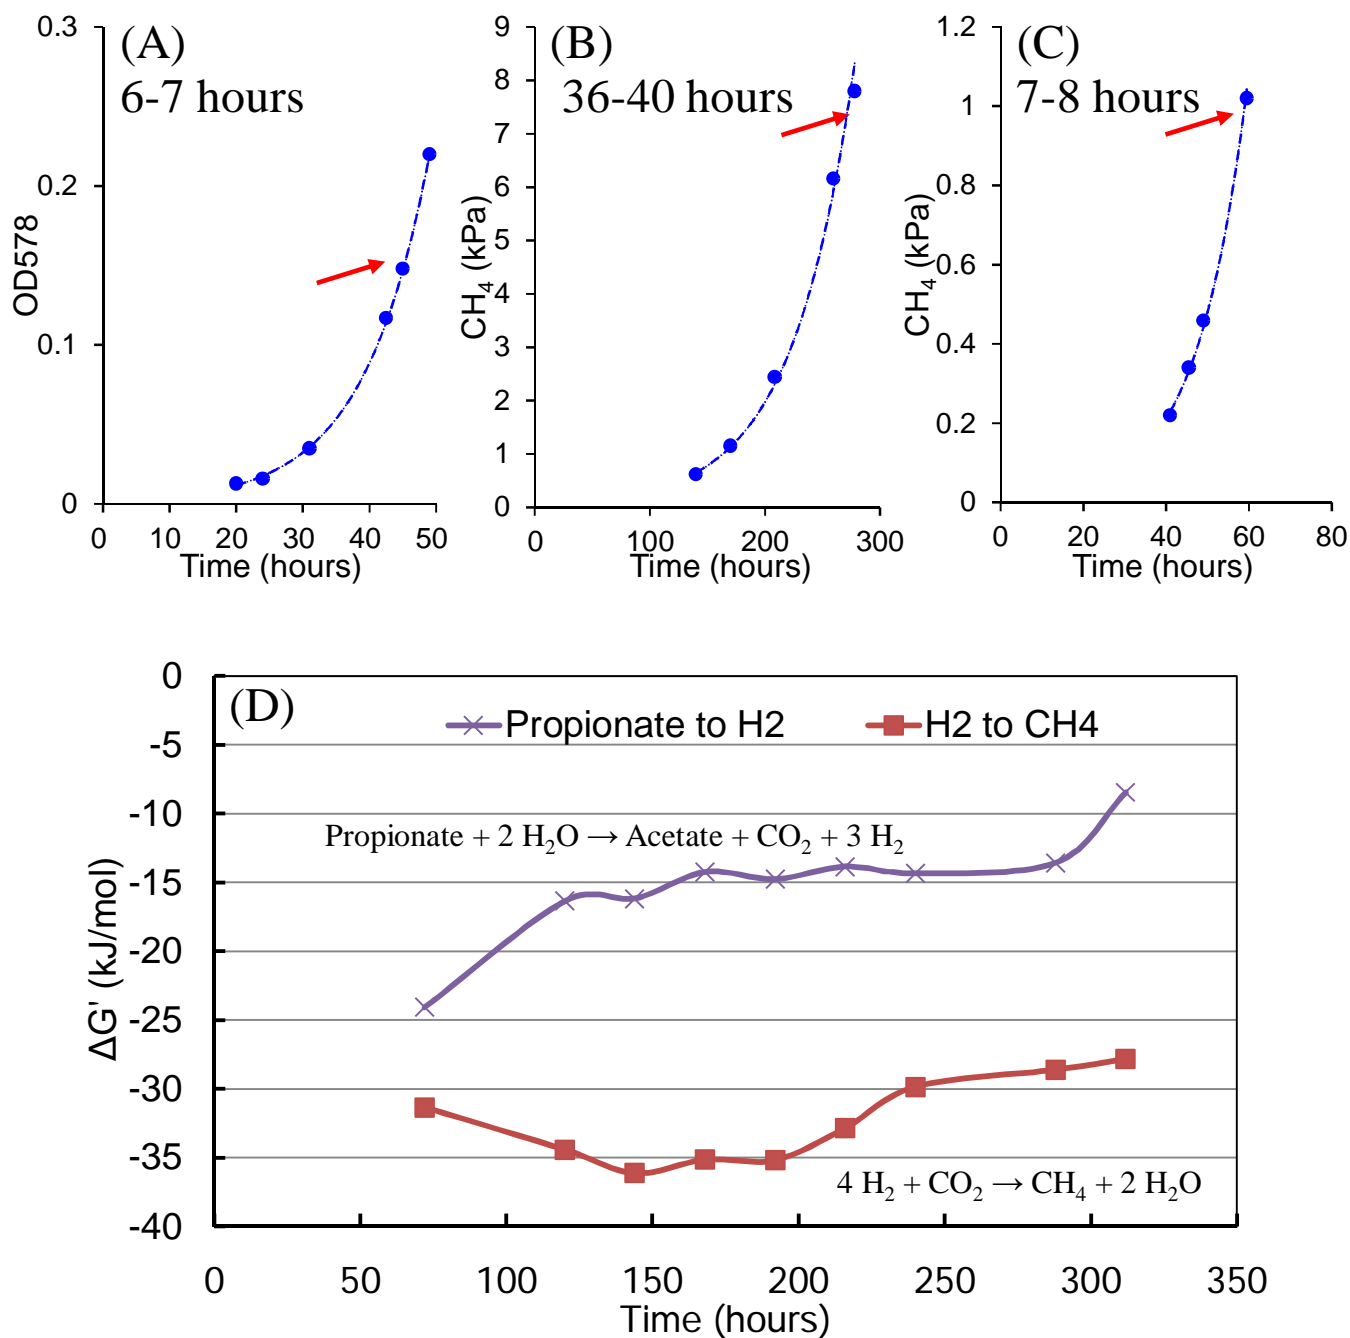

Figure S1 Growth curve of *P. thermopropionicum* monoculture on pyruvate (A), syntrophic coculture with *M. conradii* on propionate (B) and *M. conradii* monoculture on H_2/CO_2 (80/20, v/v, 170 kPa) (C) and the gibbs free energy change (ΔG) of propionate degradation and methane production in syntrophic coculture (D). Doubling times are shown for each culture and red arrows indicate sampling points for RNA-Seq analysis. For the calculation of gibbs free energy change, data from our previous work (Liu *et al.* 2014, Appl Environ Microbiol, 80: 4668–4676) were used.

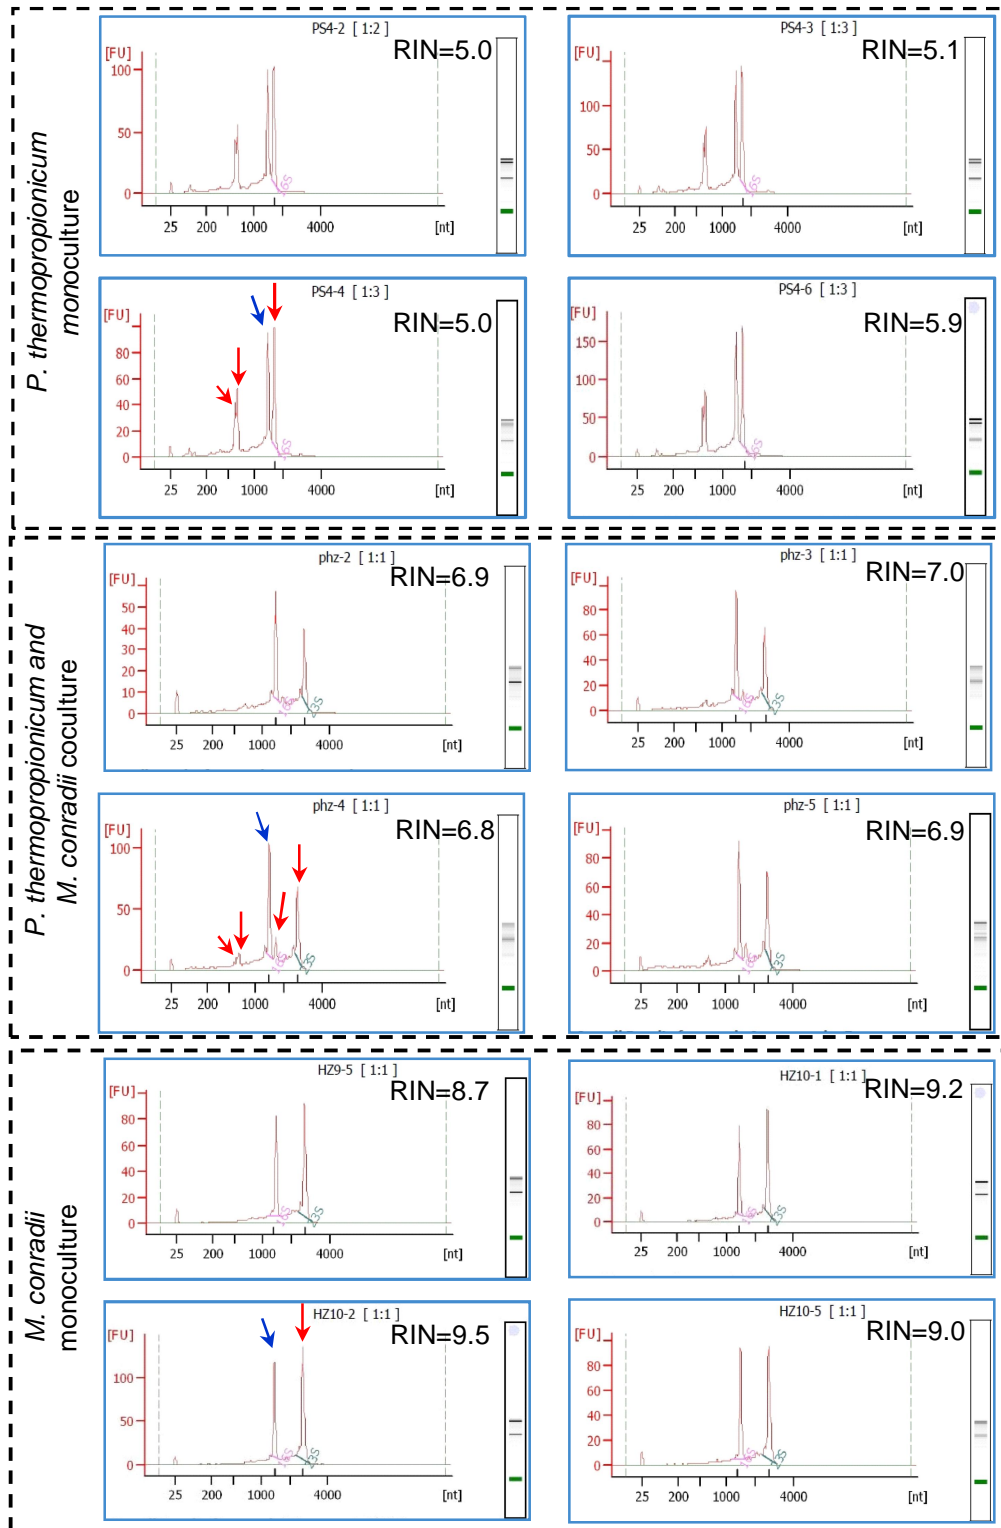

Figure S2 RNA integrity number (RIN) of total RNA from *P. thermopropionicum* monoculture (upper), coculture (middle) and *M. conradii* monoculture (lower). Each condition with four replicates. Red and blue arrows indicate 23S rRNA and 16S rRNA peaks, respectively. Due to the fragmentation of 23S rRNA of *P. thermopropionicum* (Kosaka et al., 2008, Genome Res 18: 442-448), 3 and 4 peaks of 23S rRNA were observed in *P. thermopropionicum* monoculture and syntrophic coculture, respectively. In coculture, the last peak of 23S rRNA was mainly derived from *M. conradii*.

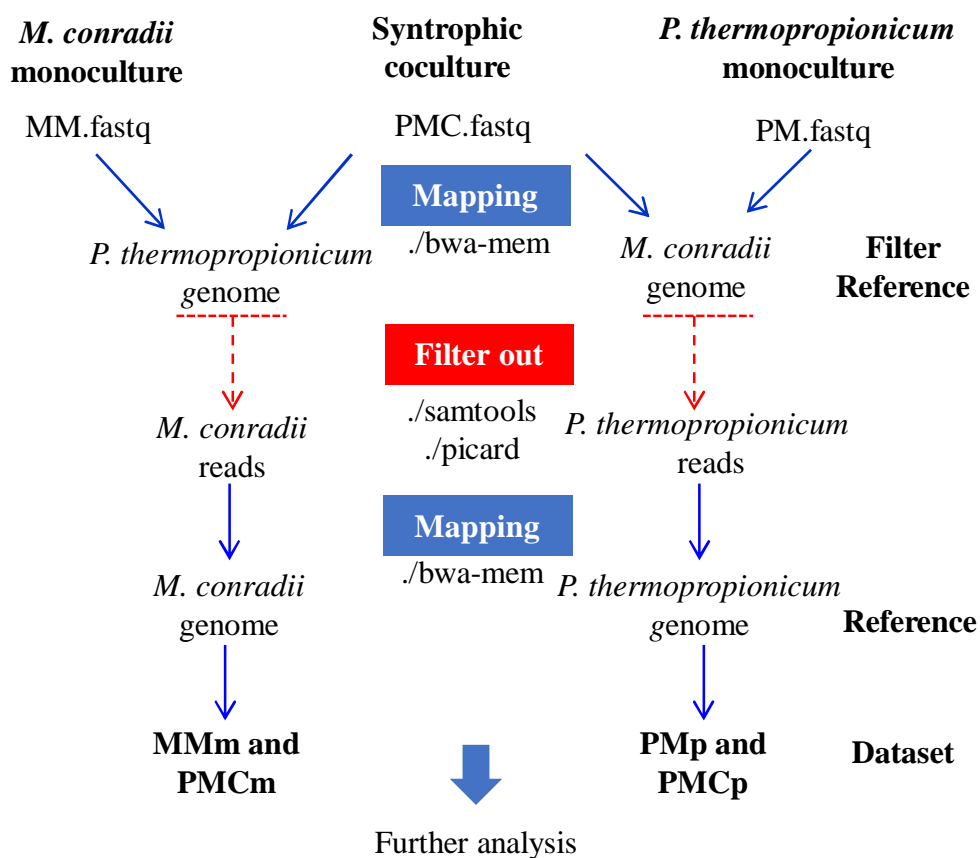

Figure S3 Cross mapping scheme for filtering out the most similar sequences between genomes of *P. thermopropionicum* and *M. conradii*. Abbreviations: PMp, dataset of *P. thermopropionicum* monoculture; PMCp, dataset of syntrophic coculture mapped to *P. thermopropionicum* genome; MMm, dataset of *M. conradii* monoculture; and PMCm, dataset of syntrophic coculture mapped to *M. conradii* genome.

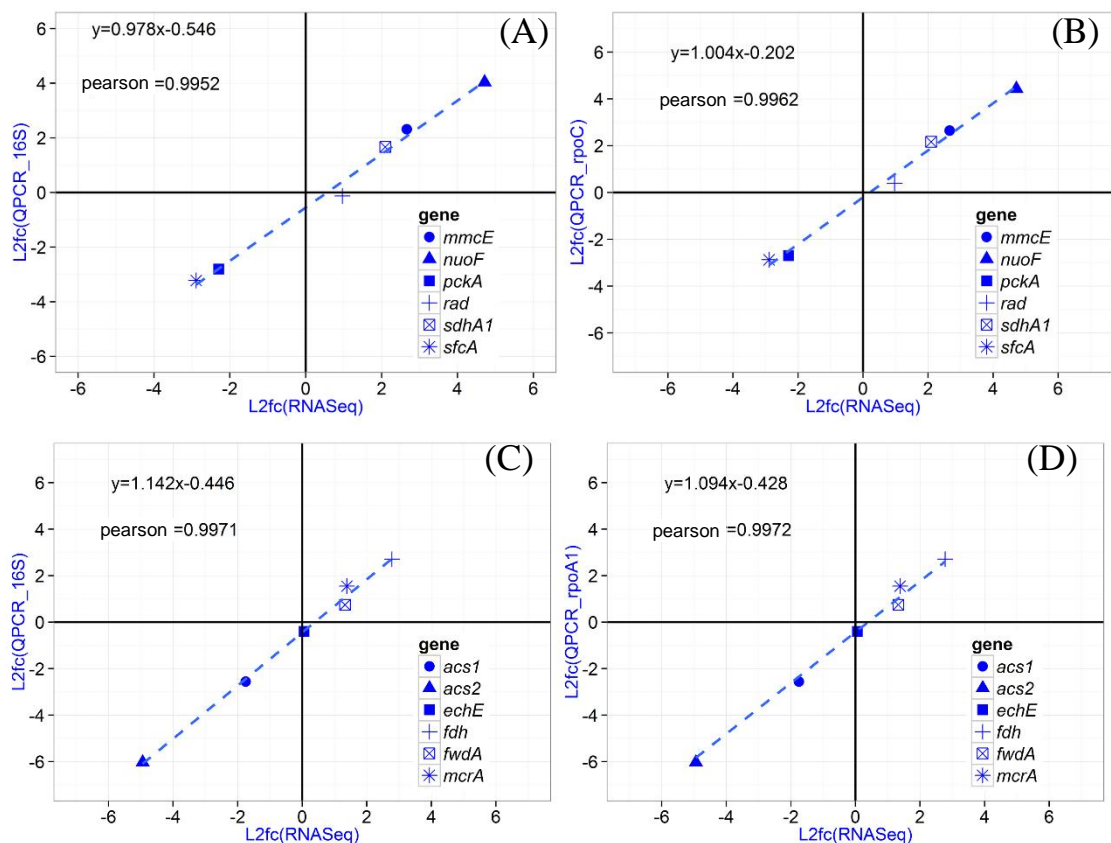

Figure S4 Verification of differentially expressed genes detected by RNA-Seq by qRT-PCR. Pearson correlation between RNA-Seq and qRT-PCR data for selected genes of *P. thermopropionicum*: (A), 16S rRNA as reference gene and (B), DNA-directed RNA polymerase beta subunit encoding gene (*rpoC*) as reference gene. Pearson correlation between RNA-Seq and qRT-PCR data for selected genes of *M. conradii*: (C), 16S rRNA as reference gene and (D), DNA-directed RNA polymerase A subunit encoding gene (*rpoA1*) as reference gene. L2fc, $\log_2$ fold change values.

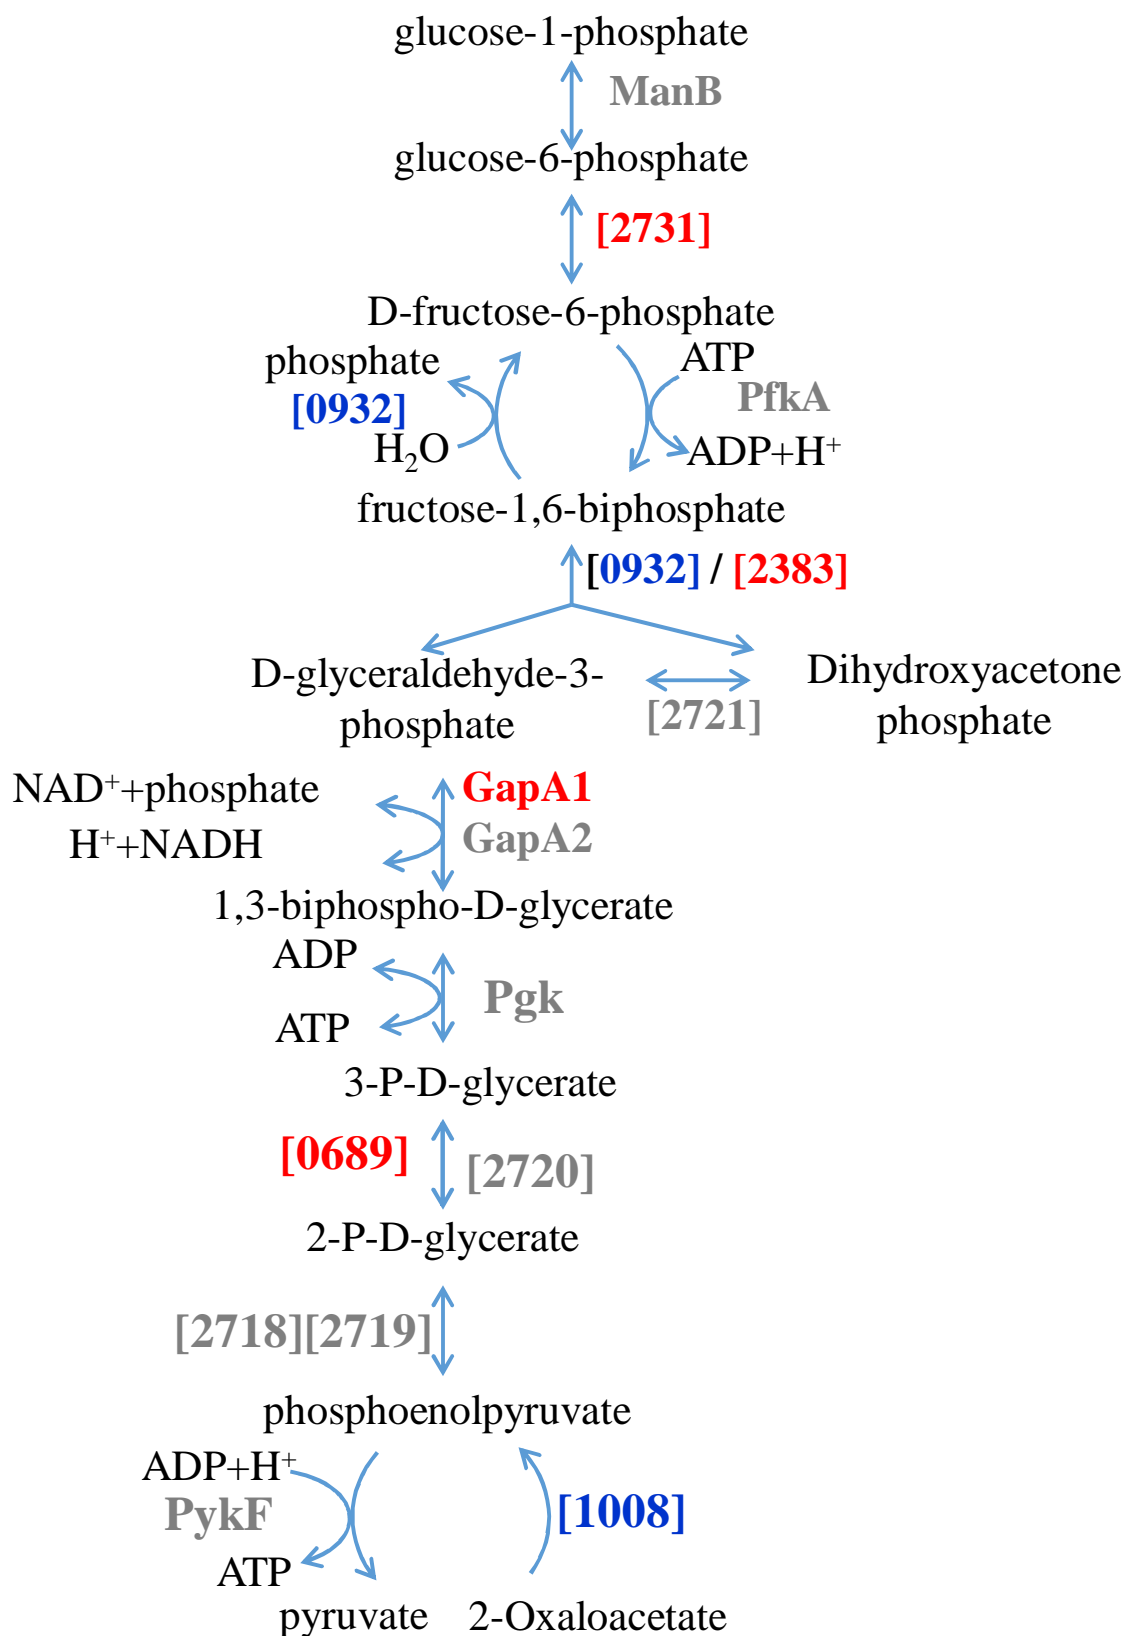

Figure S5 Differential expression of enzymes catalyzing each step of the glycolysis pathway in *P. thermopropionicum*. Relative changes (See Supplementary dataset Pt1 for details) in transcripts abundance during syntrophic growth are indicated by red (up) and blue (down) coloration. Grey coloration indicates statistically insignificant change (absolute log₂ fold change < 1 or FDR ≥ 0.05).

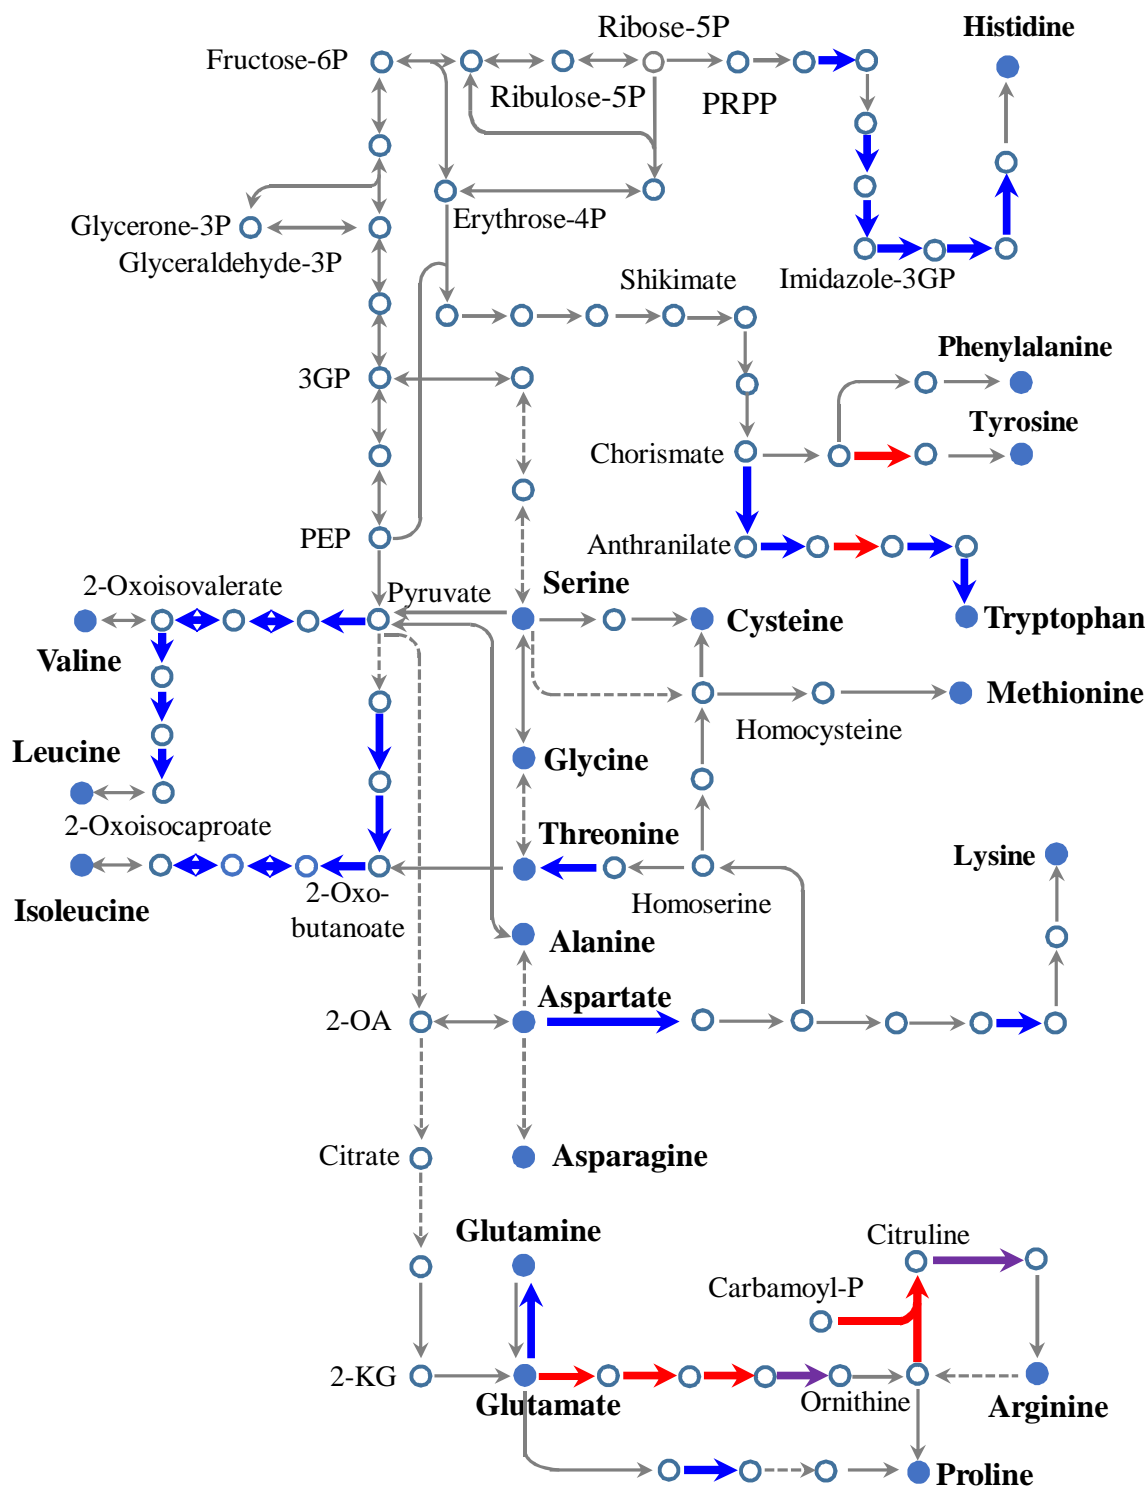

Figure S6 Differential expression of enzymes catalyzing each step of amino acids biosynthesis pathway in *P. thermopropionicum*. Relative changes (See Supplementary dataset Pt1 for details) in transcripts abundance during syntrophic growth are indicated by red arrows (up) and blue arrows (down). Enzyme names are not depicted. Amino acids are shown in bold. Grey arrows indicate statistically insignificant change (absolute $\log_2$ fold change < 1 or FDR $\geq$ 0.05). Dash arrows indicate steps missing in *P. thermopropionicum* genome annotation.

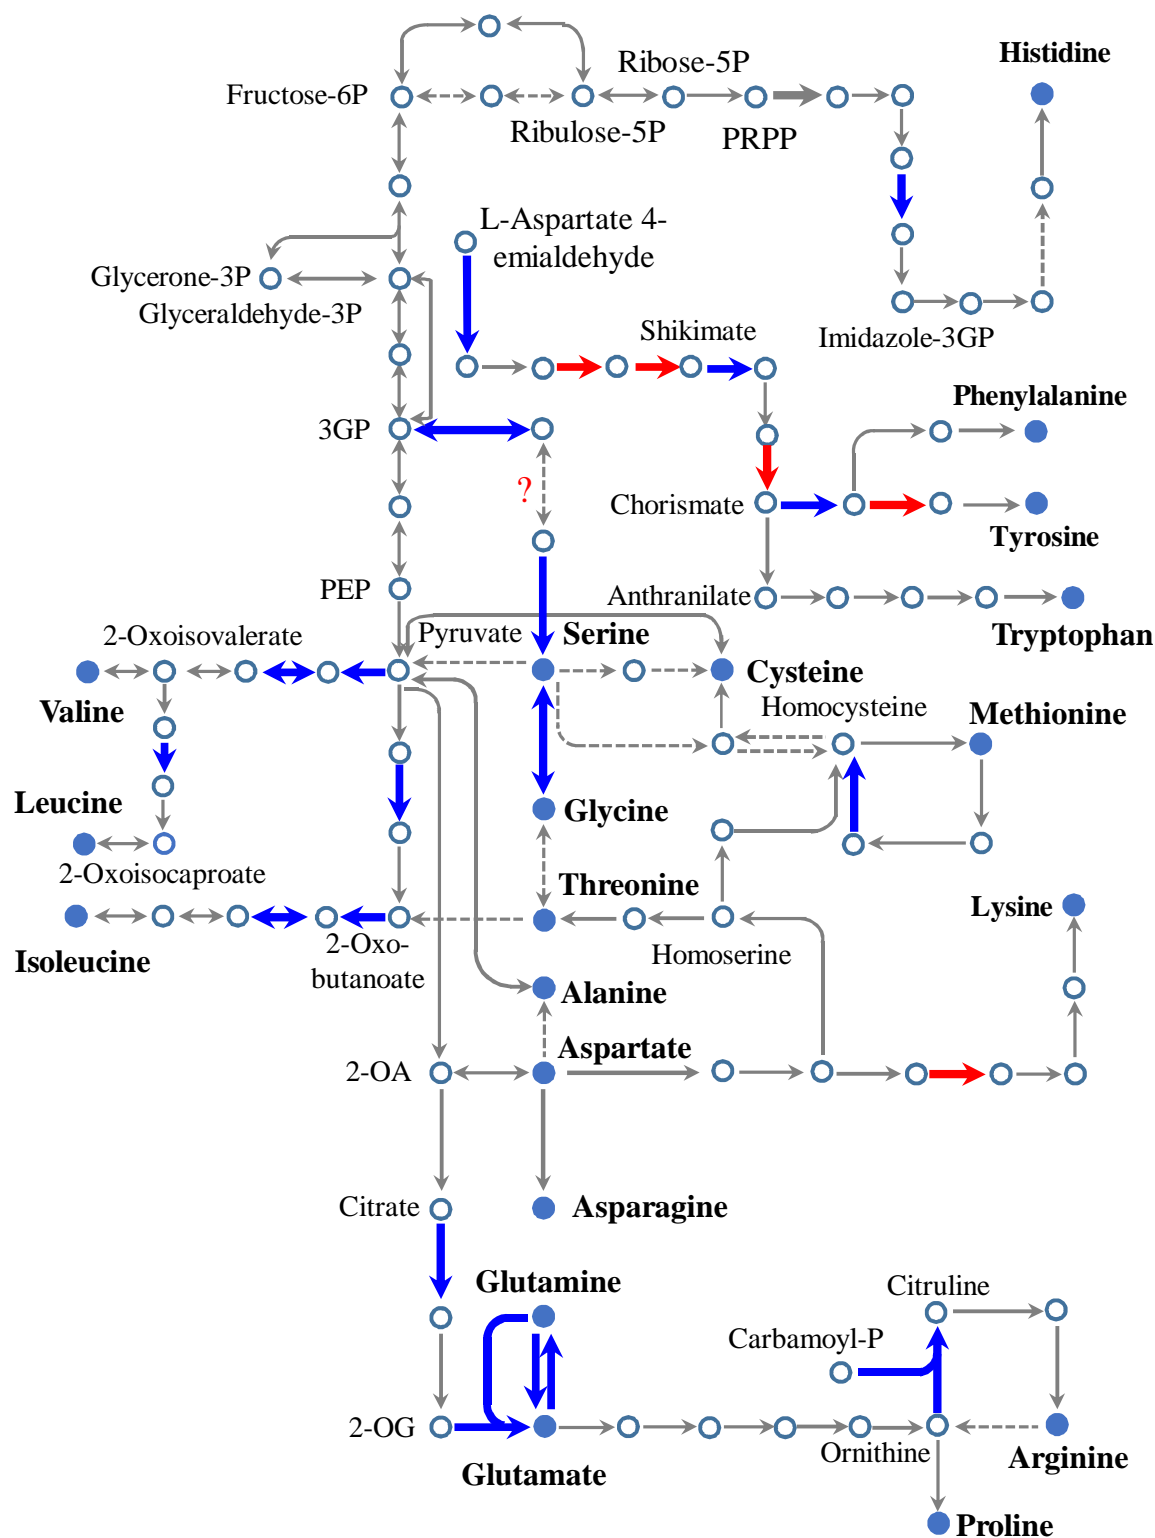

Figure S7 Differential expression of enzymes catalyzing each step of amino acids biosynthesis pathway in *M. conradii*. Relative changes (See Supplementary dataset Mc1 for details) in transcript abundance during syntrophic growth are indicated by red arrows (up) and blue arrows (down). Enzyme names are not depicted. Amino acids are shown in bold. Grey arrows indicate statistically insignificant change (absolute $\log_2$ fold change < 1 or FDR $\geq$ 0.05). Dash arrows indicate steps missing in *M. conradii* genome annotation.

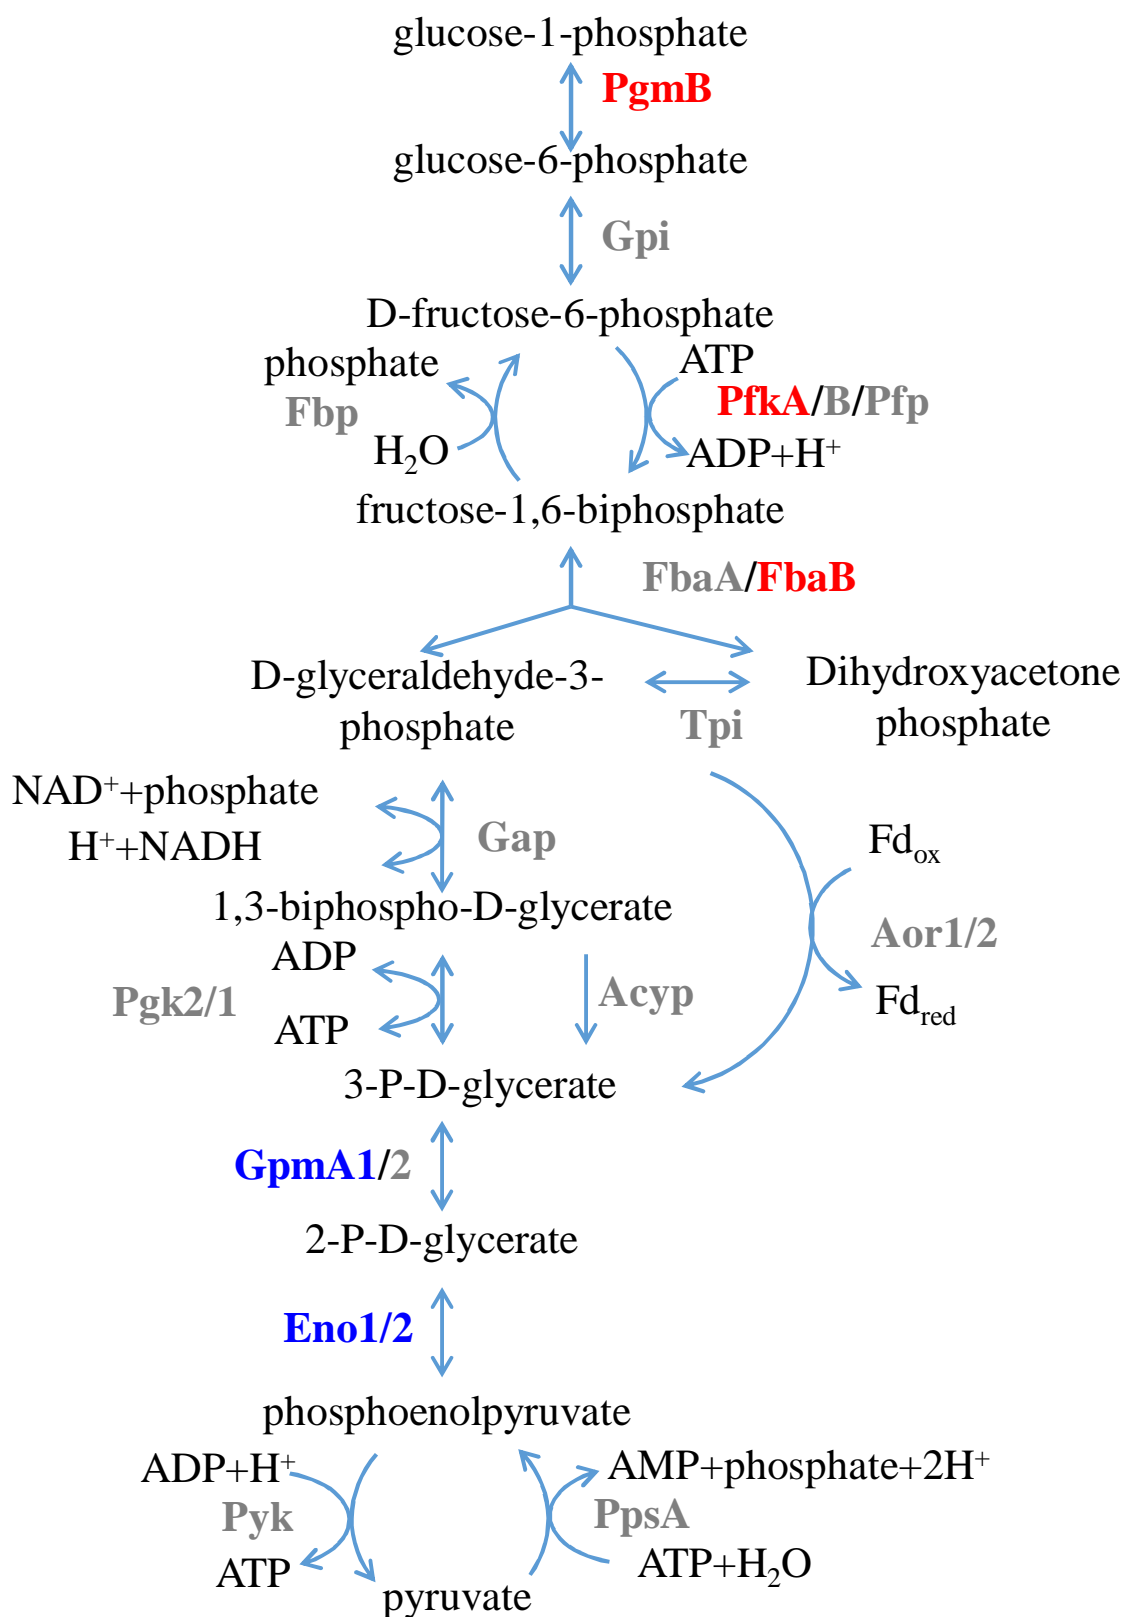

Figure S8 Differential expression of enzymes catalyzing each step of the glycolysis pathway in *M. conradii*. Relative changes (See Supplementary dataset Mc1 for details) in transcripts abundance during syntrophic growth are indicated by red (up) and blue (down) coloration. Grey coloration indicates statistically insignificant change (absolute $\log_2$ fold change < 1 or FDR $\geq$ 0.05).

(A)

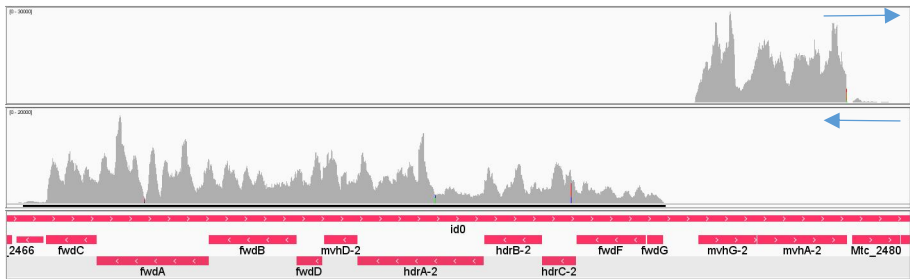

(B)

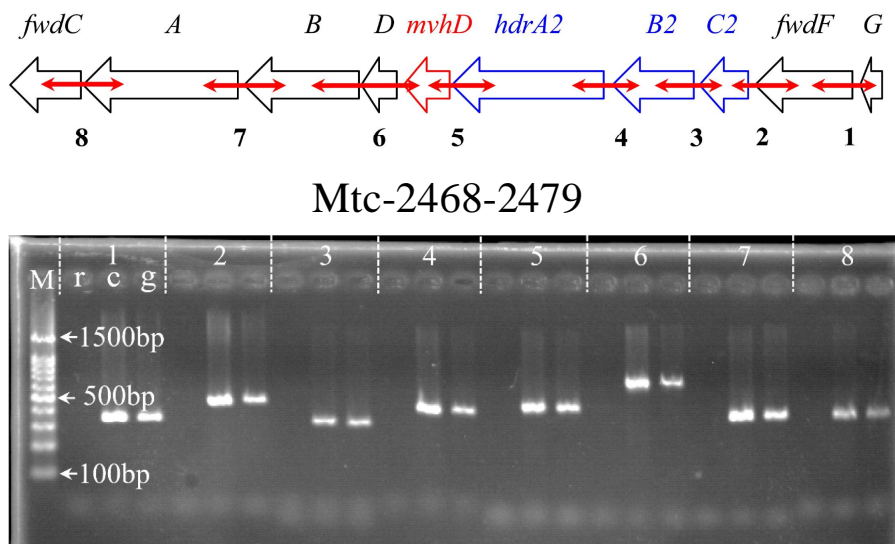

Figure S9 Visualization of the co-transcription of Fwd-Mvh-Hdr complex (A) and verification of the co-transcription of the Fwd-Mvh-Hdr coding genes by PCR (B). Upper panel of (B), gene cluster structure. Red arrows indicate the region the primers amplified. Lower panel of (B), gel electrophoresis of PCR products by using genomic DNA digested total RNA (r), cDNA (c) and genomic DNA (g) as template, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

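RNA of *P. thermopropionicum* grown alone, of *M. conradii* grown alone and of their coculture was sequenced by the authors, with 4 biological replicates each. The authors aligned the reads with BWA-MEM 0.7.5a-r405, filtered them with SAMtools 0.1.19, left out reads that mapped to the genome of the other organism, and counted reads per gene and strand with HTSeq. The deposited values are these counts, 1 table for each organism with 4 monoculture and 4 coculture libraries, not normalized. No deposited count is 0 and the smallest is 1 in each table, and the mean FPKM that the authors give in the supplementary datasets fits the deposited counts less 1, so 1 was taken to have been added to every count before deposit. For genes with few counts, the median distance on the log2 scale between these FPKM and values computed from the counts was 2.55e-06 with 1 subtracted and 0.0711 as deposited in *P. thermopropionicum*, and 9.65e-05 and 0.0555 in *M. conradii*. The tests were run on the counts as deposited, since this was set before the data were examined, and the counts less 1 were an alternative chosen after the values were seen.

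Genes with locus tags for RNA were left out of all tests: 6 and 51 with r and t tags in *P. thermopropionicum*, and 6, 46, 8 and 2 with r, t, m and s tags in *M. conradii*. This left 2880 and 2488 genes, of which 2657 and 2384 passed filterByExpr. Conditions follow the labels of the libraries, and no sample was left out. Each organism was fitted on its own, coculture against monoculture, with edgeR 4.0.16 (TMM scaling, quasi-likelihood F test, two-sided) in R 4.3.3, and adjusted p-values are those of Benjamini and Hochberg. A gene was called higher or lower with an adjusted p under 0.05 and a log2 fold change of at least 1 either way, the thresholds of the paper. CPM are counts scaled to library size with TMM factors, given as mean and SD over 4 libraries. Standard errors of log2 fold changes were derived from the same fit, as the absolute log2 fold change divided by the square root of the F statistic. TMM factors were 0.981 to 1.08 in the monoculture libraries and 0.892 to 1.02 in the coculture libraries of *P. thermopropionicum*, and 1.11 to 1.24 and 0.811 to 0.896 in those of *M. conradii*.

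Differences between 2 gene groups were computed within each library as the difference of their mean log2(count + 0.5), and shares as percent of the counts of an organism in a library. Both were compared between the cultures with exact two-sided permutation tests over all 70.0 ways to choose 4 of 8 libraries, whose smallest p is 0.029, and the 6 group differences were adjusted together. Principal components were taken from variance-stabilized counts of DESeq2 1.42.0, and correlations from log2(CPM + 1). Lists of genes were tested against all other genes with camera of limma 3.58.1, with an estimated correlation, where at least 5 members were tested. Of 9 lists in *P. thermopropionicum* and 12 in *M. conradii*, 0 passed an adjusted p of 0.05, the smallest adjusted p was 0.115 and 0.169, and 1 in each organism had an unadjusted p under 0.05.

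Most lists come from the supplementary datasets and, for 14 kinds of gene, from words in the gene products or symbols, set before the data were examined. The second kind covers only the part of the datasets of all genes that could be read, 1997 of 2920 genes of *P. thermopropionicum* and 1997 of 2455 of *M. conradii*, so that members were counted and no set test was run. Named genes were chosen by a rule set before the data were examined, although the values in the tables of the paper had been seen: the genes that the paper and its datasets of pathways name, the 10.0 genes with the largest change each way among called genes with an average log2 CPM of at least 3 and no overlap between the cultures, the 5 genes with most counts in each culture, the signal transduction genes with the largest changes, and the reference and target genes of the qPCR. The largest and smallest members of the lists from words were named after their values were seen. Stretches of consecutive genes were listed as well, some from sentences of the paper or from the planned comparisons. Others, such as PTH_0481 to PTH_0491 and Mtc_1593 to Mtc_1596, were drawn after the values were seen. Gene names and products are those of the supplementary datasets.

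Alternatives set before the data were examined were DESeq2 with and without a prior on the fold changes, other scalings (RLE, upper quartile, total counts, and the qPCR reference genes *rpoC*, PTH_0313, and *rpoA1*, Mtc_2146), no filter, at least 10.0 counts in every library, thinning to the shallowest library, no minimum fold change, edgeR's glmTreat, the replicate number as a block, and each library left out in turn. For shares and group differences they were another denominator, pseudocount or summary. The steps were tested on simulated data drawn from the means and library sizes of the real libraries, with changed genes of log2 fold change 1.5 or 3 in each direction. Changed genes were drawn only from those well counted in the shallowest library, as many rose as fell, and all genes shared 1 dispersion. The edgeR test recovered 100.0% of 100.0 changed genes of each size in *P. thermopropionicum* and 99.0 and 100.0% in *M. conradii*. This recovery does not carry over to genes of low count or to the larger share of changed genes in the real libraries. With 1 added to every simulated count, 6 of 2680 unchanged genes of *P. thermopropionicum* were called higher by edgeR, 14 by DESeq2 and 21 by edgeR without a filter. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for tables and permutations. Gene lengths, COG assignments and the genomes that the paper names were not at hand, so no check of length or GC content was made, and the reads of near-identical genes could not be told apart.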

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

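The tests of the near-silent genes other than the percent still higher with 1 subtracted, those of the cluster PTH_0481 to PTH_0491, of the ribosomal protein genes and of other groupings of the libraries were chosen only after the result was seen. Of 32 groups of 4 libraries, 2 had a library far from the others, where chance gives about 1 in 20.0 groups. In *M. conradii*, the difference of log2 counts between *fdh* and *mvh* was 0.0857 in monoculture replicate 1 and -0.36 to -0.32 in the other 3 monoculture libraries. In *P. thermopropionicum*, ribosomal protein genes took 2.25% of the counts in monoculture replicate 1 and 3.03 to 3.18% in the others.

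Genes that the paper does not discuss were among those with the largest changes in *P. thermopropionicum*, by edgeR's quasi-likelihood test. Beside *acs* (PTH_2131, 7.47), which it discusses, log2 fold changes of genes that rose were 8.39 in PTH_1167, 7.91 in PTH_0111, 7.57 in PTH_2800, 7.37 in PTH_0871, 7.24 in *eutG* (PTH_0606), an alcohol dehydrogenase, 7.13 in *pstS* (PTH_1671) and 6.98 in *pstA* (PTH_1674) of phosphate transport, 6.95 in PTH_0726 and 6.90 in PTH_1404. Genes PTH_0568 to PTH_0578, which include taurine transport genes, fell most: the log2 fold change was -9.90 in PTH_0570 (a predicted permease), -9.69 in *tauA* (PTH_0572), -9.02 in PTH_0571, -8.86 in *tauB* (PTH_0576), -8.70 in PTH_0573, -8.63 in *tauC* (PTH_0574), -8.59 in PTH_0577, -8.24 in *hgdB* (PTH_0578) and -7.70 in PTH_0569, and outside this group -7.36 in *leuA* (PTH_0483). The fitted values of PTH_0570 and PTH_0569 rest on 3 and 2 coculture reads less the added 1, and the ratio of monoculture to coculture with its counting interval was 2260.0 (773 to 10959) for PTH_0570 and 637 (176 to 5258) for PTH_0569.

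In *M. conradii*, log2 fold changes of genes that the paper does not discuss were 7.57 in Mtc_1314, 7.41 in *thrS-3* (Mtc_1596), 6.91 in Mtc_1595 (a cysteine desulfurase), 6.09 in Mtc_1594 (a NifU-like scaffold), 4.99 in Mtc_0534, 4.69 in Mtc_2454, 4.47 in Mtc_0915 and 4.38 in Mtc_0914. Those that fell were Mtc_0073 (-7.58, a putative membrane protein), Mtc_2433 (-6.25), Mtc_1315 (-5.22) and Mtc_0887 (-3.68, a putative TerB protein).

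*P. thermopropionicum* had 425 genes under 2 CPM in monoculture, of which 202 were tested and 167 were called higher, 27.9% of all its higher genes, with a median gain of 10.7-fold to a median of 7.77 CPM. Against the added 1 as the whole cause, 77.8% of them (130.0) were still higher with 1 subtracted from every count, although this value lies between the bounds set beforehand for and against it. With 1 subtracted, 163 (97.6%) had more coculture reads than counting error from their monoculture level allows. These genes were chosen because they were called higher, so this excess is no separate evidence. The filter before the test asks for enough CPM in 4 libraries, so genes this low in monoculture entered it mostly through their coculture counts. That 167 of the 202 tested were higher is thus largely set by the filter. Of the 425 genes, 12.2% (9.27 to 15.7) had no read in any coculture library. An even background such as genomic DNA stays open all the same. The median coculture level of the 425 genes was 1.62 CPM and gene lengths were not at hand, so such a background could also leave genes without a read. Reads of *M. conradii* stay open: the coculture libraries of 1.80% (0.372 to 5.16) of the called genes rank as the ratio of *M. conradii* to *P. thermopropionicum* counts, against 4.17% by chance, and both this ratio (4.67) and the CPM of these genes relative to their mean (median 0.676) were lowest in replicate 3, while the ratio was highest in replicate 1 (9.91) and the CPM in replicate 4 (1.30). Reads from the opposite strand also stay open, since the libraries of 10.8% (6.51 to 16.5) of these genes rank as the share of such reads in Table S2, against 4.17% by chance; the largest gain in that share was 1.56-fold, far under the median gain of these genes, but the level of the transcripts opposite each gene is not among the counts. The biological explanation, a response to coculture, is confounded with the difference in depth and was not tested apart from it.

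Genes PTH_0481 to PTH_0491 were low in coculture but highest there in replicate 2, in 11 of 11 genes, with summed CPM 3.37 times that of the highest other coculture library. Counting error is argued against by the lower bound of this ratio, 3.02 (upper bound 3.76). Monoculture RNA or reads carried into the library are argued against by PTH_0568 to PTH_0578, which changed by -0.0407% of their monoculture level in replicate 2 while the cluster gained 2.58%. The design gives no biological explanation for a single replicate, and none was tested.

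Ribosomal protein genes were lower in coculture in both organisms. Against scaling as the cause, the median log2 fold change stayed at or below -0.59 under every scaling tried in both organisms, the value of upper-quartile scaling in *P. thermopropionicum*. The paper reports slower growth of both organisms in coculture, and slower growth may lower these genes, but neither growth rate nor RNA quality was tested against them, so both stay open.

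Calls from other groupings of the same libraries were counted for both organisms. Of 35 splits of the 8 libraries into 4 and 4, only the real one (1) gave as many calls, with 931 genes in *P. thermopropionicum* and 748 in *M. conradii* and at most 0 in any other split. A rank of 1 of 35 is the most that these splits can show. Every other split mixes the cultures within its groups, so the 0 calls do not show how many chance alone would give.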

How the results depend on the processing

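The alternatives with 1 subtracted from every count and with RNA genes kept were chosen only after the values were seen, and the others were set before. No called result of either organism changed direction, and no gene called was called in the opposite direction under any alternative. Counts of genes moved by over 1.5 times in these cases: with no minimum fold change, 939 higher and 921 lower in *P. thermopropionicum* and 885 higher and 877 lower in *M. conradii*; with glmTreat, 186 lower in *P. thermopropionicum* and 245 higher and 233 lower in *M. conradii*; with upper-quartile scaling, 208 lower in *P. thermopropionicum*; and with total-count scaling, 195 higher and 707 lower in *M. conradii*. The first 2 follow from the thresholds themselves, and the scalings moved the median of all genes by 0.23 and -0.45. Of the genes called, DESeq2 kept 896 of 931 in *P. thermopropionicum* and 743 of 748 in *M. conradii*, and total-count scaling kept 890.0 and 574.

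With 1 library left out, *P. thermopropionicum* had 522 to 619 higher and 292 to 384 lower genes, and *M. conradii* 355 to 379 and 374 to 397. The difference in the share of ribosomal protein genes of *P. thermopropionicum* was -1.64 to -1.33 percentage points, and the cultures did not overlap (monoculture at least 2.25%, coculture at most 1.76%). Its exact two-sided p was 0.057 without each coculture replicate, which is 1 step above the smallest that the 35 splits of 4 libraries against 3 allow (0.029) and says nothing about stability. Of named genes called, 186 of 198 in *P. thermopropionicum* and 109 of 117 in *M. conradii* kept their call in all 8 of these fits, and 173 and 87 under all 20.0 alternatives set before.

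Replicate correlations computed with 1 subtracted, over genes with reads in both libraries, were 0.988 to 0.995 (monoculture) and 0.958 to 0.976 (coculture) in *P. thermopropionicum*, and 0.990 to 0.995 and 0.984 to 0.992 in *M. conradii*; they lie below those of the deposited counts. With 1 subtracted, 861 of 931 and 742 of 748 calls were kept. With at least 10.0 counts in every library, 261 of the 931 genes were no longer tested, and thinning to the shallowest library left 214 untested, so the depth of the coculture libraries limits what can be called for genes of low count in *P. thermopropionicum*.

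Libraries of the cultures share only a number, and correlations between libraries of the same number were 0.03 to 0.20 in *P. thermopropionicum* and -0.05 to 0.36 in *M. conradii*, best with their own number in 1 and 2 of 4 cases. With the replicate number as a block, 602 genes were higher and 337 lower in *P. thermopropionicum* and 371 and 379 in *M. conradii*.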

Differences from the paper's values

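The alternatives with 1 subtracted were chosen only after the values were seen, and all others were set before the data were examined. The paper gives replicate correlations of 0.987 to 0.995 in monoculture and 0.952 to 0.973 in coculture of *P. thermopropionicum*, against 0.992 to 0.999 and 0.971 to 0.984 here, and of 0.989 to 0.994 in monoculture and 0.981 to 0.991 in coculture of *M. conradii*, against 0.993 to 0.997 and 0.988 to 0.996 here. No alternative was set beforehand for them, and the correlations of counts less 1 over genes with reads in both libraries, an alternative chosen after seeing the values, lie within the replicate spread of all 8 of the paper's values. The second principal component of *M. conradii* holds about 2% in Fig. 1D of the paper, read by eye, and 4.51% here, and it also differs with log2(CPM + 1).

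For the PadR-like regulator gene Mtc_2422 the paper gives a log2 fold change of 5.24 and the value here is 6.95, without a difference under DESeq2 with a prior, total-count scaling and without coculture replicate 2, and with one under the other 17 alternatives set before the data were examined. For *hyaA* (PTH_1701) the paper gives -1.10 and the value here is -1.02, without a difference under DESeq2, DESeq2 with a prior, total-count and reference-gene scaling, no filter and without each coculture replicate, and with one under the other 11. The remaining log2 fold changes lie near 0 with opposite signs, and none of them differs under DESeq2, DESeq2 with a prior, total-count scaling, reference-gene scaling or no filter. The paper gives -0.0551 for PTH_0669 (here 0.0360), which also does not differ without monoculture replicate 2, 3 or 4 or coculture replicate 1, 3 or 4 and differs under the other 7 tested. It gives -0.0695 for PTH_2066 (here 0.00271), which does not differ with the replicate number as a block or without any coculture replicate and differs under the other 10.0, and -0.0626 for PTH_2067 (here 0.00808) and -0.0480 for PTH_2092 (here 0.0307), which do not differ without coculture replicate 2, 3 or 4 and differ under the other 12. It gives -0.0235 for PTH_2429 (here 0.0580), which does not differ without coculture replicate 1 or 3 and differs under the other 11 tested; PTH_0669 and PTH_2429 were not tested with at least 10.0 counts in every library or with thinning.

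Of 470.0 genes of *P. thermopropionicum* that the readable part of the paper's dataset calls higher, 417 were higher here and 53 were not tested, and of 280.0 it calls lower, 250.0 were lower; DESeq2 called 468 and 277, and total-count scaling all 280.0 lower. In *M. conradii* 283 of 291 were higher, with 8 not tested, and 278 of 279 lower, and DESeq2 called 290.0 and 279. In the sheets of signal transduction genes, PTH_0162, PTH_0798, PTH_1392, *rpoE* (PTH_1893), *troR* (PTH_1940), *hipB* (PTH_2162), PTH_2247, PTH_2270, PTH_2385, PTH_2499 and Mtc_2141, which the paper calls higher, were not tested here for low counts and were higher under DESeq2, DESeq2 with a prior and no filter. PTH_0234 (-0.97), PTH_0279 (-0.97), *rocR* (PTH_0850, -0.94), PTH_1034 (-1.00), PTH_1377 (-1.00) and *hyaB* (PTH_1702, -0.95), which it calls lower, did not reach the fold threshold here, and all were lower under DESeq2, DESeq2 with a prior, total-count scaling, reference-gene scaling and no filter. *atoD* (PTH_0268), *fliO* (PTH_2077) and *fwdE-3* (Mtc_1818, -1.03) were called here and not in the paper, and were not called under DESeq2 with a prior.

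In this paragraph the paper's wording, which can name a direction alone, is set beside the thresholds. None of its genes is among those named above as called unlike the paper. The paper counts 4 downregulated glutamine synthetase genes of *P. thermopropionicum*. Here 4 of 6 had a log2 fold change below 0, of which 2 were lower and 2 not past both thresholds, and 2 were higher. The paper has glutamate synthase downregulated, and here 4 of 5 genes were below 0, of which 1 was lower. It has the transporter PTH_0073 to PTH_0077 upregulated. Here all 5 genes were above 0 and none passed the fold threshold (0.58 to 0.86) with edgeR, while 3 did with upper-quartile scaling. The paper has the Fwd-Hdr-Mvh cluster moderately to significantly upregulated, and it lists log2 fold changes of at least 1 for the same 2 of 12 genes that passed here. It places *mtd* second in abundance among the steps of methanogenesis, and *mer* had 15315 CPM in monoculture and 38611 in coculture against 7693 and 13617 CPM for *mtd* here; CPM are not corrected for gene length, and the paper's mean FPKM, which are, are also higher for *mer* in both cultures. It has the nitrogenase gene *nifH1* unaffected and *nifH2DKENO* downregulated. Here all 7 nitrogenase genes were below 0, and *nifH-1* did not pass both thresholds. Of the others, *nifE* (-0.86), *nifN* (-0.24) and *anfO* (-0.96) did not pass, of which *nifE* and *anfO* did with total-count scaling.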

Other observations

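The tests of counts with 1 added were chosen only after the result was seen, and that of neighbouring genes was set before. The borders of the stretches of consecutive genes named below were drawn after their values were seen. That all of their genes were called follows from this choice and is no separate evidence. Phosphate transport genes beside *ompR* rose in *P. thermopropionicum*: all 8 genes PTH_1670 to PTH_1677 were higher, and *pstS* (PTH_1671) rose from 55.7 ± 2.10 CPM in monoculture to 7785 ± 1609 CPM in coculture (SD, n = 4; adjusted p = 1.17e-09 by edgeR's quasi-likelihood test). All 11 genes PTH_0481 to PTH_0491 and all 11 genes PTH_0568 to PTH_0578 were lower, among them *eutG* (PTH_0488), from 14751 ± 2007 CPM in monoculture to 133 ± 173 CPM in coculture, while the other *eutG* (PTH_0606) rose from 176 ± 31.6 CPM in monoculture to 26646 ± 24808 CPM in coculture, with 62681 CPM in coculture replicate 1 and 5965 to 20024 CPM in the others. All 10.0 tested genes of PTH_0679 to PTH_0689, which include a carbon monoxide dehydrogenase (PTH_0679, log2 fold change 5.79), all 8 of PTH_1166 to PTH_1173 and all 10.0 of PTH_0592 to PTH_0601 were higher. The molybdate transport genes PTH_0675 to PTH_0677 had log2 fold changes of -4.60, -2.99 and -4.60, but their counts came mostly from monoculture replicate 1, and without it PTH_0676 was at -0.07.

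In *M. conradii*, all 4 genes Mtc_1593 to Mtc_1596 and all 10.0 genes Mtc_0910 to Mtc_0919 were higher, in stretches that were also drawn after the values were seen. The archaellum gene *flaB-2* (Mtc_1928) fell from 9221 ± 2584 CPM in monoculture to 3039.9 ± 242 CPM in coculture (SD, n = 4), a log2 fold change of -1.60, and 5 of 6 archaellum genes were lower with none higher. Of chaperone genes, 6 of 12 were lower and 1 was higher in *M. conradii*, and 0 of 11 lower and 1 higher in *P. thermopropionicum*. Of cobalamin genes, 3 of 31 were lower and 2 higher in *M. conradii*, and 4 of 27 lower and 0 higher in *P. thermopropionicum*. Of molybdenum and selenium genes, 4 of 20.0 and 4 of 16 were lower and 3 and 4 higher, in the same order. With total-count scaling, 8 chaperone, 9 cobalamin and 7 molybdenum and selenium genes of *M. conradii* were lower and 0 of each kind higher. Of oxidative stress genes, 2 of 8 were higher in *M. conradii*, and in *P. thermopropionicum* 1 of 4 was higher and 1 lower. Of 9 sporulation genes of *P. thermopropionicum* 3 were higher, of 13 transposase genes of *M. conradii* 2, and of its 7 CRISPR genes 0 were called in either direction by edgeR with TMM scaling or by DESeq2 on the deposited counts; 1 was higher with upper-quartile scaling, without monoculture replicate 4, without coculture replicate 1 or 2, and with 1 subtracted by DESeq2 or after thinning, 1 was lower with total-count scaling and without coculture replicate 4, and 2 were higher and 2 lower with no minimum fold change.

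Genes with consecutive locus tag numbers may respond as groups. The Spearman correlation of their log2 fold changes was 0.578 over 2511 pairs in *P. thermopropionicum* and 0.421 over 2236 pairs in *M. conradii*, above the highest of the shuffled orders (0.0786 and 0.0964; one-sided permutation p = 1e-05, the smallest they can give). In 498 pairs of *P. thermopropionicum* and 292 of *M. conradii* both genes were called in the same direction, and in 48 and 61 in opposite directions.

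The fold changes of the paper may have been computed on counts with 1 added. For 290.0 genes of low count in *P. thermopropionicum*, the median distance from the paper's log2 fold changes was 0.0631 with DESeq2 with a prior on the deposited counts and 0.229 with 1 subtracted, and for 94 genes in *M. conradii* 0.0342 and 0.165.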
